# Prpf31 is essential for the survival and differentiation of retinal progenitor cells by modulating alternative splicing

**DOI:** 10.1093/nar/gkab003

**Published:** 2021-01-21

**Authors:** Jingzhen Li, Fei Liu, Yuexia Lv, Kui Sun, Yuntong Zhao, Jamas Reilly, Yangjun Zhang, Jiayi Tu, Shanshan Yu, Xiliang Liu, Yayun Qin, Yuwen Huang, Pan Gao, Danna Jia, Xiang Chen, Yunqiao Han, Xinhua Shu, Daji Luo, Zhaohui Tang, Mugen Liu

## Abstract

Dysfunction of splicing factors often result in abnormal cell differentiation and apoptosis, especially in neural tissues. Mutations in pre-mRNAs processing factor 31 (*PRPF31*) cause autosomal dominant retinitis pigmentosa, a progressive retinal degeneration disease. The transcriptome-wide splicing events specifically regulated by PRPF31 and their biological roles in the development and maintenance of retina are still unclear. Here, we showed that the differentiation and viability of retinal progenitor cells (RPCs) are severely perturbed in *prpf31* knockout zebrafish when compared with other tissues at an early embryonic stage. At the cellular level, significant mitotic arrest and DNA damage were observed. These defects could be rescued by the wild-type human PRPF31 rather than the disease-associated mutants. Further bioinformatic analysis and experimental verification uncovered that Prpf31 deletion predominantly causes the skipping of exons with a weak 5′ splicing site. Moreover, genes necessary for DNA repair and mitotic progression are most enriched among the differentially spliced events, which may explain the cellular and tissular defects in *prpf31* mutant retinas. This is the first time that Prpf31 is demonstrated to be essential for the survival and differentiation of RPCs during retinal neurogenesis by specifically modulating the alternative splicing of genes involved in DNA repair and mitosis.

## INTRODUCTION

The splicing of precursor messenger RNAs (pre-mRNAs) by accurately removing introns and joining exons is an essential step for the regulation and expression of most eukaryotic genes. Spliceosomes, the complex molecular machines assembled from five core small nuclear ribonucleoproteins (U1, U2, U4, U6, U5) and over 300 regulatory proteins, execute the splicing processes of >99% of RNAs in human cells (1,2). The accurate recognition of exon–intron boundaries and splicing of RNAs require not only the conserved *cis*-acting elements (such as 5′ and 3′ splicing sites, branch point A, polypyrimidine), but also the multiple *trans*-acting factors, including constitutive splicing factors and splicing regulators.

Strikingly, ∼95% of multiexon genes undergo alternative splicing to generate diverse transcripts (3,4). As a strategy for expanding the eukaryotic proteome and regulating gene expression, alternative splicing is selectively regulated by many non-constitutive splicing factors such as the SR (Ser-Arg) protein family and heterogeneous nuclear RNPs (hnRNPs). These splicing regulators are involved in cell survival, proliferation, differentiation or tumorigenesis by regulating the splicing of specific genes (5–7). Interestingly, depleting some of the constitutive splicing factors may also affect the alternative splicing of a subset of genes without causing the transcriptome-wide splicing defects (8–11). There are several studies about the large-scale identification of tissue-, time- or pathology-specific alternative splicing events (12,13). However, due to the diversity and complexity of alternative splicing, determining the biological significances and regulatory mechanisms underlying these splicing events is still challenging.

The retina in eye detects lights for the formation of vision, and retinal degeneration is a major cause of irreversible blindness around the world. Retinal tissues express a very high level of spliceosomal snRNAs and process the highest amount of pre-mRNAs (14). Besides, unprecedented levels of alternative splicing have also been reported in mammalian retinas, especially during the retina neurogenesis (15–18). Notably, six genes encoding the core components of spliceosomes (*PRPF31*, *PRPF8*, *PRPF3*, *PRPF4*, *PRPF6* and *SNRNP200*) have been linked with autosomal dominant retinitis pigmentosa (adRP), a progressive inherited retinal degeneration characterized by dysfunction and death of rod photoreceptors followed by cone photoreceptors (19,20). These studies indicate the very importance roles of splicing factors in both the development of retina and maintenance of visual function.

Pre-mRNAs processing factor 31 (*PRPF31*) is a constitutive component of spliceosomes, which participates in the assembly and stabilization of U4/U6/U5 tri-snRNP (21–23). Mutations in *PRPF31* have been determined to be loss-of-function, resulting in reduced levels of activated snRNPs and decreased splicing efficiency (14,22,24). Remarkably, in patient-derived lymphocytes or siRNA-treated human organotypic retinal cultures, the insufficiency of PRPF31 only impaired the splicing of a subset of genes (22,25). In vivo studies in *prpf31* transient knockdown zebrafish or *Prpf31*^+/−^ mice also showed that the global transcriptome is mildly affected by Prpf31 deficiency, while the retinal-specific gene expression is more severely disturbed (26–28). In addition, PRPF31 may also participate in ciliogenesis and mitotic chromosome segregation independent of its splicing function (29,30). Although the role of PRPF31 in splicing process is well documented, the features of the alternatively spliced transcripts affected by PRPF31 deficiency and their biological functions at the cellular and tissue levels are not fully understood.

Why heterozygous mutations in the ubiquitous and essential gene *PRPF31* lead to a retina-specific disease is an interesting and important question. One of the most promising assumptions is that the high demand for splicing activity in retinal cells makes them more sensitive to the deficiency of PRPF31. However, due to the lack of ideal *PRPF31* animal models that can mimic the symptoms and progression of RP, such hypothesis could not be tested *in vivo*. The heterozygous *Prpf31* knockout mice have no RP phenotype except the late-onset changes of RPE morphology and phagocytic ability, while the homozygous knockout mice die before embryonic day 10, which hinders further research (31–33). Morpholino-mediated knockdown of *prpf31* in zebrafish also does not support long-term observations. In consideration of the *in vitro* developmental process of zebrafish embryos, a stable knockout model of *prpf31* in zebrafish may promote the research on gene functions of *prpf31* in early embryos, and may also have a chance to establish a RP model in adult *prpf31^+/^^−^* zebrafish.

Herein, we constructed a *prpf31* knockout zebrafish model using CRISPR/Cas9 technology. The heterozygotes did not show any RP phenotypes, while the homozygotes died at 4–5 days post fertilization (dpf) with extensive developmental defects. Interestingly, we noticed that the retina was affected first and most in *prpf31* knockout zebrafish when compared with other tissues at 36–60 h post fertilization (hpf). Our further studies revealed that Prpf31 directly regulates the alternative splicing and expression of genes involved in spindle organization and DNA repair, and *prpf31* knockout impairs the mitosis and differentiation of retinal progenitor cells (RPCs) and causes numerous apoptosis. Analyzing the alternative splicing events in wild-type and *prpf31* knockout zebrafish suggested that genes possessing a weak 5′ splicing site (5′SS) are more susceptible to Prpf31 deficiency. Our work for the first time determined the regulatory roles of Prpf31 in mitosis and DNA repair by promoting the alternative splicing of related genes, and also the essentiality of Prpf31 in the survival and differentiation of RPCs.

## MATERIALS AND METHODS

### Zebrafish lines

Zebrafish were maintained and bred at 28.5°C on a 14 h light/10 h dark cycle. If needed, 0.003% 1-phenyl-2-thiourea (PTU) (Sigma) was added at 12 hpf to suppress the pigmentation of embryos. The *prpf31* knockout zebrafish was generated by CRISPR/Cas9 technology. The guide RNAs (gRNAs) were designed by CHOPCHOP (http://chopchop.cbu.uib.no/). The stable *prpf31* mutant zebrafish line was obtained by several rounds of crossing and screening. The Tg (*neurod1*: EGFP) (CZ354), Tg (*Huc*: EGFP) (CZ160) and *p53*^−/−^ (CZ266) lines were purchased from China Zebrafish Resource Center. All animals were treated following guidelines approved by the Ethics Committee of College of Life Science and Technology, Huazhong University of Science and Technology.

### *In vitro* transcription and microinjection

For CRISPR/Cas9 experiments, Cas9 mRNA and gRNAs were synthesized using the mMESSAGE mMACHINE T7 Transcription Kit (Invitrogen, United States) and TranscriptAid T7 High Yield Transcription Kit (Thermo Scientific, USA), respectively. Then, 300 pg Cas9 mRNA and 100 pg gRNA were co-injected into the one-cell stage zebrafish embryos.

For rescue experiments, full-length coding sequences of zebrafish *prpf31* and human *PRPF31* were amplified from cDNA samples of wild-type zebrafish embryos and HEK293 cells. The mutant forms of *PRPF31* were constructed by overlap extension PCR. The pCS2+8CmCherry vector was a gift from Amro Hamdoun (Addgene plasmid #34935). The cDNA fragments were subcloned into pCS2+8CmCherry. Capped mRNAs were synthesized using the mMESSAGE mMACHINE SP6 Transcription Kit (Invitrogen, USA), and injected into the 1–2 cell stage embryos with 100 pg.

### *In situ* hybridization

*In situ* hybridization was performed as previously described (34). All of the templates of RNA probes were cloned from the cDNA library of the whole embryo at 48 hpf. The purified DNA fragment was inserted into the pGEM®-T Easy (Promega, A1360) and the connection direction was determined by DNA sequencing. Digoxigenin-labeled RNA probes were synthesized using MAXIscript™ SP6/T7 Transcription Kit (Invitrogen, USA). All primers sequence used to synthesize probes were listed in Supplementary Table S7. The images were captured by an optical microscope (BX53, Olympus). After imaging, the genotypes were identified.

### Immunofluorescence assay

For immunostaining of whole-mount embryos, the embryos were fixed in 4% paraformaldehyde in PBS overnight, permeabilized with acetone for 15 min, blocked overnight and incubated with the primary antibodies at 4°C overnight and then the fluorescent secondary antibodies (Invitrogen, 1:500) at 37°C, 2 h. The cell nuclei were stained with DAPI (5 μg/ml). Immunostaining of frozen sections was performed as described previously (35). The following primary antibodies were used: Sox2 (GTX124477, GeneTex; 1:100), Islet1 (GTX102807, GeneTex; 1:100), Zpr1 (Zebrafish International Resource Center, 1:200), Zpr3 (Zebrafish International Resource Center, 1:200), α-tubulin (11224–1-AP, Proteintech; 1:100), phosphorylated histone H3 (AF3358, Affinity; 1:200), γH2AX (9178s, CST; 1:200) and Alexa Fluor 594 Phalloidin (A12381, Thermo Scientific; 1:200). The samples were imaged using a confocal microscope (FV1000, Olympus).

### Cell apoptosis and proliferation detection

To detect cell apoptosis, the live embryos were incubated in the acridine orange solution (2 μg/ml, Sigma) for 30 min. After washing 5 times with E3 medium, the embryos were imaged with the fluorescence microscope (ECLIPSE 80i, Nikon). TUNEL staining was performed as previously described (34).

Cell proliferation was detected by the Cell-Light EdU Apollo567 *In Vitro* Kit (C10310-1, Ribobio, Guangzhou, China). Zebrafish embryos were incubated in egg-water containing 2 mM EDU (5-ethynyl-2′- deoxyuridine) for 30 min at 4°C. After rinsing three times in E3 medium, the embryos were transferred to fresh water for 2–3 h, and then fixed in 4% PFA. The tails were used for genotyping. The embryonic heads were dehydrated in 30% sucrose at 4°C overnight and embedded in OCT (SAKURA) for cryosectioning. The retinal sections were treated with EDU test kit according to the operating manual to visualize the proliferating cells. For the double labeling of EDU and phospho-histone H3 (pH3), the samples continue to be treated in accordance with the standard immunofluorescence procedure and analyzed by FV1000 (Olympus).

### Live embryo Imaging

The H2A-mCherry mRNA was injected into embryos to label chromosomes *in vivo*. The embryos were anaesthetized by 0.02% tricaine (Sigma), and the chorion was removed. Embryos were embedded in small cell chambers containing 0.5% low melting agarose and kept at ∼23°C. Images were collected every 3–5 min using a 60× objective lens on the confocal microscope (FV1000, Olympus).

### Western blotting

Zebrafish embryos at 36, 48 and 60 hpf were collected for protein extraction. The tails of embryos were used for genotyping. About 25 heads of each genotype were put together and lysed in RIPA lysis buffer with protease inhibitor. Western blotting was performed as described previously (35). The following antibodies were used in this study: anti-Prpf31 (sc-166792, santa cruz; 1:1000), anti-p53 (GTX128135, genetex; 1:1000), anti-γH2AX (Cat# 2577, CST; 1:1000), anti-GAPDH (60004, proteintech; 1:1000), anti-Mlh1 (11697-1-AP, proteintech; 1:500), anti-Rtel1 (25337-1-AP, proteintech; 1:500).

### Single cell gel electrophoresis assay (comet assay)

Heads from 25 embryos were dissected and placed in 1–2 ml of ice cold PBS with 20 mM EDTA. Cell suspensions were prepared by mincing the tissues. Alkaline Comet Assay was performed according to the manufacturer's instruction in the Comet Assay Kit (Trevigen, Cat#, 4252-040-K). Alkaline electrophoresis was used to detect both DNA damage of single-strand breaks (SSB) and double-strand breaks (DSB). Images were captured by fluorescence microscopy (ECLIPSE 80i, Nikon) and analyzed by CASP software version 1.2.2 (36).

### Quantitative PCR (qPCR)

Zebrafish embryos at 36 and 48 hpf were used for total RNA extraction. The tails were cut off and used for genotyping. For each of the samples, about 30 heads were dissected and put together to extract RNA using the TRIzol Reagent (Life Technologies). The quality and concentration were determined by agarose gel electrophoresis and micro-spectrophotometer (K5800, KAIAO, China). The cDNA was synthesized using the TransScript All-in-One First-Strand cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). qPCR was performed using the AceQ™ qPCR SYBR Green Master Mix (Vazyme Biotech, Nanjing, China) on the StepOnePlus™ real-time PCR system (Life Technologies). The relative changes of mRNA levels were calculated by the 2^−ΔΔCt^ method using gapdh as an internal control. All the qPCR primers used in this study were shown in Supplementary Table S7.

### Semi-quantitative reverse transcription-PCR (semi-RT-PCR) and splicing efficiency analysis

To determine the differential splicing efficiency in retina and other tissue, total RNAs were extracted from the ‘head’ parts (more enriched for eyes) or from the ‘tail’ parts. The detailed RNA extraction and cDNA synthesis processes were described above. Primers for this experiment were listed in Supplementary Table S7. PCR products were separated by electrophoresis on a 2% agarose gel and photographed with XRS^+^ (Bio-Rad). The quantification of DNA bands was finished in ImageJ (v1.8.0). The value of PSI (percent splicing in), which varies between 0 and 1 for evaluating the proportion of junction reads, was calculated as the percentage of correct splicing from the total junction reads.

### Minigene construction and cell transfection

A DNA fragment of *nsmce1* gene containing three exons and two introns with the alternatively spliced exon in the middle was amplified from zebrafish genomic DNA using Pfx MasterMix (CoWin Biosciences, Beijing, China). A mutant version with a strong 5′ splicing site was generated by site-directed mutagenesis described above. The two fragments were cloned into the pcDNA3.1 vector (Invitrogen) using the Trelief SoSoo cloning kit (TsingKe, Beijing, China). All plasmids were confirmed by DNA sequencing. HEK293 cells were transfected with *PRPF31* siRNA or scrambled siRNA first, and 24 h later again transfected with the minigene vectors using the Lipofectamine 3000 reagent (Invitrogen). After another 36 h, the cells were collected to perform semi-RT-PCR analysis as described above. All primers used in this experiment were shown in Supplementary Table S7.

### RNA-seq and bioinformatic analysis

The ‘head’ part of zebrafish bodies (36 hpf) were dissected and placed in TRIzol Reagent (Life Technologies) for RNA extraction. The remaining tissues were used for genotyping. A pool of 35 heads with the same genotype were combined together to extract total RNAs. The quality and quantity of RNA samples were evaluated by Bioanalyzer 2100 (Agilent) and Nanodrop. RNA-Seq was performed on an Illumina HiSeq2000 platform by Novogene (Beijing, China). The Hisat2 v2.0.4 was used to map the RNA-seq data to the zebrafish GRCz11 genome. The number of read counts matched for each gene was used to determine gene expression by featureCounts (37). TMM was used to further normalize gene expression counts between samples (38). Gene expression was measured from the mapped reads by using HT-seq-count (intersection-strict mode) and differentially expressed (DE) genes were determined by the R package DESeq2 using the following cut-off values: FC ≥ 2 and adjusted *P*-value ≤0.05. Gene Ontology enrichment analyses were performed with DAVID (39). Alternative splicing was analyzed by rMATS (version 3.0.9) and indicated as PSI (percent-spliced-in) values (40,41). For metascape enrichment analysis, the defined cut-off used for identifying differential splicing events was assigned to FDR ≤0.05, ΔPSI ≥20%. RNA-seq data in this study have been uploaded to GEO under accession number GSE151273.

### Statistical analysis

All experiments were independently repeated at least three times. The number of samples used in each experiment was shown in the ‘material and methods’ or figure legends. The data were analyzed with an unpaired, two-tailed *t*-test or one-way ANOVA using GraphPad Prism 5. The results are shown as the mean ± SD. The level of significance was set to *P* < 0.05. *, **, *** and **** represented *P* <0.05, *P* < 0.01, *P* < 0.001 and *P* < 0.0001, respectively.

## RESULTS

### CRISPR/Cas9 mediated knockout of *prpf31* causes early retina defects

The temporal and spatial expression of *prpf31* was determined by *in situ* hybridization (Supplementary Figure S1A). Like many splicing factors, *prpf31* is maternally expressed before 24 hpf and widely expressed at later stages (24, 48, 60 and 72 hpf). Noticeably, *prpf31* was enriched in the central nervous system, especially the developing eye. These data lead us to speculate that Prpf31 could have a key role in eye formation. To determine this issue, we knocked out *prpf31* in zebrafish using CRISPR/Cas9 technology. The target site was designed at exon 2 of *prpf31* (Figure 1A). A 134 bp deletion and 18 bp insertion mutation (*163_296delins18*) was identified by DNA sequencing and gel electrophoresis (Figure 1A, B). The mutation was predicted to cause a truncated Prpf31 protein (p.S55fs*102). The mRNA levels of *prpf31* were significantly decreased in mutant zebrafish at 36 and 48 hpf (Figure 1C), suggesting the nonsense-mediated decay of mutant *prpf31* mRNAs. Meanwhile, the Prpf31 protein was also markedly decreased, but did not completely disappear, likely due to the maternal deposit (Figure 1D).

**Figure 1.**
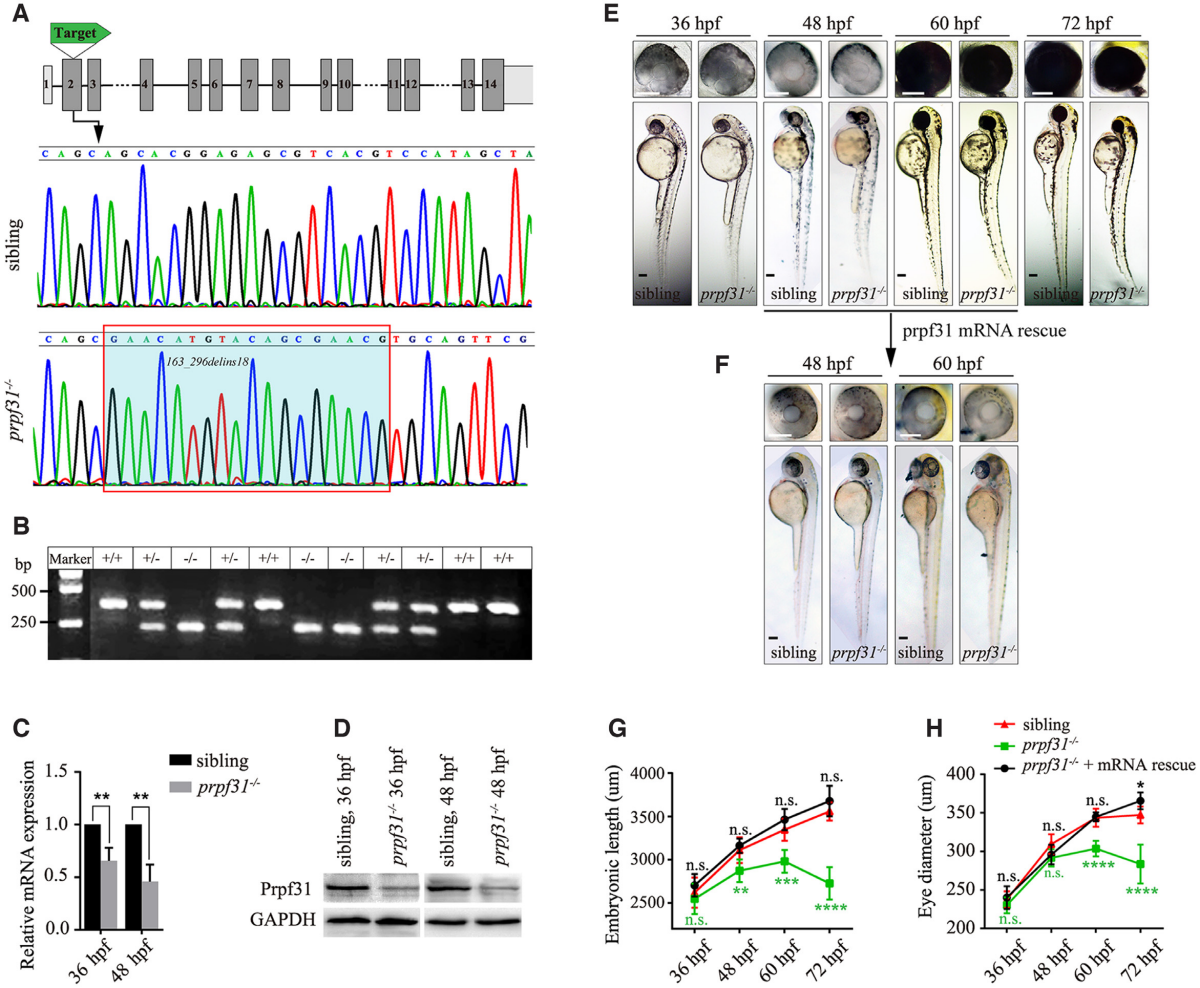
CRISPR/Cas9-mediated knockout of *prpf31* led to retinal morphological defects. (**A**) The gene structure of *prpf31* and CRISPR/Cas9 target site were shown. DNA sequencing of the corresponding genomic region revealed a 134 bp deletion/18 bp insertion mutation. (**B**) Genotype validation by DNA electrophoresis. +/+, wild-type sibling; +/−, heterozygotes; −/−, homozygotes. (**C**) Relative expression of *prpf31* mRNA was detected by qPCR at 36 and 48 hpf. (**D**) The protein level of Prpf31 was decreased in *prpf31^−^^/^^−^* embryos at 36 and 48 hpf as detected by western blot. GAPDH was used as an internal control. (**E**) The morphology of bodies and eyes in *prpf31^−^^/^^−^* embryos. No obvious defects were observed until 48 hpf. At 60 hpf, the *prpf31^−^^/^^−^* embryos showed microphthalmia, smaller head and curved body axis. At 72 hpf, these phenotypes were further aggravated. (**F**) Injection of zebrafish *prpf31* mRNA could rescue the developmental defects of mutant zebrafish. (**G**, **H**) Quantification of the embryonic length and eye size in the wild-type, *prpf31^−^^/^^−^* and *prpf31^−^^/−^ +* mRNA rescued embryos at 36, 48, 60 and 72 hpf. *n* = 20 for each panel.

The *prpf31^+/^^−^* zebrafish showed no signs of retinal degeneration. The *prpf31^−^^/^^−^* embryos exhibited obvious morphological abnormalities since 60 hpf, including microphthalmia, smaller head and curved bodies (Figure 1E, G, H). These defects became more pronounced over time, and eventually the embryos died around 4–5 dpf. Importantly, these morphological defects were fully rescued by injecting wild-type *prpf31* mRNAs (Figure 1F−H), indicating that they were indeed caused by *prpf31* deletion.

Interestingly, we noticed that at 36 and 48 hpf, the *prpf31* mutants showed no significant difference with the wild-type siblings, except for the severely affected eyes and moderately affected brains (Supplementary Figure S2). As the eye is most obviously affected, we performed histological analysis on retinal cryosections of wild-type and *prpf31^−^^/^^−^* zebrafish at 36, 48 and 60 hpf. In contrast to the regular retinal layers in the wild-type siblings, the mutants showed a disorganized cellular arrangement and condensed nuclear morphology at 48 and 60 hpf (Supplementary Figure S3). These results suggested there may be extensive differentiation defects and apoptosis in *prpf31* knockout retinas.

### Prpf31 is required for the differentiation of retinal progenitor cells

Retinal lamination is initiated by migration of post-mitotic neurons to the appropriate cell layer, at which they become mature neurons and establish synapses between different cell layers (42). The multipotent RPCs (retinal progenitor cells) can differentiate into all types of retinal neurons and Muller glial cells (43). To determine the differentiation patterns of retinal cells in *prpf31* mutants, markers for RPCs (Sox2), differentiated retinal neurons (Islet1 for inner nuclear layer cells, Zpr-1 and Zpr-3 for photoreceptor cells) and glial cells (Gfap) were examined by immunofluorescent assays (Figure 2A, Supplementary Figure S4A, B). We observed the aberrant accumulation and disorganized distribution of RPCs in the *prpf31^−^^/^^−^* retinas. Meanwhile, all the neural lineages and glial cells were substantially reduced. Injection of wild-type *prpf31* mRNAs could largely rescue the differentiation defects in mutant retinas. To further confirm these results, the Tg(Neurod1:EGFP) and Tg(Huc:EGFP) transgene zebrafish were used to label the specialized neurons and post-mitotic neurons, respectively (44,45). Consistently, both Neurod1:EGFP*^+^* and Huc:EGFP*^+^* cells were dramatically reduced in *prpf31^−^^/^^−^* retinas (Figure 2B).

**Figure 2.**
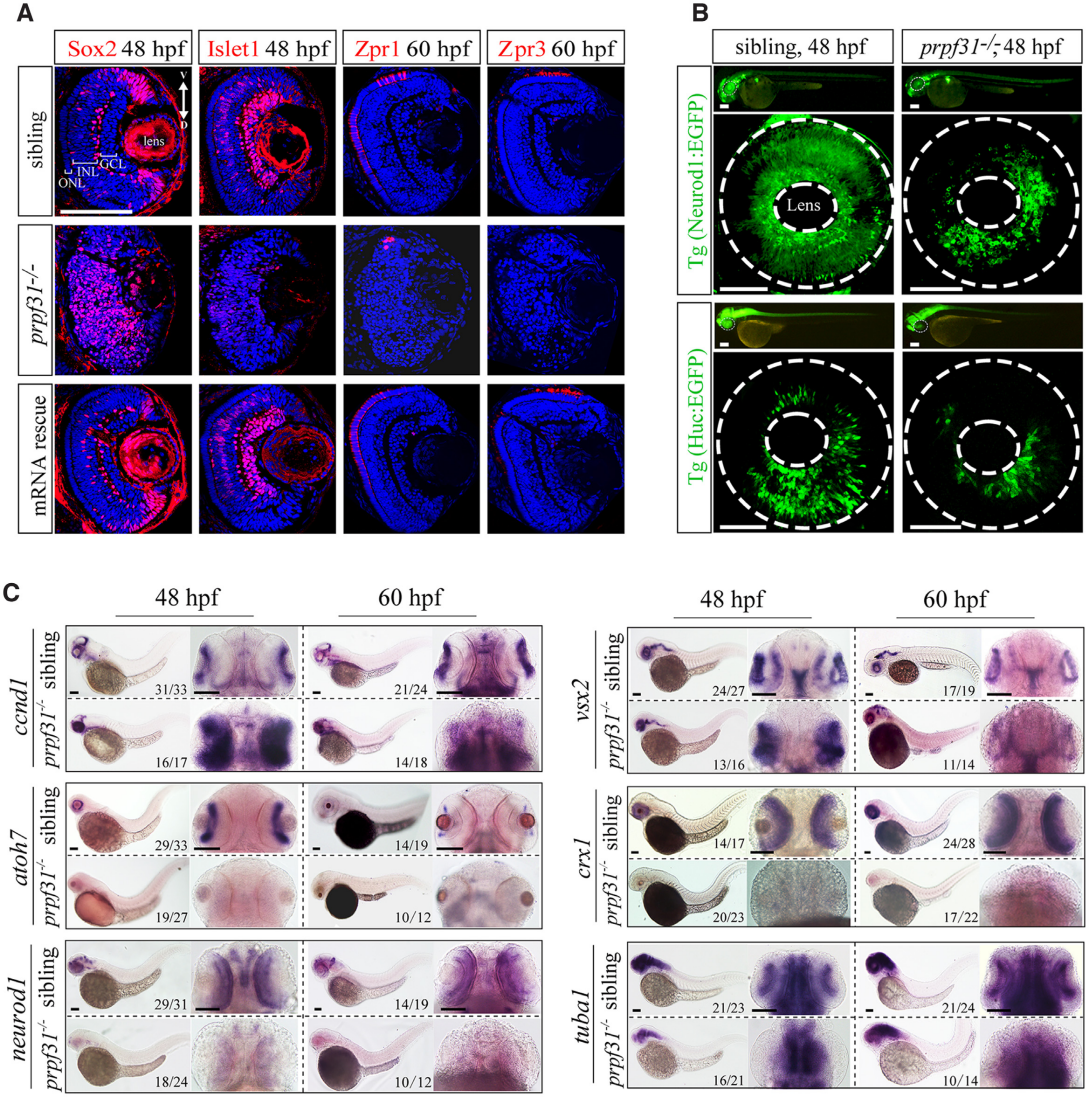
Deletion of Prpf31 impaired RPCs differentiation. (**A**) Retinal sections of WT, *prpf31^−^^/^^−^* and *prpf31^−^^/^^−^* mRNA-rescued embryos were immunostained with Sox2 (marker for RPCs), Islet1 (marker for neuron cells), Zpr1 (marker for cone cells), and Zpr3 (marker for rod cells) antibodies at 48 or 60 hpf. *n* = 8 for each panel. V, ventral side, D, dorsal side. Scale bar, 100 μm. (**B**) The distributions of Neurod1:EGFP (specialized neurons, upper panels) and Huc:EGFP (post-mitotic neurons, lower panels) labeled cells in whole-mount retinas from WT and *prpf31^−^^/−^* transgene zebrafish. The dashed circles shown the eyes and lens respectively. *n* ≥ 7 for each panel; Scale bar, 100 μm. (**C**) *In situ* staining of markers for RPCs (*ccnd1, vsx2*) and for neural precursors (*atoh7, crx1*), specialized neurons (*neurod1*) and mature neurons (*tuba1*) at 48 and 60 hpf. The accumulation of RPCs and reductions of differentiated neurons are shown. Scale bar, 100 μm.

Given that the differentiated neurons are directly derived from the corresponding neural precursors, we further examined various neuronal precursor cells by *in situ* hybridization assays. Consistent with the above results, the signals and distributions of RPC markers vsx2 and ccnd1 were significantly strengthened in mutants at 48 and 60 hpf (Figure 2C). However, the neuronal precursors (atoh7, crx1) and mature neurons (neurod1, tuba1) in mutants were markedly reduced at both 48 and 60 hpf compared with siblings. Taken together, above results indicated that in absence of Prpf31, the RPCs could not differentiate into various retinal lineages during neurogenesis.

### Deleting Prpf31 activates the p53 pathway and triggers RPCs apoptosis

Aside from severe differentiation defects, our preliminary results also suggested numerous apoptosis in *prpf31* mutants based on the condensed nuclear morphology in the retina (Supplementary Figure S3, white arrows). To confirm this, we measured apoptotic cells using acridine orange staining and TUNEL assay in siblings and *prpf31^−^^/^^−^* embryos at 24, 36 and 48 hpf. Increased apoptosis in *prpf31^−^^/^^−^* retinas could be observed as early as 36 hpf (Supplementary Figure S5A). At 48 hpf, apoptotic signals were further enhanced and mainly concentrated in the retina. A weaker distribution in the brain and spinal cord could also be observed (Figure 3A, white arrows). Remarkably, the distribution pattern of the apoptosis largely coincided with the developmental defects described above.

**Figure 3.**
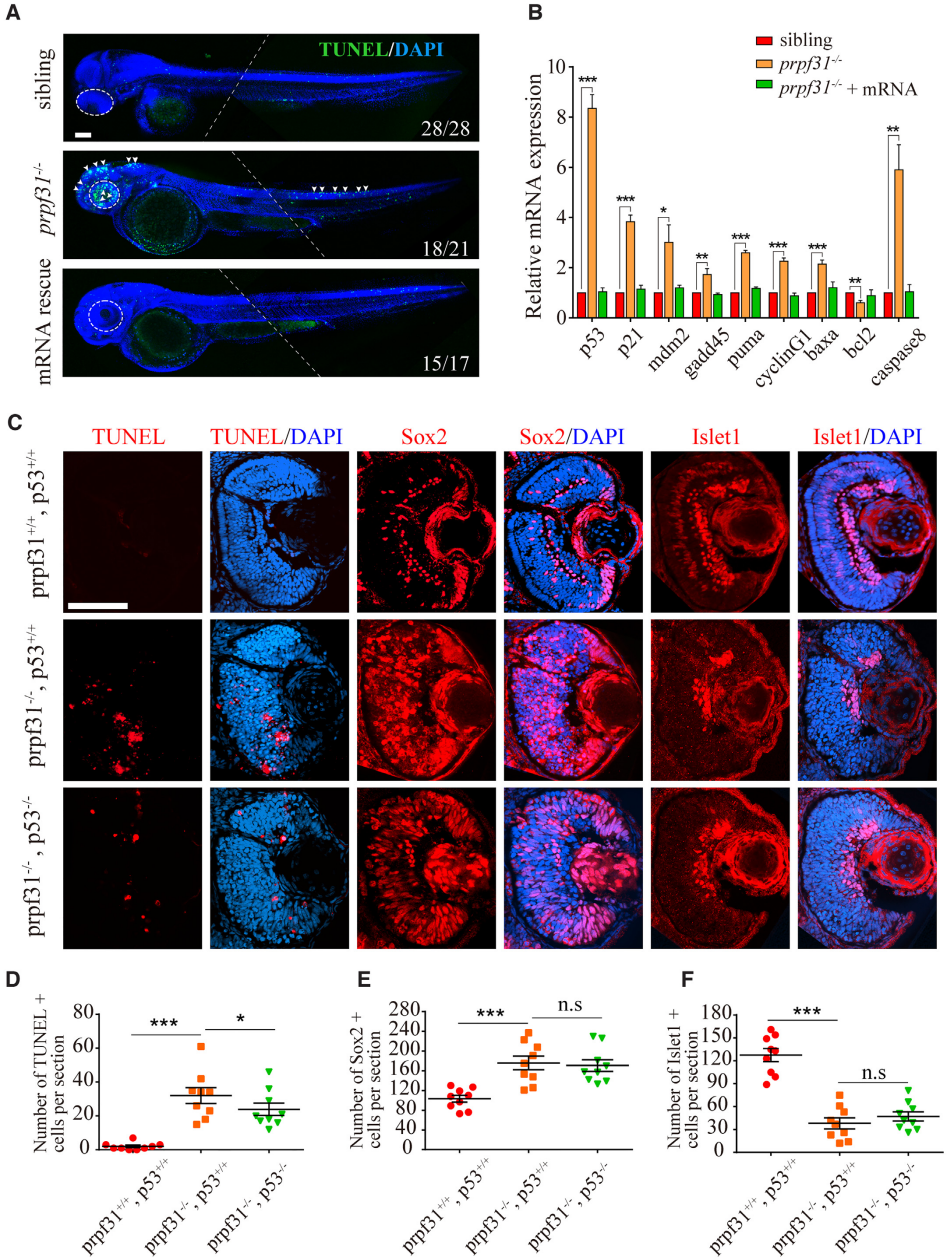
Increased apoptosis and activated *p53* pathway in RPCs of *prpf31^−^^/^^−^* zebrafish. (**A**) TUNEL staining showed numerous apoptotic cells in the retina, brain and posterior segment of spinal cord in *prpf31* mutants at 48 hpf. Injection of wild-type *prpf31* mRNAs reduced the apoptotic cells to a normal level. Dotted lines indicate the boundary of two images from the same embryo. White arrows, apoptotic signals. Scale bar, 100 μm. (**B**) The up-regulation of p53 pathway genes in *prpf31* mutants at 36 hpf as detected by qPCR. (**C**) Deletion of *p53* in *prpf31* mutants significantly reduced cell apoptosis, but could not rescue the differentiation defects of RPCs. Scale bar, 100 μm. (**D**−**F**) The quantitative analysis of TUNEL positive cells, Sox2 positive cells and Islet1 positive cells shown in (C). *n* = 9 for each panel. Scale bar, 100 μm.

To identify which cell types were affected by apoptosis in *prpf31^−^^/^^−^* retinas, whole mount immunostaining was performed to examine the colocalization of TUNEL staining and RPCs marker or neuron marker at 48 hpf. As shown in Supplementary Figure S5B, TUNEL^+^ cells were considerably overlapped with the Sox2^+^ cells, but not the Islet1^+^ cells in the retinas of *prpf31* mutants. This result indicated that the apoptotic cells are primarily RPCs, and Prpf31 is more crucial for the survival of RPCs rather than the differentiated lineages.

Activated p53 pathway is the most common apoptosis-inducing factor (46,47). Therefore, we wanted to know whether the p53 pathway was involved in the apoptosis of RPCs in *prpf31* mutants. Quantitative PCR results showed that the expression of *p53* and its downstream genes were significantly up-regulated in *prpf31* mutants. We also constructed the *prpf31* and *p53* double knockout zebrafish by crossing the two single knockout lines. As expected, deletion of p53 in *prpf31^−^^/^^−^* zebrafish could effectively reduce the expression of p53 downstream genes (Supplementary Figure S5C**)** and inhibit cell apoptosis (Figure 3C, DSupplementary Figure S6A, B). However, no effect on the RPC differentiation was observed (Figure 3C, E, F). Together, these results suggested that activation of p53 pathway is the direct cause of RPCs’ apoptosis, but is not responsible for the differentiation failure.

### Prpf31 deficiency causes abnormal spindle structure and mitotic arrest

The accumulation of undifferentiated RPCs in *prpf31^−^^/^^−^* embryos implied that RPCs were either hyper-proliferative or were arrested in cell cycle. To determine the cell cycle and proliferation status of RPCs in mutants, EDU incorporation assay and pH3 (phosphorylated histone H3) immunostaining was performed at 36 and 48 hpf. No significant changes in EDU^+^ signals were observed between siblings and *prpf31^−^^/^^−^* embryos at both stages, suggesting that RPCs were not excessively proliferating (Figure 4A, B). However, pH3^+^ cells were dramatically increased throughout the retina at 48 hpf, implying that RPCs were more likely to be blocked in the M-phase. Moreover, the transition of the proliferating RPCs from S phase to M phase was normal in mutants which was measured by the number of EDU and pH3 double positive cells (48,49). This result was further reinforced by the observation of DAPI staining under a high-resolution mode of microscopy. Numerous nuclei with aberrant chromatin structure could be observed at 48 and 60 hpf (green arrows in Supplementary Figure S7), resembling chromosome nondisjunction during mitosis (50). Based on these observations, we speculated that there are might be gross defects in the cell cycle of RPCs lacking Prpf31.

**Figure 4.**
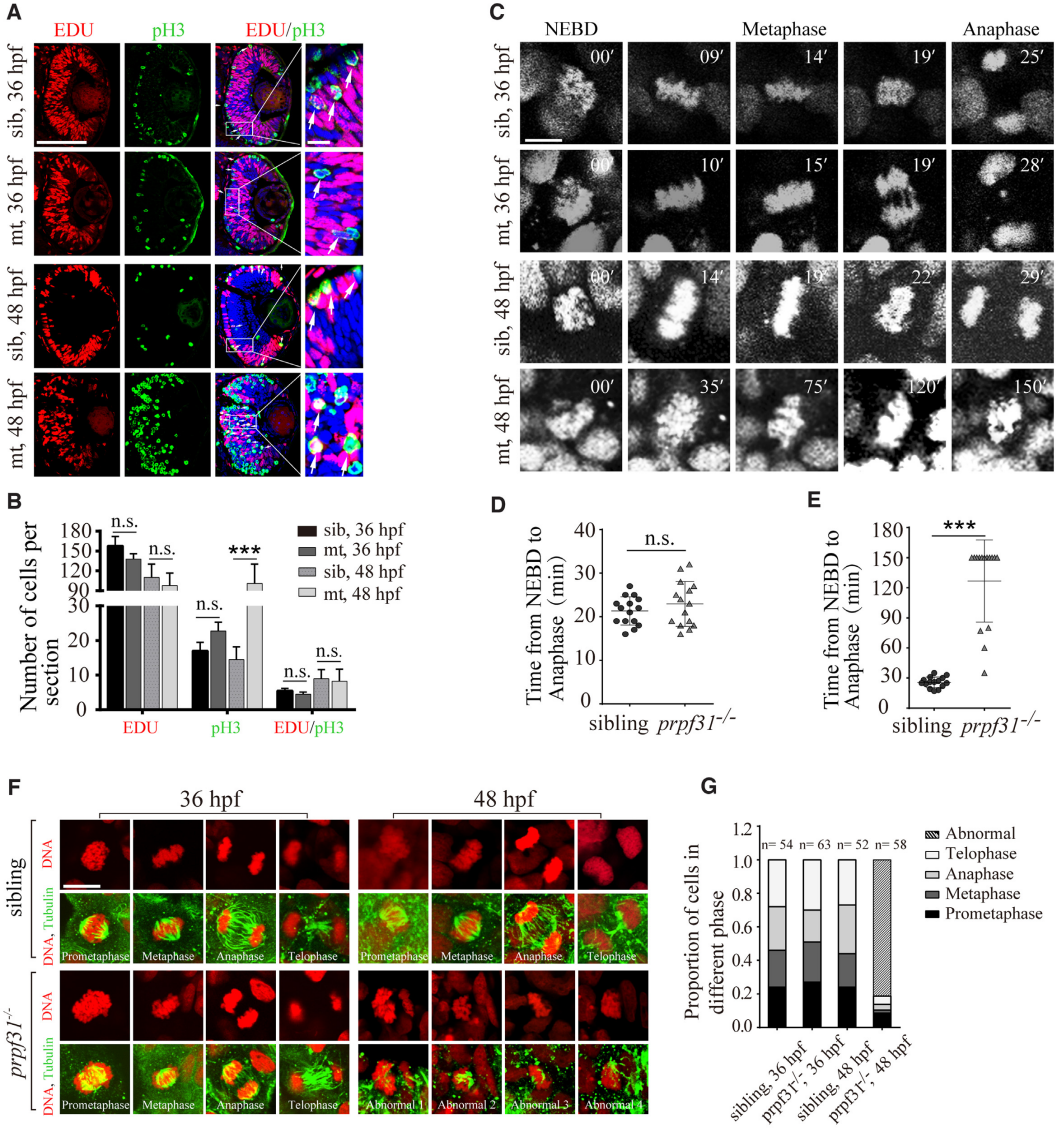
Prpf31 deficiency causes abnormal spindle structure and mitotic arrest. (**A**) Double staining of EDU (S-phase cells) and pH3 (M-phase cells) in the retinal sections of WT siblings and *prpf31^−^^/^^−^* mutants at 36 and 48 hpf. The number of M-phase cells were significantly increased in the *prpf31^−^^/^^−^* mutants compared with siblings, suggesting that RPCs may be arrested in M phase. White arrows, overlapping signals of EDU and pH3. Scale bars: left, 100 μm; right, 10 μm. (**B**) Quantification of EDU*^+^*, pH3*^+^* and EDU*^+^ /* pH3*^+^* cells shown in (A). *n* = 6 for each panel. (**C**) *In vivo* imaging of the H2A-mCherry labeled chromosomes showed the mitotic progression of RPCs at 36 and 48 hpf. The time point of nuclear envelope breakdown (NEBD) was set as the start of mitosis. Scale bar, 10 μm. (**D**, **E**) Quantification of the time from NEBD to anaphase in RPCs at 36 and 48 hpf. 15 cells from more than five embryos were observed for each group. For abnormally divided cells, the longest observation time was 150 min. Scale bar, 10 μm. (**F**) The spindle and nuclei of RPCs from mutants and WT siblings were stained with anti-α-tubulin (green) antibody and PI (red), respectively. The different types of spindle anomalies are displayed in the panels (Abnormal 1–4). Scale bar, 10 μm. (**G**) Quantitative analysis of the RPCs numbers in each of the phases of mitosis in sibling and *prpf31* mutant embryos at 36 and 48 hpf.

To directly observe the effect of Prpf31 deletion on mitotic progression, we performed time-lapse imaging of RPCs by injecting the H2A-mCherry mRNAs into zebrafish embryos to label the chromosomes. For each mitotic cell, we measured the time from the start of nuclear envelope breakdown (NEBD) to the anaphase of mitosis (29). At 36 hpf, all of the imaged RPCs from siblings and *prpf31^−^^/^^−^* retinas entered anaphase successfully within 35 min (Figure 4C, D). However, at 48 hpf, compared to the well-behaved RPCs in siblings, only 4 of the 15 imaged RPCs in *prpf31^−^^/^^−^* embryos could enter anaphase within 90 min. The rest were unable to align nor separate properly within 150 min (Figure 4C, E). These results demonstrate that mitosis, particularly the chromosome alignment step, was severely impaired in *prpf31* mutant RPCs.

The mitotic spindle is controlled by the assembly and depolymerization of microtubules dynamically, and is required for chromosome alignment and segregation during mitosis. We suspected whether Prpf31 depletion impaired the spindle function in *prpf31* mutants. To test this hypothesis, the spindle were visualized by immunofluorescent staining using an anti-α-tubulin antibody (Figure 4F). Both siblings and *prpf31* mutants exhibited normal spindle structures and typical mitotic phases (prometaphase, metaphase, anaphase and telophase) at 36 hpf (Figure 4F). However, compared with siblings (52/52), only 11 of the 58 mitotic events in mutants were normal at 48 hpf. The other events (47/58) presented spindle malformations accompanied by misaligned chromatid (Figure 4F, G).

Long mitotic delays may threaten genome stability and induce apoptosis in cells (51). To determine the ultimate fate of these arrested mitotic cells, co-staining for pH3 and TUNEL was performed at 60 hpf. pH3 positive RPCs were partially undergoing apoptosis in *prpf31* mutants (Supplementary Figure S8). Together, these results indicated that the majority of dividing RPCs were blocked at the M-phase due to the damage of spindle assembly and the misalignment of chromatids. Such cell cycle arrest hindered the self-renewal, differentiation and survival of RPCs at the early stage of retinal neurogenesis.

### Accumulation of DNA damages in *prpf31^−^^/^^−^* retinas

Since the activation of p53 pathway and apoptosis appeared as early as 36 hpf in *prpf31^−^^/^^−^* retinas (Figure 3B, Supplementary Figure S5A), the aberrant mitosis observed after 48 hpf (Figure 4A−F) could not fully explain the earlier defects. Many reports have shown that ablation of certain splicing factors cause severe DNA damage *in vivo* and *in vitro* (5,52–54). We suspected that DNA damage may also occur in *prpf31* mutants. To validate this hypothesis, the expression of γH2AX, a sensitive marker of DNA damage, was assessed in siblings and *prpf31^−^^/^^−^* retinas by immunostaining at 36, 48 and 60 hpf (Figure 5A, B). Compared with siblings, more γH2AX labeled cells were observed in *prpf31* mutant retinas at 36 and 48 hpf. Notably, the γH2AX signals attenuated significantly at 60 hpf, possibly due to the extensive apoptosis of these cells. Alkaline comet assay was performed to directly measure the levels of DNA single/double-strand break (55). More DNA breaking signals were detected in *prpf31* mutants (Figure 5C, D). In addition, the expression levels of p53 and γH2AX were examined by western blot. γH2AX and p53 accumulated gradually with the decrease of Prpf31 (Figure 5E). These results suggested that Prpf31 is essential for preventing DNA damage and maintaining genomic stability in RPCs.

**Figure 5.**
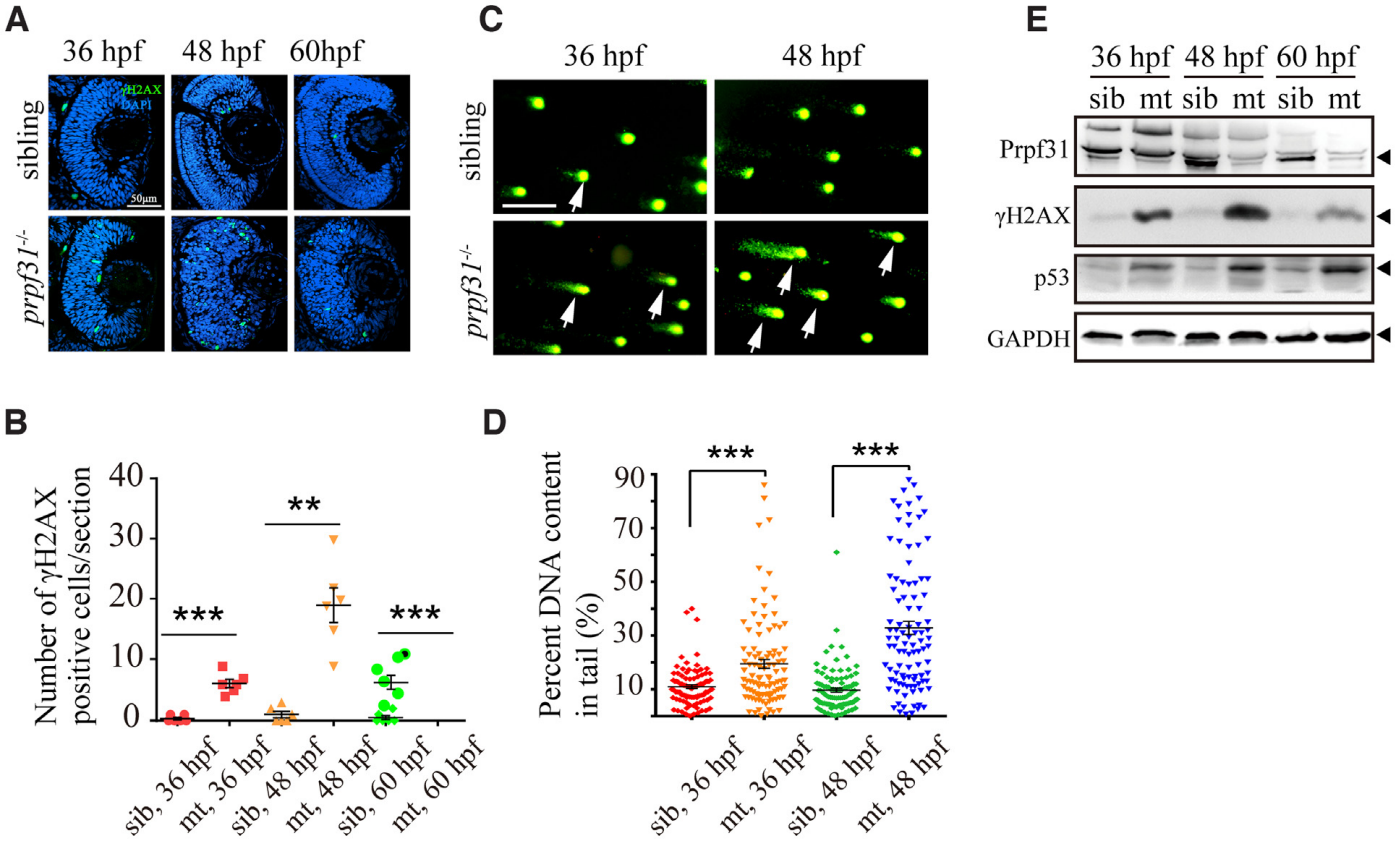
Accumulation of DNA damage in *prpf31* mutant retinas. (**A**) Immunofluorescence analysis using the anti-γH2AX antibody in siblings and *prpf31^−^^/^^−^* retinas at 36, 48, and 60 hpf. Scale bar, 50 μm. (B) Quantitative analysis of the γH2AX positive cells shown in (A). (**C**) Alkaline comet assay showed increased DNA damage in *prpf31^−^^/^^−^* zebrafish at 36 and 48 hpf. Scale bar, 10 μm. White arrows showed DNA with single or double strand breaks. (**D**) Quantitative results of 100 cells from 6 embryos in each group are shown. White arrows indicate DNA damaged cells. (**E**) The protein levels of Prpf31, γH2AX and p53 in siblings and *prpf31^−^^/^^−^* zebrafish at 36, 48 and 60 hpf were detected by western blot. GAPDH was used to normalize protein loading. The black arrows indicated the corresponding protein bands.

### RP-associated *PRPF31* mutants could not rescue the retinal defects in *prpf31* knockout zebrafish

To take advantage of the *prpf31* knockout zebrafish model to explore the effects of human RP-associated *PRPF31* mutations *in vivo*, we constructed two mutant forms of *PRPF31*, p.Lys257fs*277 and p.Arg372Glnfs*99, and injected them into wild-type and prpf31 mutant embryos. The resulting phenotypes were assessed at 60 hpf. Compared with the wild-type *PRPF31* mRNA, which could well rescue the microphthalmia and defects of apoptosis, proliferation and differentiation in *prpf31* mutants, the two mutant *PRPF31* mRNAs did not show any rescue effects (Figure 6). In addition, injection of the p.Arg372Glnfs*99 mutated *PRPF31* mRNA worsened the phenotype of *prpf31* mutant zebrafish, and even arrested the development of wild-type siblings under a high-dose condition (Figure 6A−F, Supplementary Figure S9A, B). Our results indicated that the function of PRPF31 is highly conserved between zebrafish and human. More importantly, we showed that the RP-related p.Lys257fs*277 mutation is loss-of-function, and the p.Arg372Glnfs*99 mutation has an adverse effect on retinal cells when overexpressed.

**Figure 6.**
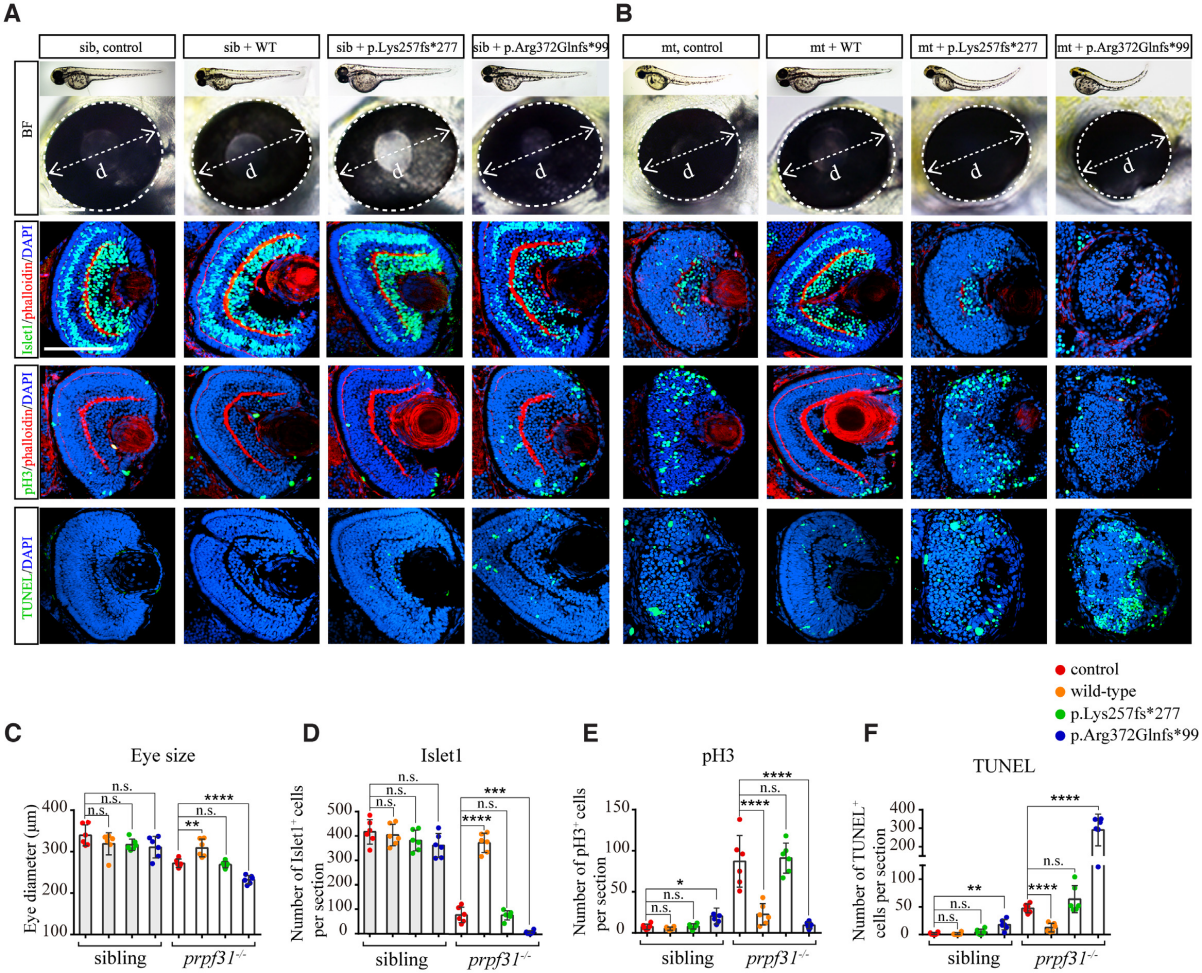
The defective retinal development in prpf31 mutants can be rescued by injection of wild-type but not RP mutant *PRPF31* mRNA. (**A**,**B**) The retina phenotype of the siblings and mutants injected with human *PRPF31* wild-type mRNA or RP mutant mRNA. BF, bright field; Islet1, neurons marker; pH3, M-phase marker; TUNEL, apoptosis marker; phalloidin, labeled the lamination of the retina. (**C−F**) The statistical data show the numbers of specific positive cells in (A), (B). Note that wild type mRNA can significantly rescued the deficient phenotypes in mutant retina, while p.Lys257fs*277 mutant mRNA has almost no effect, the p.Arg372Glnfs*99 mutation seems to have a negative effect on siblings and mutants at 60 hpf. The number of embryos used in each assay was 6. Scale bar, 100μm.

### Prpf31 modulates the alternative splicing of a subset of genes involved in DNA repair and mitosis progression

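The expression data come from 6 RNA-seq libraries of zebrafish heads dissected at 36 hpf (hours post-fertilization), 3 from siblings and 3 from *prpf31* mutants. Each library was made from a pool of 35 heads of one genotype, so the 3 libraries of a group are 3 pools of embryos. The sample labels describe the siblings as wild type and the mutants as *prpf31* knockouts, and state that the RNA was selected by its poly(A) tail. The authors aligned the reads to the GRCz11 genome with Hisat2 and counted them per gene, and the methods name both featureCounts and HTSeq-count as the counting program. The deposited values are the counts per gene without normalization, and FPKM (fragments per kilobase of gene, scaled to the library's total) made from the same counts. The siblings had total counts of 58706617, 61634707 and 65799306, and the mutants had 65876968, 66381302 and 65612727. From these counts, genes with too few counts were removed by edgeR's filterByExpr, which left 24277 of the 34965 genes, and libraries were scaled by edgeR's TMM normalization. The TMM factor of mutant 1 was 0.816, against 1.02 to 1.06 in the other 5 libraries, and the 10 most abundant genes took 14.5% of its counts, against 8.1% to 9.5% elsewhere. Differences between mutants and siblings were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested.

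The count of *prpf31* itself (ENSDARG00000095904) was 2310, 2480 and 2636 in the siblings and 1203, 1663 and 1864 in the mutants. After TMM scaling, its level in CPM (counts scaled to library size) was 38.1 ± 0.546 (SD, n = 3) in siblings and 24.7 ± 2.44 (SD, n = 3) in mutants. The log2 fold change was −0.62 (standard error 0.11, adjusted p = 0.018 from edgeR's quasi-likelihood test), or 0.65 times the sibling level. Every mutant library was lower than every sibling library (2-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow when taken as unpaired). With each library left out in turn, the log2 fold change lay between −0.70 and −0.56, and the adjusted p from the same test was above 0.05 without sibling 1 (0.0776), sibling 2 (0.0898), sibling 3 (0.0883) or mutant 2 (0.0629). The adjusted p of *prpf31* was also above 0.05 with edgeR on library sizes alone (0.0617) and with limma on FPKM, at a pseudocount of 1 (0.0502), of 0.1 (0.0557) and of 1 without a filter (0.0825), and across all alternatives except those that left out a library it ranged from 0.000207 to 0.0825. The fold change moved most with limma on log2(FPKM + 0.1), to −0.76.

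**Figure D1:**
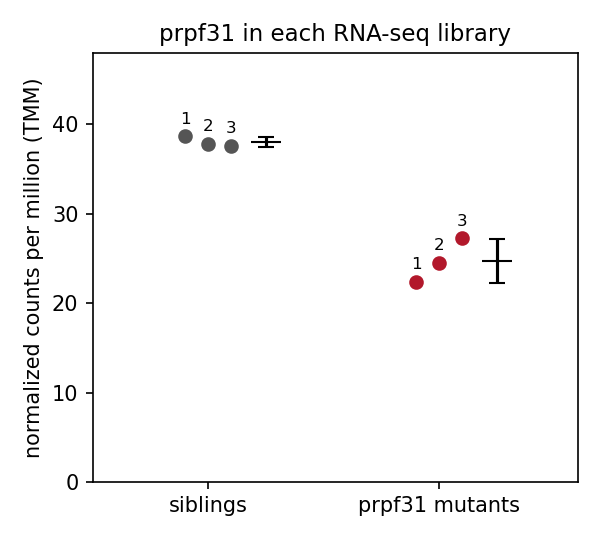
Level of *prpf31* in the 6 RNA-seq libraries, in TMM-normalized CPM on a vertical axis that starts at 0. Each point is one library with its replicate number, and the horizontal mark and error bar give the mean and SD of the group (n = 3 libraries). The mutants lie between 22.4 and 27.3, all below the siblings, which lie between 37.6 and 38.7.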

To investigate the global effects of *prpf31* knockout on gene expression and pre-mRNAs splicing *in vivo*, we performed RNA-seq of siblings and *prpf31* mutants at 36 hpf. 

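Of the 24277 genes tested, 810 changed by at least 2-fold with an adjusted p of 0.05 or lower in edgeR's quasi-likelihood test. Of these, 514 were upregulated and 296 downregulated in mutants, or 330 and 303 with limma on log2(FPKM + 0.1). Without the fold threshold, 1890 genes had an adjusted p of 0.05 or lower. In all 810 genes the 3 mutant libraries lay on one side of the 3 sibling libraries, which was true of 7850 of the genes tested (32.3%, where chance gives 10%). With the replicate number added to the fit as a block, 459 genes were downregulated and 3084 had an adjusted p of 0.05 or lower. The number of DE genes moved most when log2(FPKM + 1) values of all detected genes were tested with limma, which called 299 genes. It fell to 402 without sibling 1, 318 without sibling 2, 329 without sibling 3 and 408 without mutant 3. In the same 4 fits, the upregulated genes numbered 273, 229, 247 and 265, and the downregulated genes 129, 89, 82 and 143. The number of genes with an adjusted p of 0.05 or lower was 505, 359 and 380 without siblings 1, 2 and 3, and 4069, 895 and 544 without mutants 1, 2 and 3.

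The smallest adjusted p was shared by several upregulated genes, and the 5 of these with the smallest unadjusted p were *lsm8*, *mettl16*, *snrnp27*, *snapc4* and ENSDARG00000104644, which has no symbol in the tables. The smallest unadjusted p belonged to *lsm8* (ENSDARG00000091656), which encodes a protein of the ring that binds U6 snRNA. Its level was 28.8 ± 0.118 CPM (SD, n = 3) in siblings and 167 ± 4.25 (SD, n = 3) in mutants, a log2 fold change of 2.54 (standard error 0.10, edgeR adjusted p = 0.000145). The largest log2 fold change among the 5 was 3.85 in ENSDARG00000104644. The 5 downregulated genes with the smallest adjusted p were *tubgcp4*, *ednrba*, *tkfc*, *ackr3b* and *saal1*. The endothelin receptor gene *ednrba* (ENSDARG00000089334) fell from 5.40 ± 0.361 CPM (SD, n = 3) in siblings to 1.09 ± 0.145 (SD, n = 3) in mutants, a log2 fold change of −2.30 (standard error 0.19, edgeR adjusted p = 0.00108). The log2 fold changes of *tkfc*, *ackr3b* and *saal1* were −1.67, −1.39 and −1.39.

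Of the 701 genes in the paper's Table S1, 688 were tested and 687 changed in the direction the paper gives. Across these genes the log2 fold changes of the 2 sets had a Pearson correlation of 0.982, although genes are not independent replicates. The 810 genes included 488 of the 701, and the genes called by DESeq2 included 596.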

A total of 701 differentially expressed (DE) genes (Supplementary Figure S10A, Table S1) were identified. Functional enrichment analysis showed that the downregulated genes were mainly involved in retina differentiation, nervous system development, biosynthetic processes etc. 

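The downregulation of retinal genes was examined over a list of 36 genes of retinal neurons and photoreceptors, compiled from general knowledge after the paper's Table S1 and Supplementary Figure S10A had been read. The list is therefore not independent of these libraries, and 10 of its genes are in Table S1. The median log2 fold change of the list was −0.56, with 28 of the 36 genes lower in mutants. The list stood apart from other genes in limma's camera test with a preset correlation of 0.01 between genes (adjusted p = 5.81e-06 over 36 lists), but not in fry (adjusted p = 0.139) or in camera with an estimated correlation (adjusted p = 0.62). By edgeR's adjusted p of 0.05 or lower, 6 genes were lower and 1 was higher, and 17 genes passed when adjusted over the list alone, a count that is not independent evidence. With the replicate block, 17 genes were lower at that threshold over all genes. The only gene called higher was *prdm1a* (listed as PRDM1, ENSDARG00000002445), with a log2 fold change of 0.62 (standard error 0.12, edgeR adjusted p = 0.0236). No gene was called higher with library sizes alone, with FPKM or without any one library other than mutant 1. Without mutant 1, 3 genes were called higher. Without sibling 3, 3 genes were lower at that threshold. Apart from the fits without a library, the setting that moved the median most was limma on log2(FPKM + 0.1), with −0.77. One library carried much of the decrease. In mutant 1, 34 of the 36 genes were below both other mutants, by a median of −0.99 on the log2 scale. Without mutant 1, the median was −0.39 (camera adjusted p = 0.00035, fry adjusted p = 0.0329), and 17 genes were lower at an adjusted p of 0.05 or lower. Without the 5 genes labelled in Supplementary Figure S10A, the remaining 31 genes had a median of −0.53 (camera adjusted p = 0.000277, fry adjusted p = 0.182). Their median was −0.26 without mutant 1 (camera adjusted p = 0.00748, fry adjusted p = 0.0397).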

(Supplementary Figure S10B, Table S2). which was consistent with the severe retinal defects observed in *prfp31*^−/−^ embryos. 

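For RNA splicing, 89 genes of the major spliceosome were followed. They encode proteins of the U1, U2, U5 and U4/U6 particles, the U4/U6.U5 tri-snRNP, the Sm ring, the Prp19 complex and the second step of splicing. This list, too, was compiled after Table S1 and Supplementary Figure S10A had been read. The median log2 fold change was 0.67, and 82 of the 89 genes were higher in mutants. At an edgeR adjusted p of 0.05 or lower, 49 genes were higher and 1 was lower, and 56 passed when adjusted over the list alone, which is not independent evidence. Of the 49, 37 were also at least 2-fold higher. The single lower gene was *cwc27*, with a log2 fold change of −0.60 (standard error 0.12, edgeR adjusted p = 0.0286). No gene was called lower with library sizes alone, with log2(FPKM + 0.1) or with FPKM without a filter. The same held without any one library other than mutant 1. The whole list was higher than other genes in camera (adjusted p = 4.22e-27 over 36 lists) and in fry (adjusted p = 0.0011), not in camera with an estimated correlation (adjusted p = 0.296). In fry, the adjusted p was 0.0692 with library sizes alone and 0.0646 to 0.0724 in the 3 settings that used FPKM. With each library left out in turn, the median stayed between 0.63 and 0.73. It moved most with log2(FPKM + 1) values of all detected genes, to 0.50, with a median of all genes of −0.025 on that scale. With library sizes alone as the scaling, the median was 0.55 while the median of all genes was −0.11. Without the 9 genes labelled in Supplementary Figure S10A, the other 80 genes had a median of 0.52 (camera adjusted p = 3.23e-22, fry adjusted p = 0.0011), which fry did not call with library sizes alone or FPKM (adjusted p values of 0.0712 to 0.0741). Their median was 0.33 with FPKM without a filter.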

Meanwhile, the upregulated genes were enriched in RNA splicing, mRNA processing, gene expression etc. (Supplementary Figure S10C, Table S2). Upregulation of these genes were likely caused by a feedback mechanism in response to Prpf31 deficiencies.

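The median log2 fold change differed between the parts of the spliceosome, but the parts were not tested against each other. Prpf31 is a protein of the U4/U6 particle that is needed to join U4/U6 with U5 into the tri-snRNP. The other proteins of U4/U6, with the LSm ring, had a median log2 fold change of 1.7, with all 12 tested genes higher and 8 of them at an edgeR adjusted p of 0.05 or lower (fry, adjusted p = 5.55e-06 by Benjamini-Hochberg over 11 lists). The 7 Sm ring genes had a median of 1.73, and all 7 were higher at that threshold (fry adjusted p = 7.74e-07), against 4 of them without sibling 1, sibling 2 or sibling 3. The 8 U5 genes had a median of 1.35, with 5 higher at that threshold (fry adjusted p = 0.000682). The medians were 0.65 for 9 tri-snRNP genes, 0.63 for 20 U2 genes, 0.57 for 11 genes of the second step and 0.28 for 16 genes of the Prp19 complex. All 4 of these lists passed in fry after adjustment (adjusted p = 0.000672, 0.000682, 0.00336 and 0.000906). Genes of one part also differed among themselves. Their log2 fold changes ran from 0.0094 (*ppih*) to 2.77 (*prpf3*) in U4/U6. In the Prp19 complex they ran from −0.16 (*ctnnbl1*) to 1.94 (*isy1*). A median therefore depends on how many raised genes a list holds. The 7 U1 genes had a median of 0.090 (fry adjusted p = 0.0669), which was −0.013 with library sizes alone, −0.066 to −0.065 in the 3 settings that used FPKM and −0.024 without mutant 2. The U1 median was 0.24 without mutant 1 (camera adjusted p = 0.0273, fry adjusted p = 0.0104, over 36 lists) and 0.034 without mutant 3. The 8 genes of the minor spliceosome and the 32 SR and hnRNP genes, which were not among the 89, had medians of −0.13 and −0.18 (fry adjusted p = 0.13 and 0.345). Without mutant 1 these medians were −0.074 and −0.067, the median of the minor spliceosome was −0.079 without sibling 1, and that of the SR and hnRNP genes was −0.27 without mutant 2 (camera adjusted p = 0.0396 over 36 lists). Each of these medians except that of U1 had the same sign in every setting, but their order depended on the scale. With log2(FPKM + 1), the median of U4/U6 was 1.12, below that of U5 at 1.18, and without a filter that of the Sm ring, 1.16, was below U5 as well. With library sizes alone and FPKM, where the median of all genes was between −0.12 and −0.025, the median was 0.14 to 0.17 for the Prp19 complex, −0.27 to −0.25 for the minor spliceosome and −0.33 to −0.29 for the SR and hnRNP genes. With library sizes alone or FPKM, fry over 36 lists called U4/U6 and the Sm ring but not U5, the tri-snRNP, U2, the second step or the Prp19 complex (adjusted p values of 0.0646 to 0.228). With an estimated correlation in camera, U4/U6 and the Sm ring passed 0.05 (adjusted p = 0.0434 for both over 36 lists) and the other lists named here were above it. From the enrichment of splicing genes among the upregulated genes, the paper proposes a feedback mechanism that answers the loss of Prpf31.

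**Figure D2:**
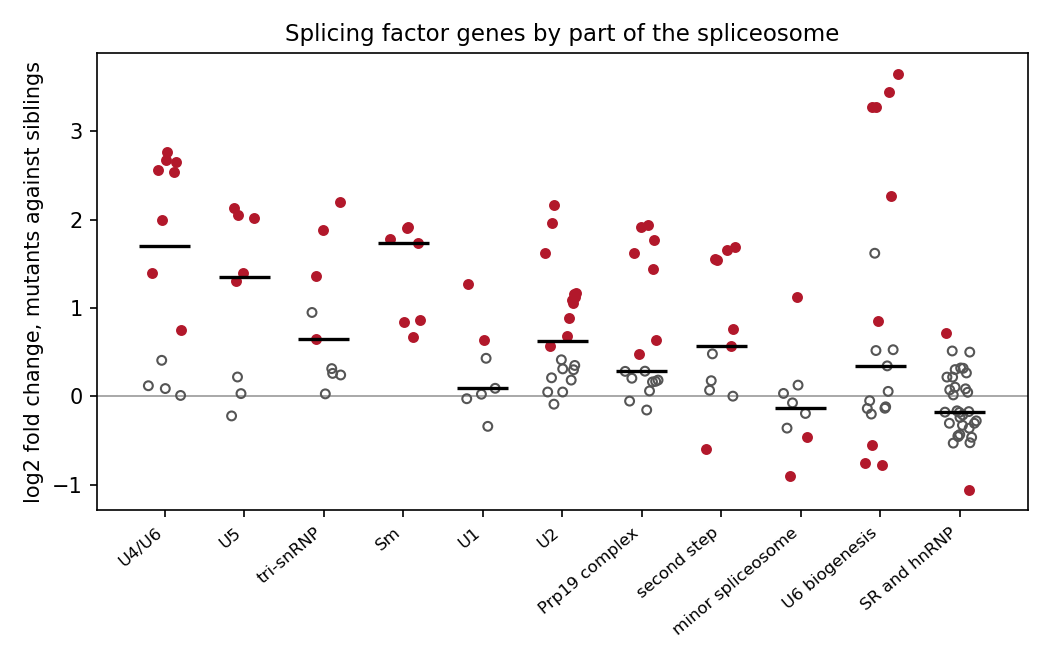
Log2 fold change of each splicing factor gene (vertical axis, mutants against siblings, n = 3 libraries each) by part of the spliceosome (horizontal axis), with the genes of U6 snRNA biogenesis added. Red points are genes with an edgeR adjusted p of 0.05 or lower, open points are other genes, and black lines are medians. The medians of the U4/U6 and Sm lists, 1.7 and 1.73, are the highest in this edgeR fit but not with log2(FPKM + 1), where that of U4/U6 is below that of U5, and that of U1, 0.090, changes sign with library sizes alone, with FPKM and without mutant 2.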

After identifying and comparing the alternative splicing events in WT and *prpf31* mutant zebrafish, we found that only a small number of alternative splicing events (669/50 796) were significantly altered by *prpf31* deletion, most of which resulted in the skipping of exons (Supplementary Figure S11A−C, Table S3). Over 200 differentially splicing (DS) events were randomly selected and inspected manually. The vast majority of them (94%) reached the standard (junction reads ≥ 10) and could be regarded as real differentially splicing events (Supplementary Figure S12).

To determine the genes and functions underlying the differentially splicing events, we performed functional enrichment analysis in the affected genes. The biological processes of DNA repair and mitosis were significantly enriched among all the DS events (Figure 7A, Supplementary Figure S13, Table S4). 

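Among the 4 representative genes of mitosis, *ska1*, *kifc1*, *sfi1* and *lrrcc1*, the RNA-seq counts differed between mutants and siblings in *ska1*. The exon of *ska1* (ENSDARG00000039354) that the paper reports as skipped lies on the minus strand of chromosome 10 of GRCz11 from 17549386 to 17549510, and the paper's ΔPSI (change in percent spliced in) from RNA-seq is −43.8. The level of *ska1* was 8.83 ± 0.458 CPM (SD, n = 3) in siblings and 4.05 ± 0.674 (SD, n = 3) in mutants, a log2 fold change of −1.12 (standard error 0.16, edgeR adjusted p = 0.00947). That adjusted p rose to 0.0563 without sibling 2 and 0.0597 without sibling 3. For *kifc1* (ENSDARG00000001558), with a skipped exon on chromosome 19 from 6991462 to 6991488, the level was 110 ± 6.42 (SD, n = 3) in siblings and 122 ± 27.7 (SD, n = 3) in mutants. Its log2 fold change of 0.15 (standard error 0.18, edgeR adjusted p = 0.636) was within the spread between libraries, and it was −0.0064 to −0.0053 in the 3 settings that used FPKM. Without mutant 1 it was 0.32 (edgeR adjusted p = 0.0432). The 2 exons of *sfi1* (ENSDARG00000053992) lie on chromosome 6 from 40904657 to 40904885 and from 40918891 to 40919047. For the exon from 40904657, the paper's ΔPSI is −31.7 from RNA-seq but 25 from RT-PCR, of the opposite sign. The log2 fold change of *sfi1* was −0.022 (standard error 0.21, edgeR adjusted p = 0.961), and it was 0.17 without mutant 1 and 0.048 without sibling 3. In *lrrcc1* (ENSDARG00000078535), whose exon lies on chromosome 2 from 31688257 to 31688392, the log2 fold change was 0.073 (standard error 0.24, edgeR adjusted p = 0.881). It changed sign with library sizes alone (−0.020), with FPKM (−0.061 at a pseudocount of 1 and −0.10 at 0.1), and without sibling 1 (−0.0061), mutant 2 (−0.052) or mutant 3 (−0.062).

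Over all 9 genes of Figure 7B, 1 was lower at an edgeR adjusted p of 0.05 or lower, and 1 passed when adjusted over the list alone, which is not independent evidence since the study chose the genes on these libraries. The count was 3 with the replicate block in the fit, 2 with DESeq2 and 0 without sibling 2 or sibling 3.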

The expression levels and alternative splicing events of the representative genes were visualized by UCSC (Table S6) and confirmed by qPCR, western blot (Figure 7B, C) and semi-RT-PCR (Figure 7D, E), respectively. The severity of aberrant splicing (reflected by the ΔPSI values, changed percent splicing in) corresponded with the decreased expression of these genes at mRNA and protein levels (Table S5).

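Table S5 of the paper gives 33 events in 32 genes. In the deposited counts, the median log2 fold change of these genes was −0.27, with 23 of 32 lower in mutants. At an edgeR adjusted p of 0.05 or lower, 6 were lower and 1, *sass6*, was higher. Adjusted over the list alone, 9 passed, which is not independent evidence because the study chose the genes on these libraries. The list was lower than other genes in camera (adjusted p = 0.0018 over 36 lists), not in fry (adjusted p = 0.0765) or in camera with an estimated correlation (adjusted p = 0.563). Its median was −0.41 with log2(FPKM + 0.1) and −0.18 without mutant 1, where camera did not call it (adjusted p = 0.0848), and fry called it without mutant 2 (adjusted p = 0.0394). Of its genes, 2 were lower at that threshold without sibling 1 or mutant 3, and 0 without sibling 2 or sibling 3. The number of lower genes was 9 with the replicate block, 8 with DESeq2 and 7 without mutant 1. Across the 32 genes, the log2 fold change had a Pearson correlation of −0.212 with the size of the ΔPSI that the paper reports from RNA-seq (permutation p = 0.242, adjusted p over 13 such relations = 0.434) and a Spearman correlation of −0.231 (permutation p = 0.202, adjusted p = 0.337). These correlations are across genes, which are not independent replicates. Most of the 13 relations are refits of the same correlation, so the adjustment is not over separate hypotheses. The sizes of ΔPSI ran only from 20.3 in *rad17* to 43.8 in *ska1*, which limits what a correlation can show. Without *sfi1* and *ska1*, the 2 genes farthest from the median ΔPSI, the Pearson correlation was −0.113 (permutation p = 0.547). With the paper's ΔPSI from RT-PCR it was 0.144 (permutation p = 0.429). For the 426 tested genes with a skipped exon of lower PSI in Table S3, it was 0.0573 (permutation p = 0.239).

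As a group, these 426 genes had a median log2 fold change of −0.056 (camera adjusted p = 0.0882, fry adjusted p = 0.0464), against 0.027 for the median of 10000 random lists matched on mean expression, of which 1 was as low (2-sided permutation test over lists, p = 0.0004). That test draws genes, so its p does not measure the spread between libraries. With siblings 1 and 2 and mutant 2 as one group, the median was −0.0555, close to the −0.0561 of siblings against mutants. Between mutants and siblings, the median was −0.089 without mutant 1 or without mutant 2. It was −0.17 with library sizes alone and −0.19 to −0.17 with FPKM, settings that also lowered the median of all genes. In fry the adjusted p was 0.0611, 0.154 and 0.0924 without siblings 1, 2 and 3, 0.0745 without mutant 3, 0.0868 with the replicate block, 0.0703 with at least 10 counts in every library and 0.228 to 0.258 with library sizes alone and FPKM. Of the 426, 47 (11.0%) were lower at an edgeR adjusted p of 0.05 or lower, against 3.83% of all genes tested (2-sided Fisher's exact test, odds ratio 3.23, p = 8.43e-11, adjusted over 5 such tests 4.21e-10). By the same Fisher's exact test, 14 were downregulated DE genes (p = 0.000805, adjusted p = 0.00201) and 8 were upregulated DE genes (p = 0.866). Fisher's exact test takes genes as independent, so its p values do not measure the spread between libraries either. The number of lower genes among the 426 depended on the libraries. It was 12, 6 and 9 without siblings 1, 2 and 3, and 75, 27 and 12 without mutants 1, 2 and 3, and it was 70 with the replicate block.

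**Figure D3:**
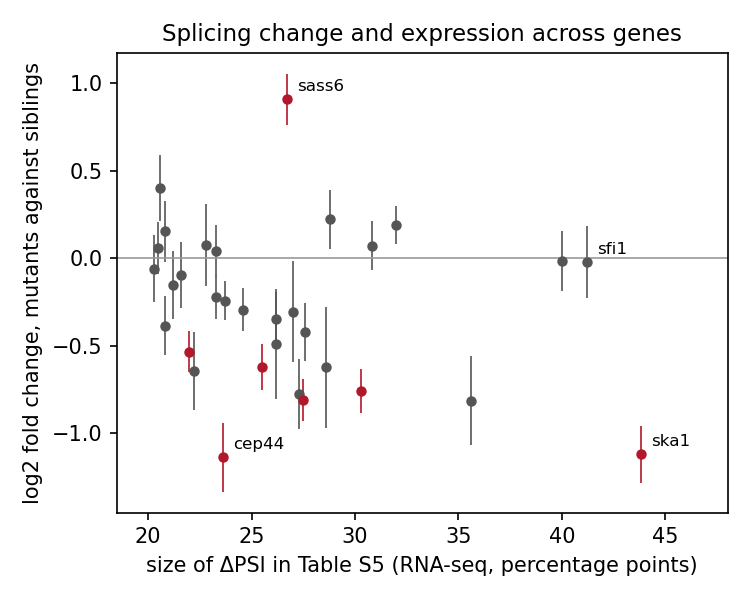
Log2 fold change in the deposited counts (vertical axis, mutants against siblings, n = 3 libraries each) against the size of the paper's RNA-seq ΔPSI in percentage points (horizontal axis) for 32 genes of Table S5. Points are genes, bars are standard errors, and red marks an edgeR adjusted p of 0.05 or lower. The points scatter around a Pearson correlation of −0.212, with *ska1* and *sfi1* farthest to the right.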

**Figure 7.**
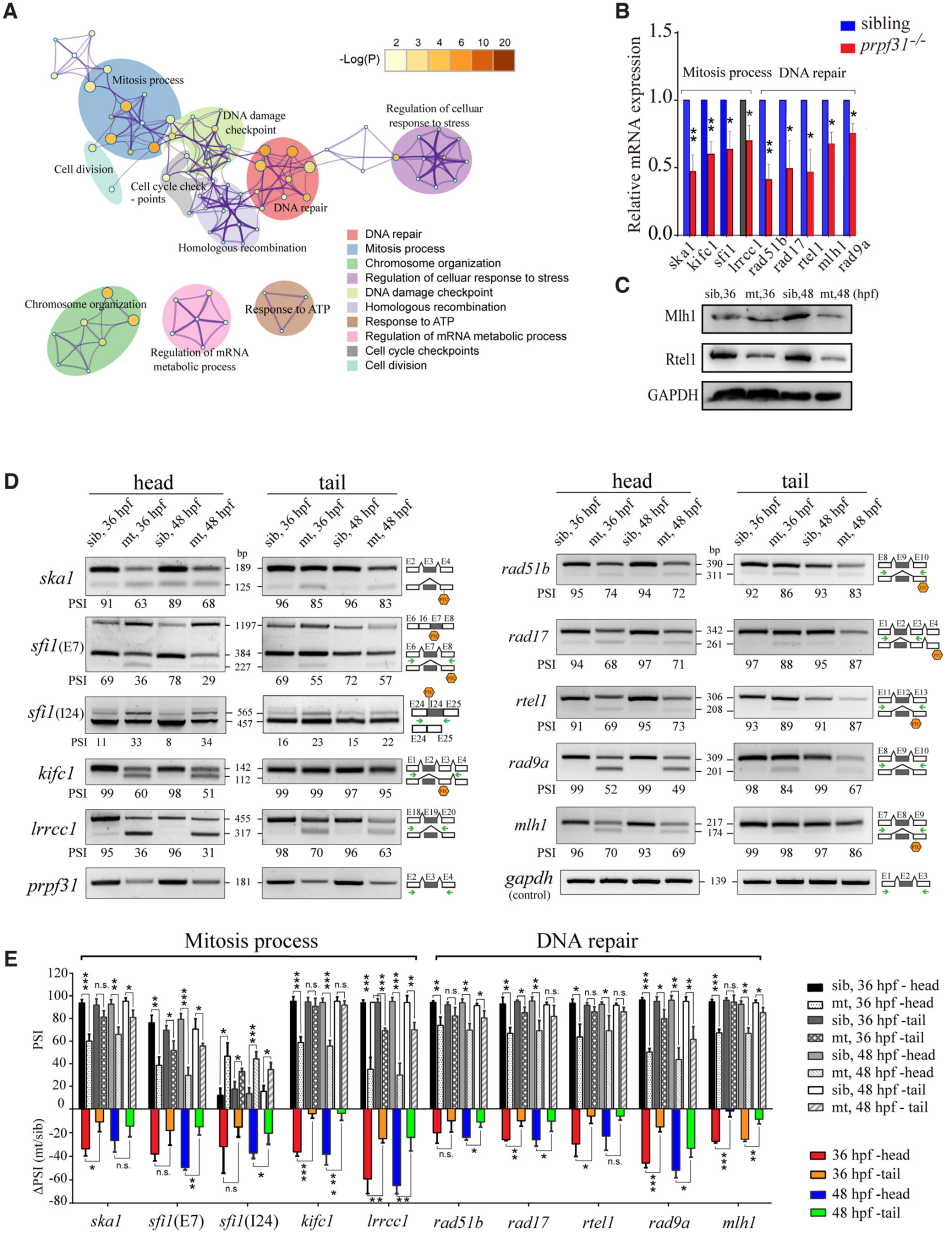
Prpf31 modulates the alternative splicing of a subset of genes involved in DNA repair and spindle assembly. (**A**) Significantly overrepresented (*P* < 0.05, enrichment score ≥ 2) DNA repair and mitosis process- associated biological process among upregulated IR and ES DSEs as determined by GO functional enrichment analysis. The top 10 biological process affected by DS events were shown. Node size and color correspond with enrichment score and log(*P*) value, respectively. (**B**) The mRNA levels of some genes were significantly down-regulated among DNA repair and mitosis process in RPCs, as detected by RT-PCR. (**C**) Western blot showed the protein expression of genes with altered splicing efficiency in (B). (**D**) Increased proportion of transcripts with IR and/or ES among DNA repair and mitosis process in RPCs, as detected by PCR. Sizes (in bp) for major and minor mRNA isoforms (black lines). Head, tail, template cDNA was obtained from the head parts or tail parts of the embryos respectively. PSI values, marked below the DNA band; the black arrows indicate the primers used in this experiment; Hexagon, There was a premature termination codon (PTC) in the corresponding isoforms. (**E**) Statistical analysis presented as the mean ± SD of PSI values and ΔPSI in two types tissues at 36 and 48 hpf from three biological replicates. PSI, percent splicing in; ΔPSI, the mutant PSI value subtract the wild-type PSI value was used to evaluate the changed extent in pre-mRNAs splicing efficiency after *prpf31* knockout.

In the above study, we have shown that the retina is the most seriously affected tissue in *prpf31* mutants. We wondered if the same pattern also exists at the splicing level. RNA samples from the ‘head’ (retina-enriched) and ‘tail’ parts of the wild-type and mutant zebrafish at 36 and 48 hpf were prepared, and semi-RT-PCR analysis was performed for the genes with aberrant splicing and decreased expression (Figure 7D). The ΔPSI values were measured in the two types of tissues, and showed that the splicing of these events were more seriously suppressed in the ‘head’ tissues of *prpf31* mutants (Figure 7D, E). As for the genes with aberrant splicing and normal mRNA levels, the same assay was performed in the two types of samples. Except for some genes didn’t show aberrant splicing (Supplementary Table S5), the impacts of *prpf31* deletion on the alternative splicing of remaining genes also showed a certain degree of retinal specificity (Supplementary Figure S14A, B).

Together, these data indicated that deleting the constitutive splicing factor Prp31 may primarily affect the alternative splicing of specific genes involved in mitosis and DNA repair at the early embryonic stage, and the retina is more sensitive to Prpf31 deficiency than other tissues.

### Exons with weak 5′SS and short length are more frequently skipped upon prpf31 deletion

Exon-skipping is most common in all identified differentially splicing events (544/669). Most of the exon-skipping events showed a decreased PSI (496/544), which were classified into the ‘PSI-down’ group. To determine the common features of the most affected alternative splicing events by *prpf31* deletion, we analyzed the sequence characteristics of these exons. Exons in the ‘PSI-down’ group generally possess weaker 5′ splicing sites (5′SS) and shorter intron lengths (Figure 8A, B). No significant differences in GC content between these groups were observed (Figure 8C).

**Figure 8.**
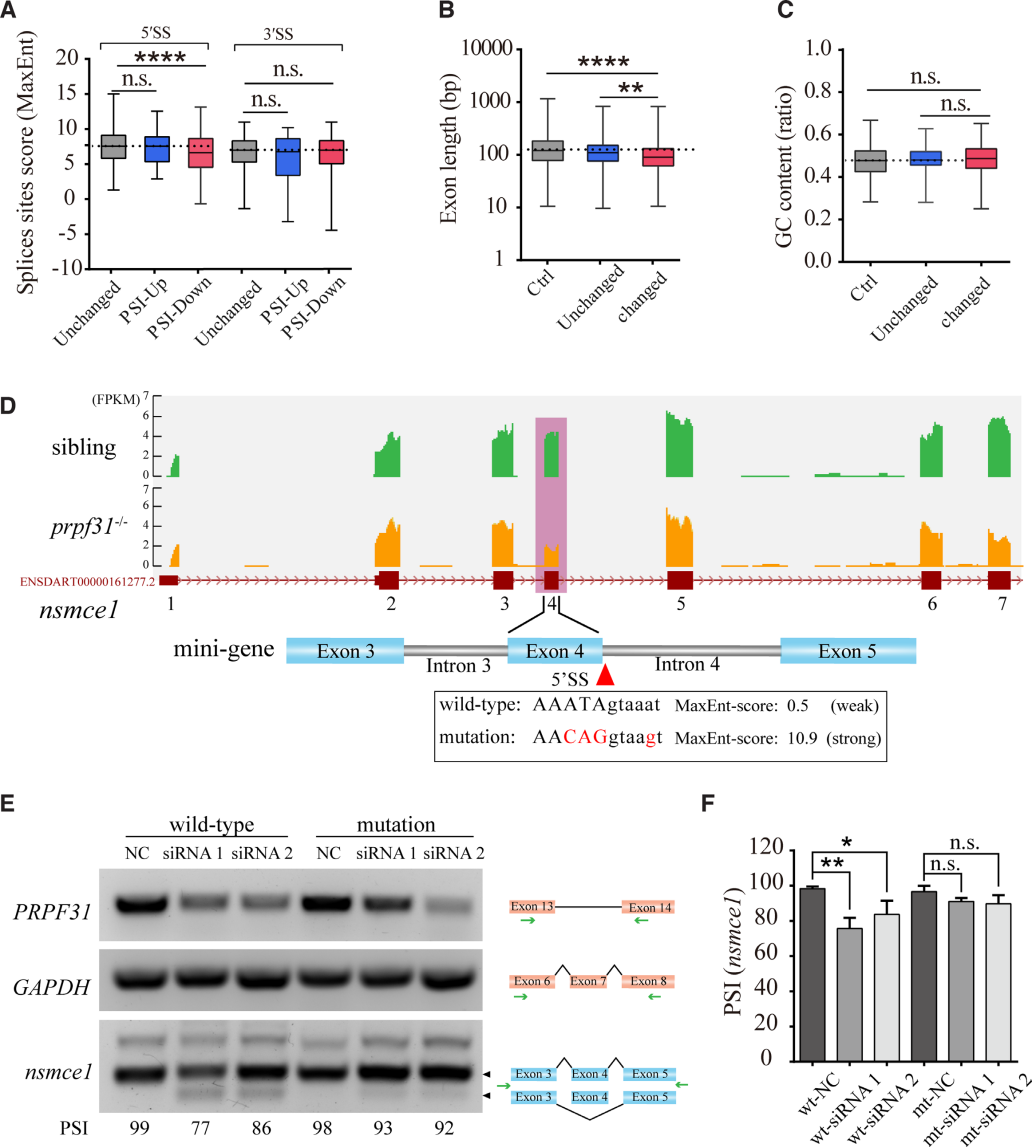
Prpf31 deletion is more likely to cause the skipping of exons with shorter length and weaker 5′ splicing site. (**A**) The lengths of severely skipped exons between mutants and siblings (‘Changed’ group) were shorter when compared with the exons with no significant difference in PSI values (‘Unchanged’ group) or all the RefSeq annotated exons (‘Ctrl’ group). (**B**) No significant difference in the GC content of exons between the ‘Changed’ and ‘Unchanged’ or ‘Ctrl’ groups. (**C**) The splice strength of 5′SS but not 3′SS were weaker in the ‘PSI-Down’ group when compared with the exons in ‘Unchanged’ or ‘PSI-Up’ groups. ‘PSI-Up’, exons with increased PSI values in ‘Changed’ group. ‘PSI-Down’, exons with decreased PSI values in ‘Changed’ group. (**D**) The skipping of exon 4 in *nsmce1* was shown based on the RNA-seq data. The splice strength of this 5′SS was much weaker than the average score (8.4) of ‘Unchanged’ group. Several nucleotides (marked in red) were mutated to enhance the splice strength. (**E**) Two minigenes containing the weak and strong 5′SS were constructed and tested in HEK293 cells. Knockdown of *PRPF31* significantly suppressed the splicing of the wild-type but not the enhanced form of *nsmce1*-minigene. (**F**) Quantitative analysis of the PSI values from three independent experiments.

To test if the weak 5′SS strength is the reason that the splicing of these events were more vulnerable to *prpf31* deletion, we performed the minigene analysis in HEK293 cells. Two versions of *nsmce1*-minigene, containing the skipped exon 4 and two flanking introns and exons, were constructed (Figure 8D). The wild-type exon 4 has a very weak 5′SS (score, 0.5) that is far less than the average level (score, 8.4). We mutated several nucleotides around 5′SS to enhance the splicing site strength according to a previous study (56). Semi-RT-PCR was performed to detected the splicing of the two minigenes. We found that knockdown of *PRPF31* in HEK293 cells by RNA interference significantly suppressed the splicing of wild-type *nsmce1*-minigene, which is consistent with our findings in *prpf31* mutant zebrafish (Supplementary Figure S14A). However, the enhanced version of *nsmce1*-minigene was normally spliced in both *PRPF31-*depleted and negative-control cells (Figure 8E, F). These results indicated that PRPF31 tends to modulate the alternative splicing of genes possessing short exons with weak 5′ splicing sites.

## DISCUSSION

In the present study, we identified the important roles of *prpf31* in the survival and differentiation of RPCs. Deletion of Prpf31 causes aberrant mitosis and accumulation of DNA damages in RPCs, which impedes the differentiation of RPCs and finally leads to apoptosis. Our RNA-seq analysis and subsequent studies suggested a direct role of Prpf31 in spindle organization and DNA damage response by regulating the alternative splicing and expression of related genes. To our knowledge, it's the first time to elucidate the gene functions of *PRPF31* in cell division and DNA repair, and reveal the cellular and molecular mechanisms underlying the specific defects during retinal neurogenesis in *prpf31* knockout zebrafish.

Knockdown of certain splicing factors could cause various mitotic defects (57,58). The mechanism of how these splicing factors regulate the progress of mitosis remains questionable. Venkitaraman et a*l*. have shown that reducing the expression of PRPF8 impairs the splicing of genes related to the mitotic process (10). Recently, Pellacani *et al.* found that the PRPF31 protein directly interacts with spindle microtubules and Ndc80 complex in Drosophila and human cells to participate in the mitotic process (29). Our *in vivo* studies also showed a severe mitotic arrest due to aberrant spindle structure and defective chromatid alignment upon Prpf31 deletion, and suggested that Prpf31 regulates mitosis through its RNA processing function. Therefore, we believe that both Physiological functions of PRPF31 are present in cells and work independently.

DNA replication stress and aberrant chromosome separation are two main causes of DNA damage and genomic instability in proliferating cells (59). Paulsen *et al.* showed that PRPF6 and PRPF8 may be involved in protecting the genome from damage by a genome-wide siRNA screen (60). However, the relationship between RP-related splicing factors and genomic stability is unclear. 

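Among representative genes of DNA repair, the exons that the paper reports as skipped lie, on GRCz11, at 9525354 to 9525432 of chromosome 20 in *rad51b*, 26198958 to 26199038 of chromosome 5 in *rad17*, 12820850 to 12820947 of chromosome 11 in *rtel1* and 21924491 to 21924598 of chromosome 14 in *rad9a*. The paper's ΔPSI values from RNA-seq for these exons are −35.6, −20.3, −22.2 and −30.8, in this order. In the heads at 36 hpf, *rad51b* (ENSDARG00000037046) was at 4.63 ± 0.772 CPM (SD, n = 3) in siblings and 2.63 ± 0.765 (SD, n = 3) in mutants, and all 3 mutants were below all 3 siblings (exact permutation test, p = 0.1, the smallest p possible for unpaired libraries). Its log2 fold change of −0.81 (standard error 0.25) had an edgeR adjusted p of 0.0961, which was 0.0255 with the replicate block in the fit, and DESeq2 gave an adjusted p of 0.0315. For *rtel1* (ENSDARG00000035074), the log2 fold change was −0.64 (standard error 0.22, edgeR adjusted p = 0.127, or 0.0211 with the replicate block). The log2 fold changes of *rad17* (ENSDARG00000018918) and *rad9a* (ENSDARG00000056984) were −0.061 and 0.071 (edgeR adjusted p = 0.88 and 0.798), both within the spread between libraries. That of *rad17* was 0.11 without mutant 1, and that of *rad9a* was −0.047 with library sizes alone and between −0.066 and −0.052 with FPKM.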

In this study, we demonstrated that deprivation of Prpf31 causes exon skipping and disrupted expression of genes involved in DNA interstrand crosslink repair and homologous recombination repair, such as rad51b, rad17, rtel1, mlh1 and rad9a (Table S9). Based on our results and previous studies, we speculated that the high proliferative activity and insufficient splicing efficiency in RPCs may cause excessive replication stress and DNA damage. The reduction of DNA repair capacity and aberrant chromosome separation due to mis-splicing of related genes further worsen the situation and lead to genome stability and p53-dependent apoptosis.

An important question is whether the functions and regulatory mechanism of Prpf31 in cell division and DNA repair identified in this study are related to the pathogenic mechanisms of PRPF31-associated RP. The mutant forms of *PRPF31* derived from RP patients could not rescue the defects of PRCs, suggesting that these mutations indeed disrupt the corresponding functions. Unfortunately, the *prpf31^+/^^−^* zebrafish are symptomless and could not serve as a RP animal model for testing if these changes in RPCs also occur in the degenerating photoreceptors. Our and other studies have shown that truncated PRPF31 proteins retaining a relatively long N-terminal structure have a dominant-negative effect and may be more detrimental. Mimicking these mutations by moving the CRISPR/cas9 target toward the 3' end of *prpf31* may be a promising strategy for generating an appropriate RP model in further studies.

Aberrant mRNA splicing of phototransduction and ciliary genes have been implicated in the pathogenesis of PRPF31-associated RP (22,24,61,62). 

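The levels of phototransduction genes at 36 hpf were low in both groups. For 53 genes of the phototransduction cascade, compiled from general knowledge, the median of the mean counts was 27.0 in siblings and 34.3 in mutants. The mean count was under 10 in 17 of the 53 genes in siblings and in 15 in mutants. With a limit of 0.5 on the mean FPKM in place of the count, these numbers were 35 and 34. Of the 38 genes with enough counts to be tested, 25 were higher in mutants, and 7 had an unadjusted p under 0.05. At an edgeR adjusted p of 0.05 or lower, 1 gene was called, *rcvrn3* (ENSDARG00000009637), which is named because of its value. Its level was 1.87 ± 0.0739 CPM (SD, n = 3) in siblings and 4.08 ± 0.528 (SD, n = 3) in mutants, a log2 fold change of 1.12 (standard error 0.19, edgeR adjusted p = 0.0148). The median log2 fold change of the 38 genes was 0.21 (camera adjusted p = 0.392, fry adjusted p = 0.697). It was 0.44 without mutant 1 (camera adjusted p = 0.00566, fry adjusted p = 0.0695), where 5 genes were called higher and 1 lower, 0.081 without sibling 2, 0.34 without sibling 1 and −0.024 without mutant 3. It was 0.13 with library sizes alone. With limma on FPKM it was near 0, at −0.012 with a pseudocount of 1 and −0.062 with 0.1 over the 20 genes above the filter, and 0.0061 over 52 genes without a filter. No gene was called, in either direction, with library sizes alone, with FPKM or in the fits that left out a library other than mutant 1. With the replicate block 2 were called higher and 1 lower, and with DESeq2 3 were called higher and 1 lower.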

In this study, we detected no obvious mis-splicing of phototransduction genes, likely because the early differentiation defects of RPCs lead to limited expression of these genes in *prpf31* knockout retinas. It is worth mentioning that, the microtubule-related genes involved in the spindle formation also play an important role in ciliogenesis (Supplementary Table S8). Mis-splicing of these genes due to Prpf31 deficiency may lead to abnormal cilia in photoreceptors, and thereby cause dysfunction and death of photoreceptors. More studies are needed to confirm whether the structure and function of cilia are affected in *prpf31* knockout zebrafish.

The reason of why haploinsufficiencies of several ubiquitous core splicing factors necessary for all cells cause a retinal-specific disease remains unclear. Our study showed that the retina is most sensitive to Prpf31 deletion during embryonic development, as reflected by not only the severest morphological and cellular defects but also the most affected alternative splicing events in *prpf31* knockout retinas. Although most of the affected genes are broadly expressed, the alternative splicing events show a certain degree of retinal specificity, suggesting a higher demand of splicing efficiency in retina. This may explain the earliest and most serious retinal defects in *prpf31* mutant zebrafish or RP patients.

To summarize, we determined the essential roles of Prpf31 in maintaining mitosis, differentiation and survival of RPCs by modulating pre-mRNA splicing of genes involved in spindle formation and DNA repair (Figure 9). This study expands our understanding of the specific biological functions of Prpf31 in retinal neurogenesis, and provides clues for the functional studies of PRPF31 and underlying pathogenesis of RP caused by mutations in splicing factors.

**Figure 9.**
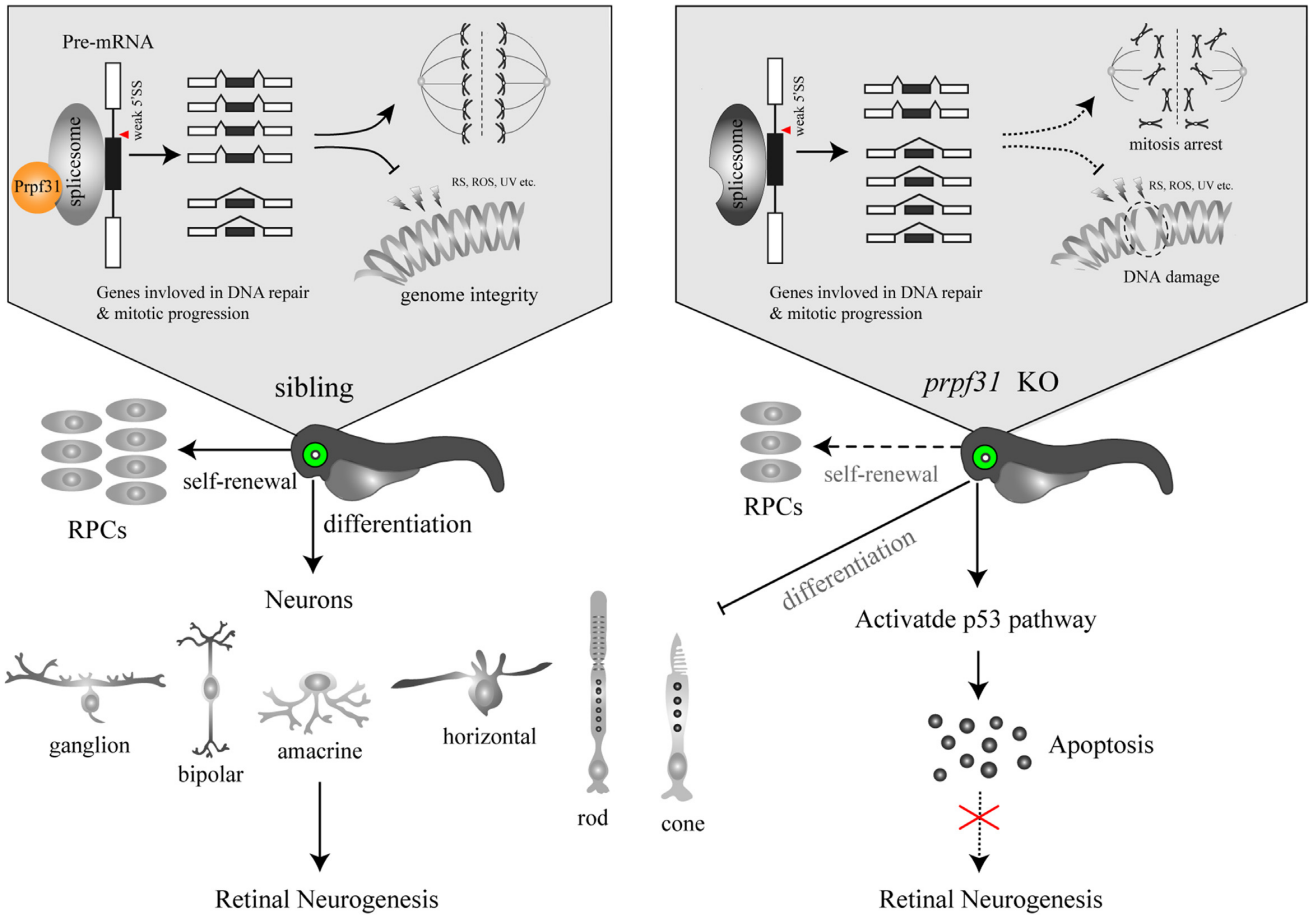
A schematic summary of the main findings. Prpf31 is required for the maintenance of RPCs and retinal neurogenesis in zebrafish. In the absence of Prpf31, the splicing of genes related to mitosis and DNA repair is compromised, resulting in decreased expression and abnormal functions of these genes. RPCs could not complete the mitotic progression and deal with DNA damages, and finally undergo apoptosis.

## DATA AVAILABILITY

RNA-seq data in this study have been uploaded to GEO under accession number GSE151273.

All code used for bioinformatics analysis in this study was stored in GitHub, https://github.com/ytzhaobioinfo/prpf31.

UCSC tracks, http://genome.ucsc.edu/s/yuntong1994/Prpf31.

## Supplementary Material

gkab003_Supplemental_Files Click here for additional data file.

# Supplementary material for: Prpf31 is essential for the survival and differentiation of retinal progenitor cells by modulating alternative splicing
**Source:** Nucleic Acids Res. 2021 Jan 21;49(4):2027–43. doi: 10.1093/nar/gkab003
**Supplement:** gkab003_Supplemental_Files

---

## Supplementary Materials

### **Prpf31 is essential for the survival and differentiation of retinal progenitor cells by modulating alternative splicing**

Jingzhen Li<sup>1, #</sup>, Fei Liu<sup>1, #</sup>, Yuexia Lv<sup>1, #</sup>, Kui Sun<sup>1</sup>, Yuntong Zhao<sup>2</sup>, Jamas Reilly<sup>3</sup>,  
Yangjun Zhang<sup>1</sup>, Jiayi Tu<sup>1</sup>, Shanshan Yu<sup>1</sup>, Xiliang Liu<sup>1</sup>, Yayun Qin<sup>1</sup>, Yuwen Huang<sup>1</sup>,  
Pan Gao<sup>1</sup>, Danna Jia<sup>1</sup>, Xiang Chen<sup>1</sup>, Yunqiao Han<sup>1</sup>, Xinhua Shu<sup>3</sup>, Daji Luo<sup>2</sup>, Zhaohui  
Tang<sup>1,\*</sup>, Mugen Liu<sup>1,\*</sup>

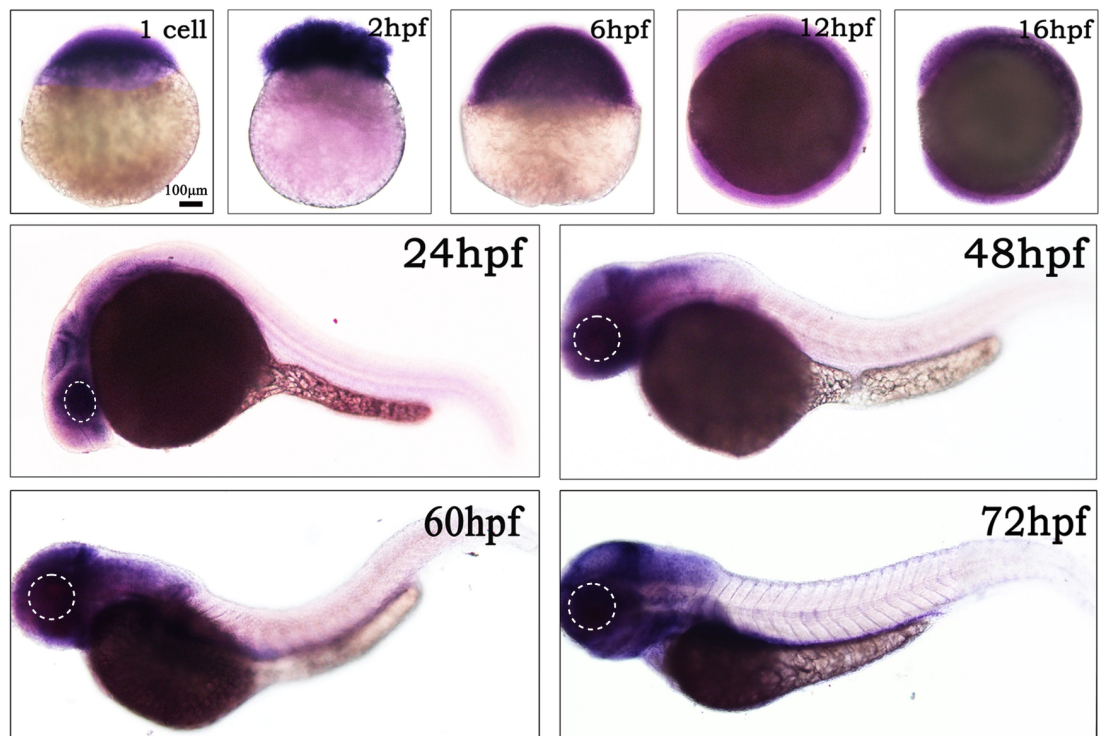

**Supplementary Figure S1. Prpf31 is mainly expressed in neural system during morphogenesis.** The expression patterns of *prpf31* in zebrafish embryos. Whole-mount in situ hybridization indicated that maternalRNA was widely expressed before 24 hpf and soon after enriched in the retina and brain at 48, 60 and 72 hpf. n=10 for each panel Scale bar, 100 μm.

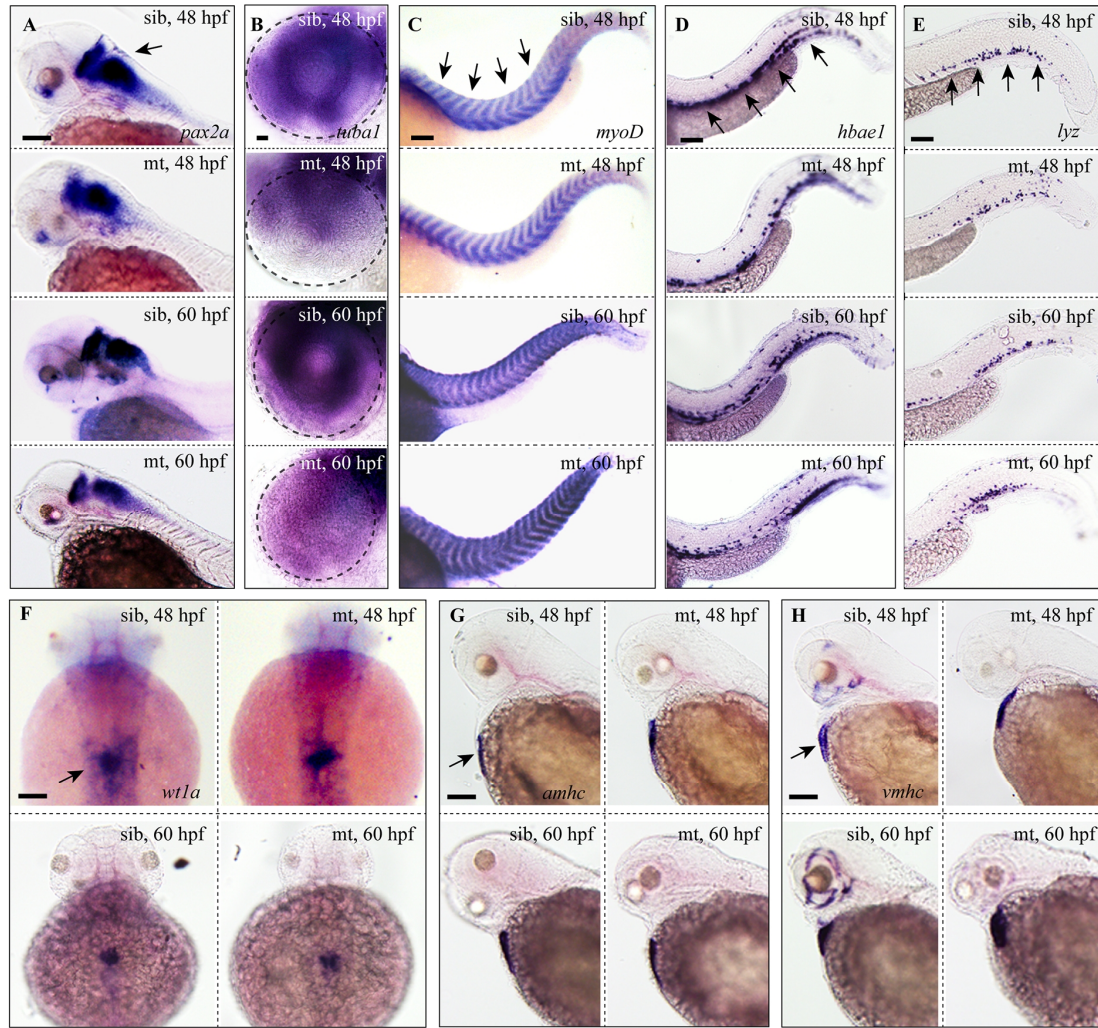

**Supplementary Figure S2. Many organs other than the neural system were not affected in *prpf31*<sup>-/-</sup> embryos.** To control for the specificity of the phenotype, the expression patterns of the markers *pax2a* (A, for brain), *tuba1* (B, for retinal neurons), *myoD* (C, for skeletal muscle), *hbae1* (D, for erythrocytes), *lyz* (E, for macrophages), *wt1a* (F, for kidney), *amhc* (G, for atrium myosin heavy chain), *vmhc* (H, for ventricle myosin heavy chain) were analyzed by in situ hybridization of siblings and *prpf31*<sup>-/-</sup> embryos at 48 and 60 hpf. Notably, the mutants exhibited severely retinal defects and mild brain defects, while other tissues showed no significant abnormalities with those in wild-type siblings. The embryos in each panel was  $\geq 9$ . Scale bar, 100  $\mu$  m. Black arrows and black circles, marking the signal area.

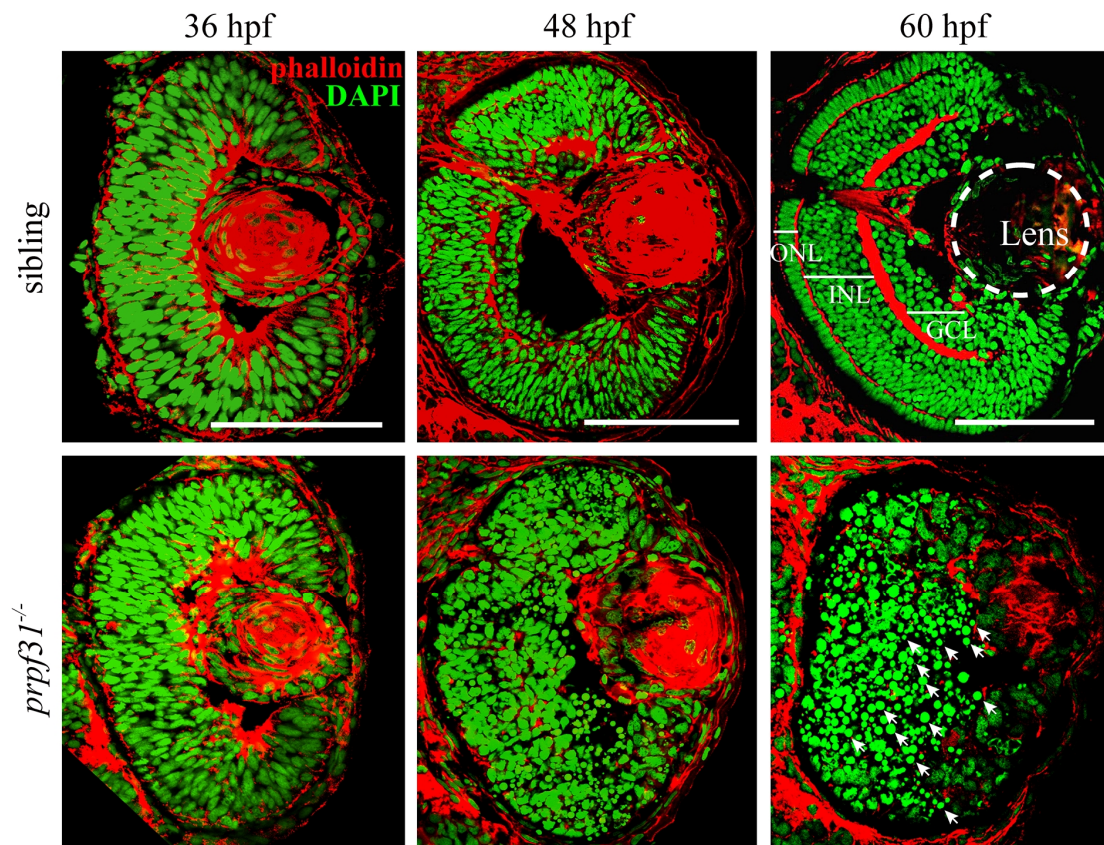

**Supplementary Figure S3. Prpf31 is essential for the development of retina.** Retinal sections of siblings and *prpf31* mutants were stained with phalloidin (red) and DAPI (green) at 48, 60 and 72 hpf. The retinas of *prpf31* mutants showed severe lamination defects with loose cellular arrangement and condensed nuclear morphology (white arrows). ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. n=6 for each panel. Scale bar, 100  $\mu$ m.

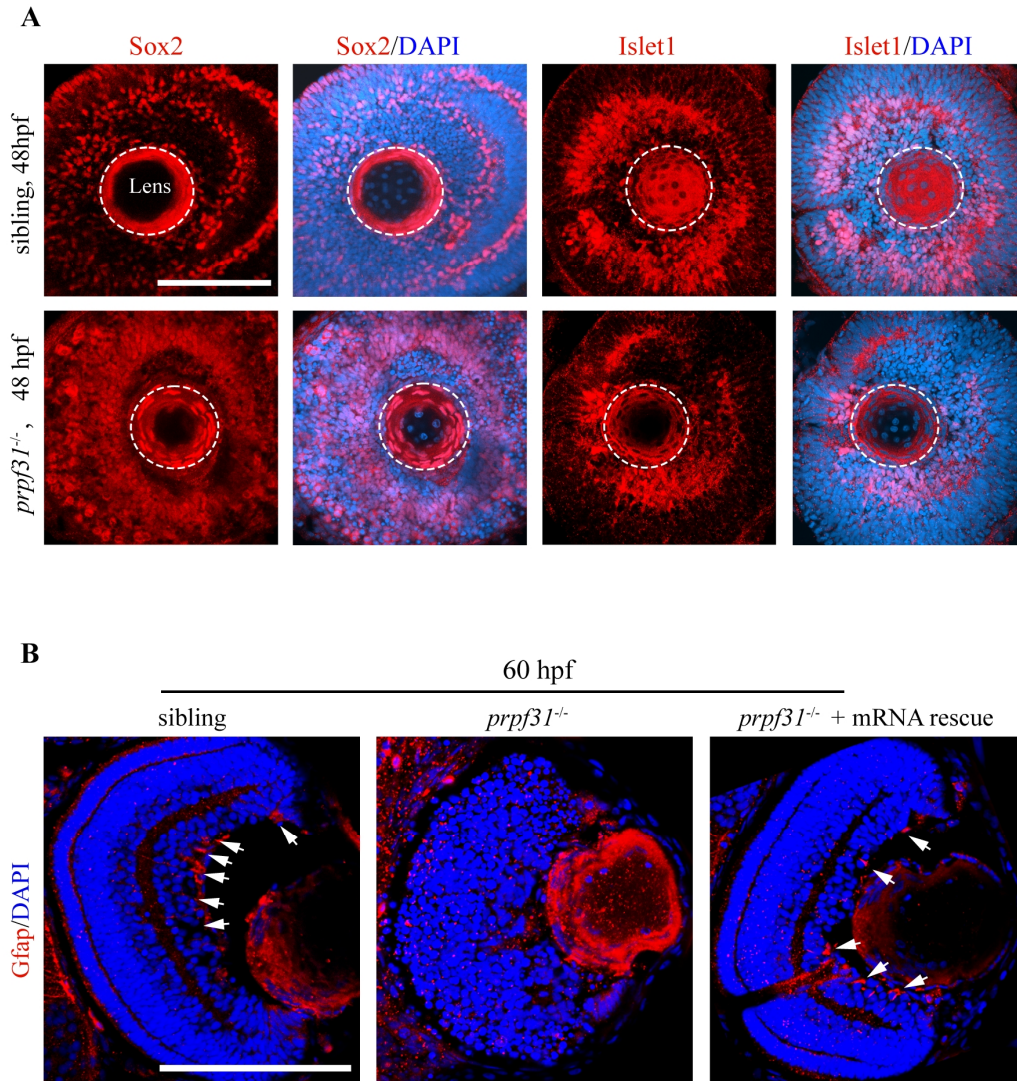

**Supplementary Figure S4. Deletion of Prpf31 impaired retinal neurogenesis.** (A) Immunostaining analysis for markers of RPCs (Sox2) and differentiated neurons (Islet1) on whole mount retinas of siblings and *prpf31* mutants revealed an increased expression of Sox2 and a reduced expression of Islet1. White dashed circle, lens outline. Scale bar, 100 $\mu$ m. (B) Glial cells differentiation is also greatly inhibited after knocking out *prpf31*, but they can be well rescued by wt *prpf31* mRNA. Gfap, marker for glial cells. The white arrow indicated the location of the glial cells. Scale bar, 100 $\mu$ m.

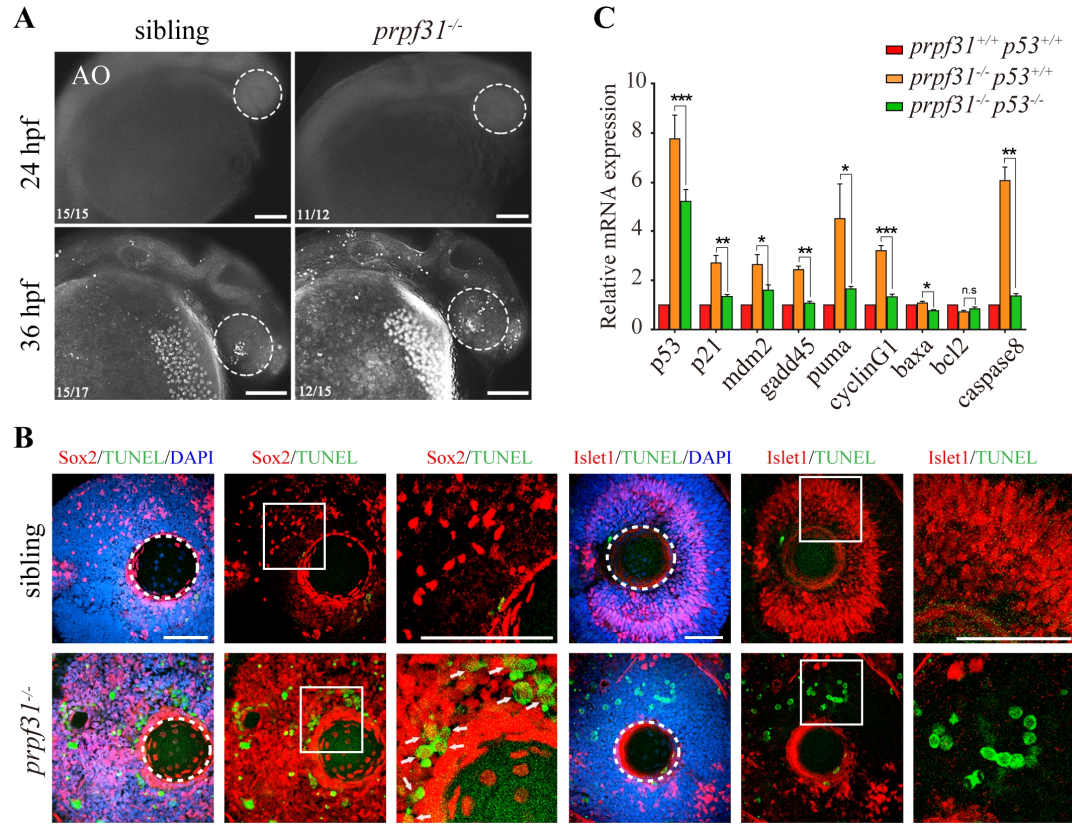

**Supplementary Figure S5. RPCs presented activated p53 pathway and significant apoptosis.** (A) Detection of apoptosis in siblings and *prpf31* mutants at 24 and 36 hpf by AO (acridine orange) staining. Scale bar, 100  $\mu$ m; dashed circles showed location of eyes. (B) Double staining of TUNEL (green) and the RPCs marker Sox2 (red) or the differentiated neural marker Islet1 (red) in the whole-mount retinas of siblings and *prpf31* mutants at 48 hpf. Apoptotic cells were almost all RPCs rather than differentiated retinal neurons.  $n \geq 7$  for each panel; scale bar, 10  $\mu$ m. (C) The transcriptional down-regulation of p53 pathway genes after co-deletion of p53 in *prpf31*<sup>-/-</sup> at 36 hpf. Data are represented as mean  $\pm$  s.d. \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ .

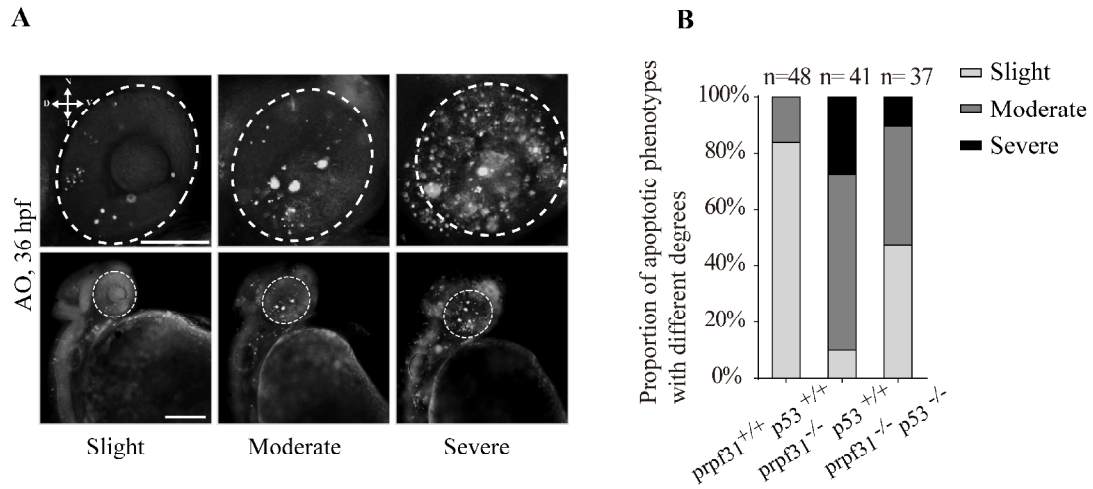

**Supplementary Figure S6. Activated p53 pathway may explain the occurrence of apoptosis.** (A) Representative images displayed the different degrees of apoptosis. (B) Quantification of the percent of different degrees of apoptosis in *prpf31*<sup>+/+</sup> *p53*<sup>+/+</sup>, *prpf31*<sup>-/-</sup> *p53*<sup>+/+</sup> and *prpf31*<sup>-/-</sup> *p53*<sup>-/-</sup>. The number of embryos in each group was 48, 41, 37 respectively. Scale bar, 100  $\mu$ m. N, nasal side; T, temporal side; V, ventral side; D, dorsal side.

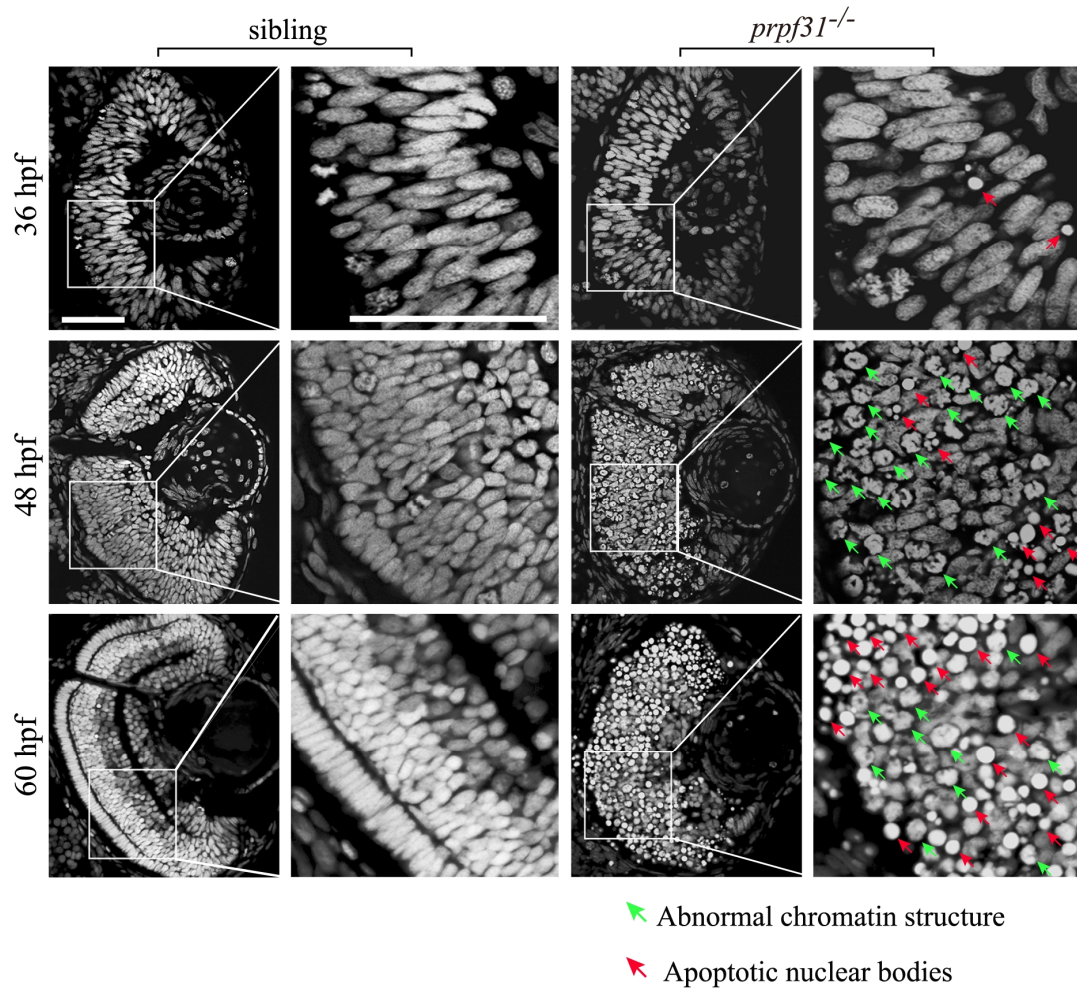

**Supplementary Figure S7. Numerous nuclei with abnormal chromatin structure could be observed at 48 hpf.** Embryos were fixed and DAPI-stained at 36, 48 and 60 hpf. Significantly, the mutants showed only increased apoptosis at 36 hpf compared with siblings. However, after 48 hpf, in addition to apoptosis, a large number of abnormal chromatin structures (green arrows) were found in *prpf31<sup>-/-</sup>*.  $n \geq 6$  for each panel. Scale bar, 50 $\mu$ m.

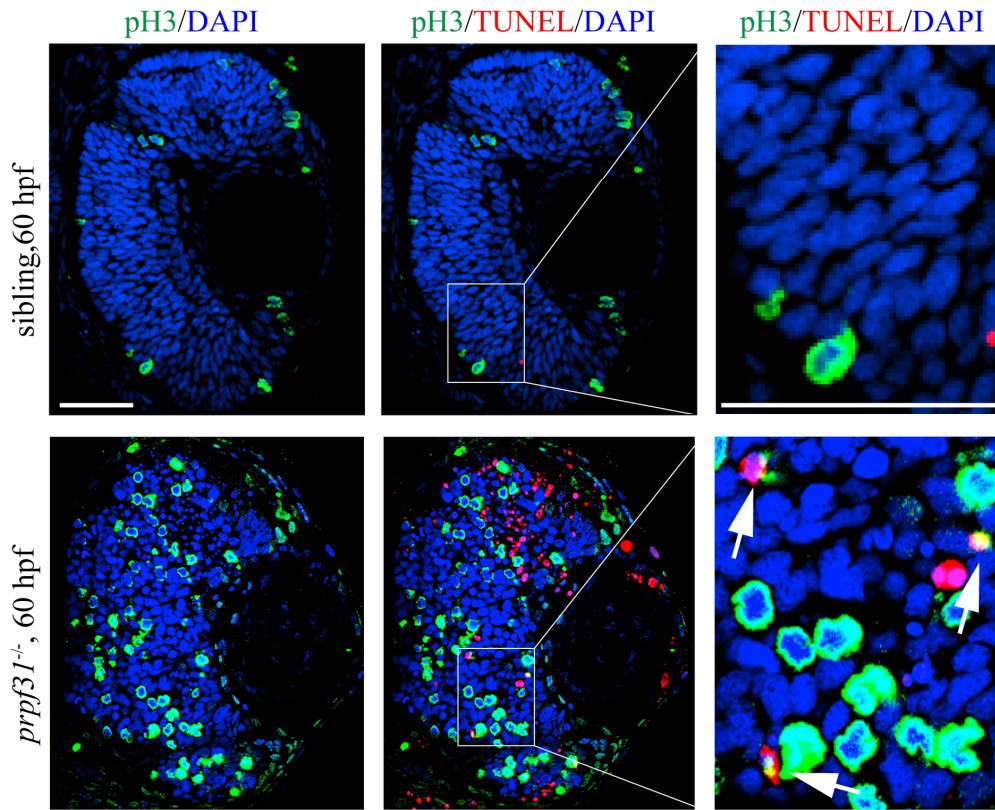

**Supplementary Figure S8. RPCs with arrested mitosis eventually undergo apoptosis.** The M-phase marker pH3 was partially overlapped with apoptotic cells at 60 hpf. White arrows, indicates cells con-stained by pH3 and TUNEL.  $n \geq 6$  for each panel. Scale bar, 50 $\mu$ m.

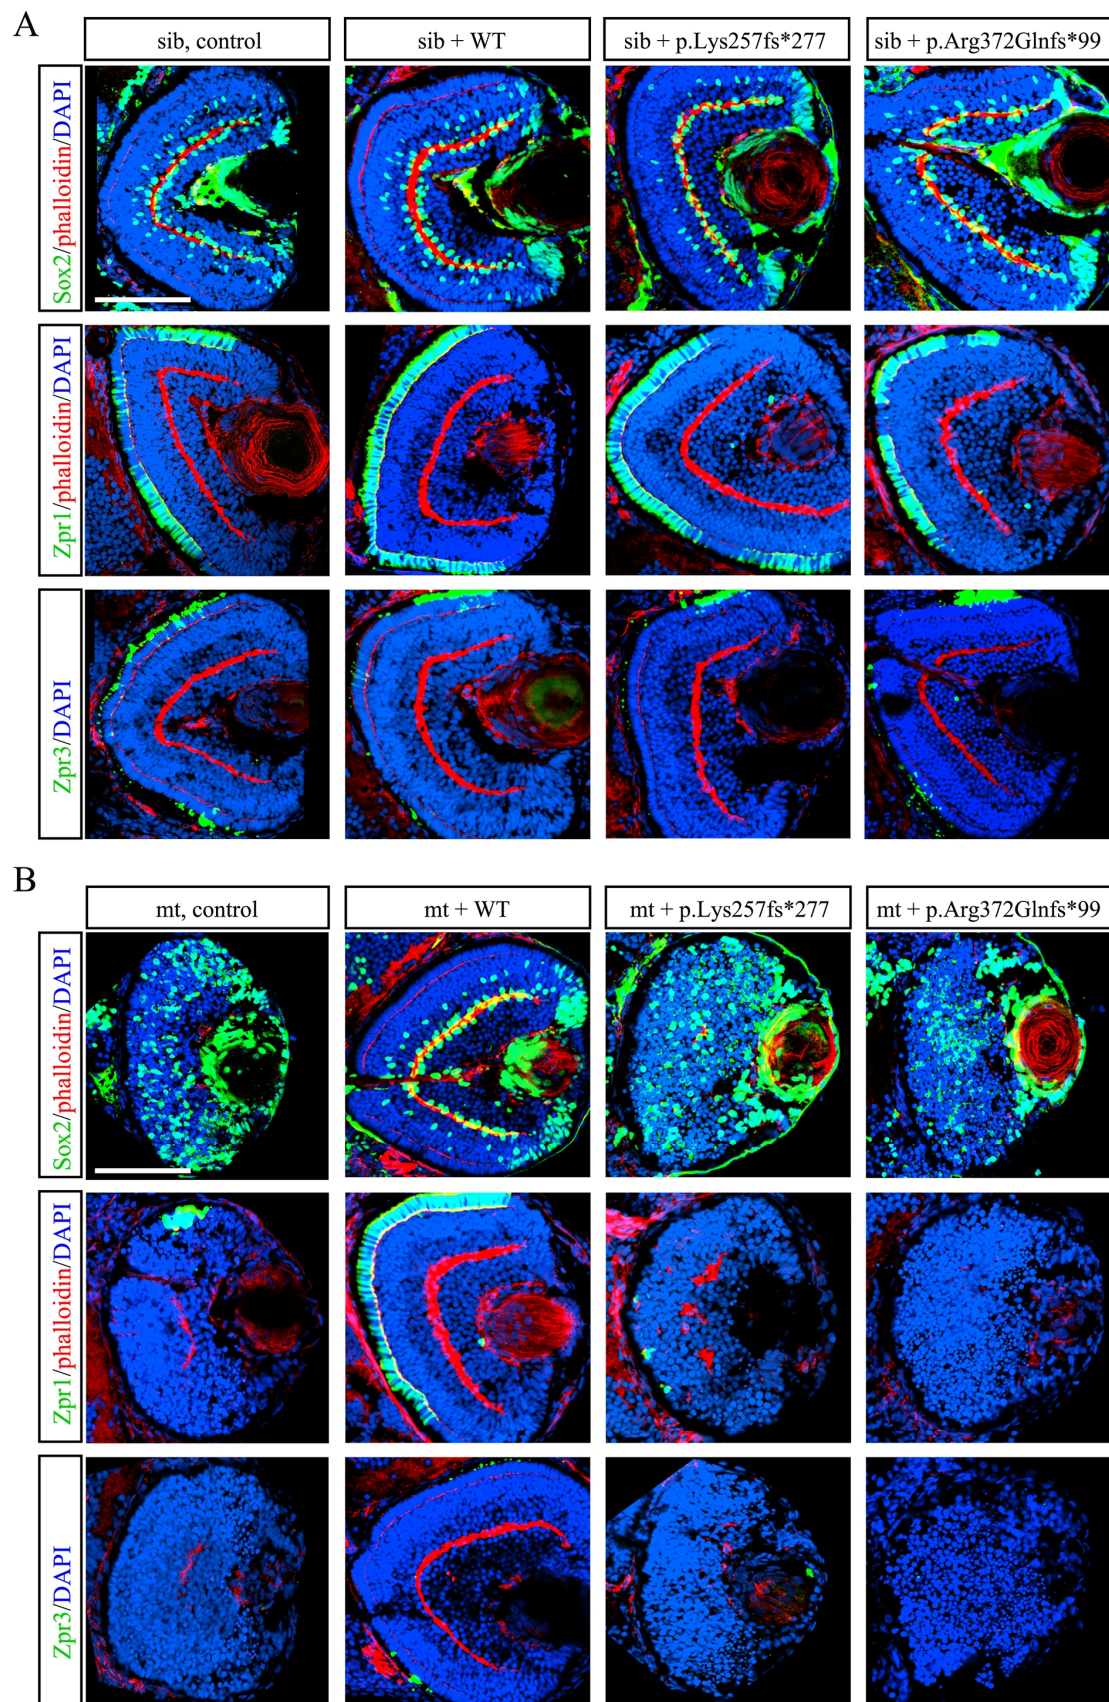

**Supplementary Figure S9. The deficient retinal development in *prpf31* mutants could not be rescued by injecting RP mutant *PRPF31* mRNA. (A, B)**

---

Immunostaining analysis for markers of RPCs (Sox2) and differentiated neurons (Zpr1, Zpr3) on retinal cryosection of siblings and *prpf31* mutants after injection of human wild-type *PRPF31* mRNA or RP mutant *PRPF31* mRNA. Note that Wild-type mRNA has better efficient for the deficient retina in *prpf31* mutants, but neither of the two RP mutant mRNA can work. Sox2, labeled RPCs; Zpr1, labeled cone cells; Zpr3, labeled rod cells; phalloidin, showing the lamination of the retina. The amount of mRNA injected per embryo was 100 pg. The number of embryos for each assay was 6. Scale bar, 100µm.

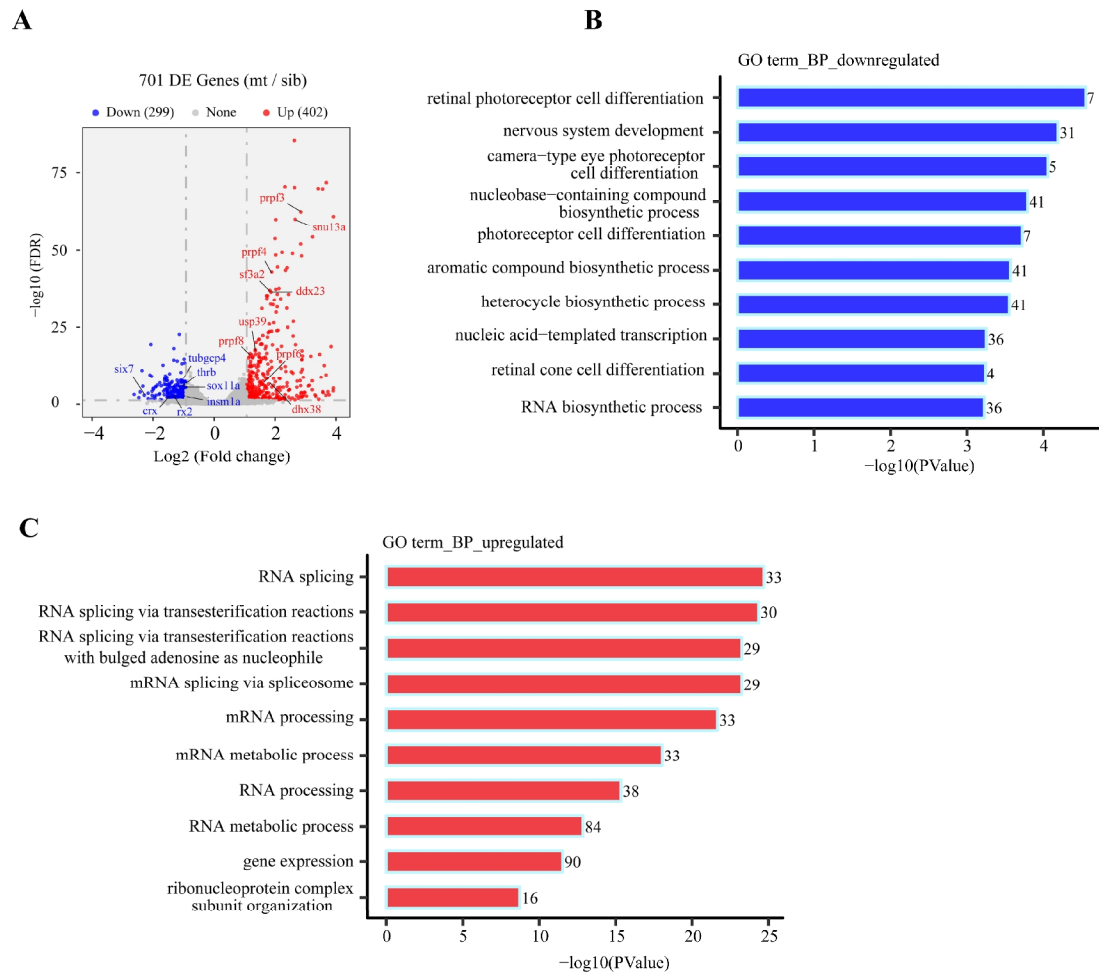

**Supplementary Figure S10. Differential expression enrichment analysis based on RNA-seq of embryos at 36 hpf.** (A) Volcano plot of differentially expressed genes in *prpf31* mutants compared with siblings. Some differentially expressed genes were labeled in the diagram. Cut-off values,  $FDR \leq 0.05$ ,  $FC \geq 2$ . DE Genes, differentially expressed genes. (B, C) Gene Ontology enrichment analysis showing top 10 biological processes affected by down- or up-regulation of genes expression in *prpf31* mutants.

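The 9 splicing genes labelled in the volcano plot of Supplementary Figure S10A are *prpf3*, *snu13a*, *prpf4*, *sf3a2*, *ddx23*, *usp39*, *prpf8*, *prpf6* and *dhx38*. In the deposited counts all 9 were upregulated DE genes, and all 9 passed when adjusted over the list alone, which is not independent evidence because the study picked these genes from the same libraries. Every mutant library was above every sibling library in each of them. The largest change was in *prpf3* (ENSDARG00000086425), with 45.3 ± 1.67 CPM (SD, n = 3) in siblings and 308 ± 44.2 (SD, n = 3) in mutants. Its log2 fold change was 2.77 (standard error 0.14, edgeR adjusted p = 0.00018), and the smallest, in *prpf6* (ENSDARG00000091367), was 1.31 (standard error 0.17, edgeR adjusted p = 0.00592). The most abundant of the 9, *prpf8* (ENSDARG00000026180), was at 341 ± 14.8 (SD, n = 3) in siblings and 901 ± 146 (SD, n = 3) in mutants, a log2 fold change of 1.40 (standard error 0.15, edgeR adjusted p = 0.00336). The adjusted p of *prpf6* and *dhx38* was above 0.05 in 1 setting, limma on log2(FPKM + 1) of all detected genes (0.0757 and 0.0861).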

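Of the 7 genes labelled on the downregulated side, *six7*, *crx*, *rx2*, *insm1a*, *sox11a*, *thrb* and *tubgcp4*, all were lower in every mutant library than in every sibling library. The 4 genes *six7*, *sox11a*, *thrb* and *tubgcp4* passed an edgeR adjusted p of 0.05 over all genes tested, and all 7 passed when adjusted over the list alone, which is not independent evidence. The retinal transcription factor gene *six7* (ENSDARG00000070107) had a low level, 2.42 ± 1.25 CPM (SD, n = 3) in siblings and 0.258 ± 0.0845 (SD, n = 3) in mutants, with a log2 fold change of −3.21 (standard error 0.47, edgeR adjusted p = 0.00982). With limma on log2(FPKM + 1) of all detected genes, its log2 fold change was −0.59 (adjusted p = 0.0885). Of the 7 genes, *tubgcp4* (ENSDARG00000005374), which encodes a γ-tubulin complex protein, had the smallest standard error of the log2 fold change. Its level was 28.2 ± 0.43 CPM (SD, n = 3) in siblings and 11.9 ± 0.312 (SD, n = 3) in mutants (log2 fold change −1.24, standard error 0.10, edgeR adjusted p = 0.000891). The log2 fold changes of *sox11a* and *thrb* were −1.09 and −1.12 (edgeR adjusted p = 0.0285 and 0.00632). The adjusted p of *sox11a* was between 0.0554 and 0.118 in the 5 fits that left out a library other than mutant 1, and between 0.0541 and 0.106 with library sizes alone and with FPKM. That of *thrb* was 0.0529 in 1 setting, limma on FPKM of all detected genes. For *crx*, *rx2* and *insm1a*, the log2 fold changes were −1.32, −1.36 and −1.19 (edgeR adjusted p = 0.162, 0.105 and 0.0656). With the replicate block in the fit, the adjusted p of *rx2* was 0.0307 and that of *insm1a* 0.015, and DESeq2 gave adjusted p values of 0.0162 and 0.003. Without mutant 1, these 2 genes had log2 fold changes of −0.98 and −0.89 (edgeR adjusted p = 0.0105 and 0.00411).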

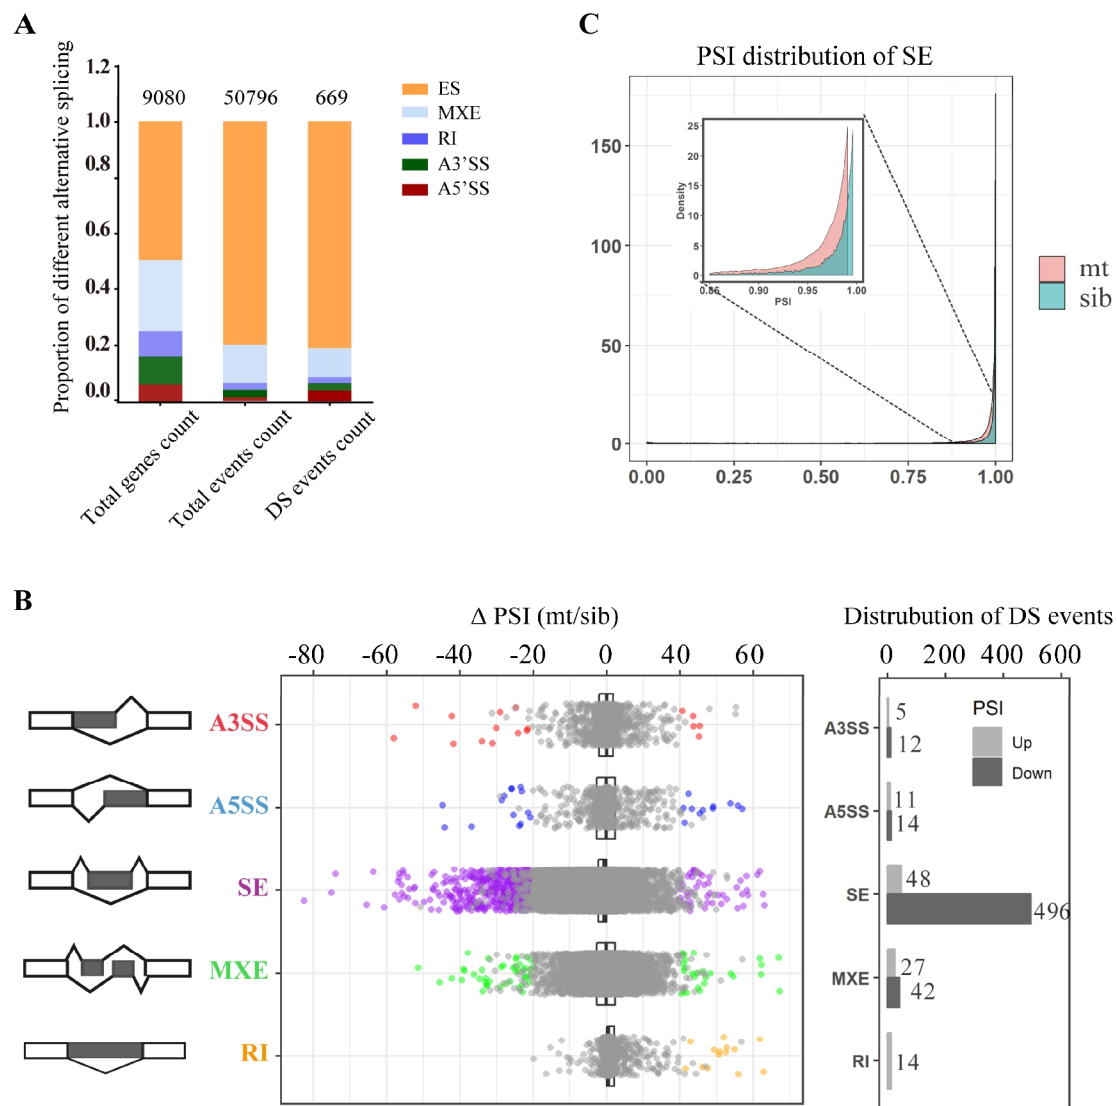

**Supplementary Figure S11. Exon skipping accounts for the highest proportion among the five alternative splicing types.** (A) Statistical analysis of the proportion of five alternative splicing on the total of genes, annotated events and DS (differential splicing) events from RNA-seq. (B) The distribution of differentially spliced events in five types alternative splicing. (C) Density plot showing the relative distribution of PSI values of SE events in siblings or *prpf31*<sup>-/-</sup>. Density plot of PSI values for ES events divided intervals by PSI value. For each interval, the mutant PSI are lower than in its sibling counterparts, indicating a general compromised on the splicing efficiency of these exons.

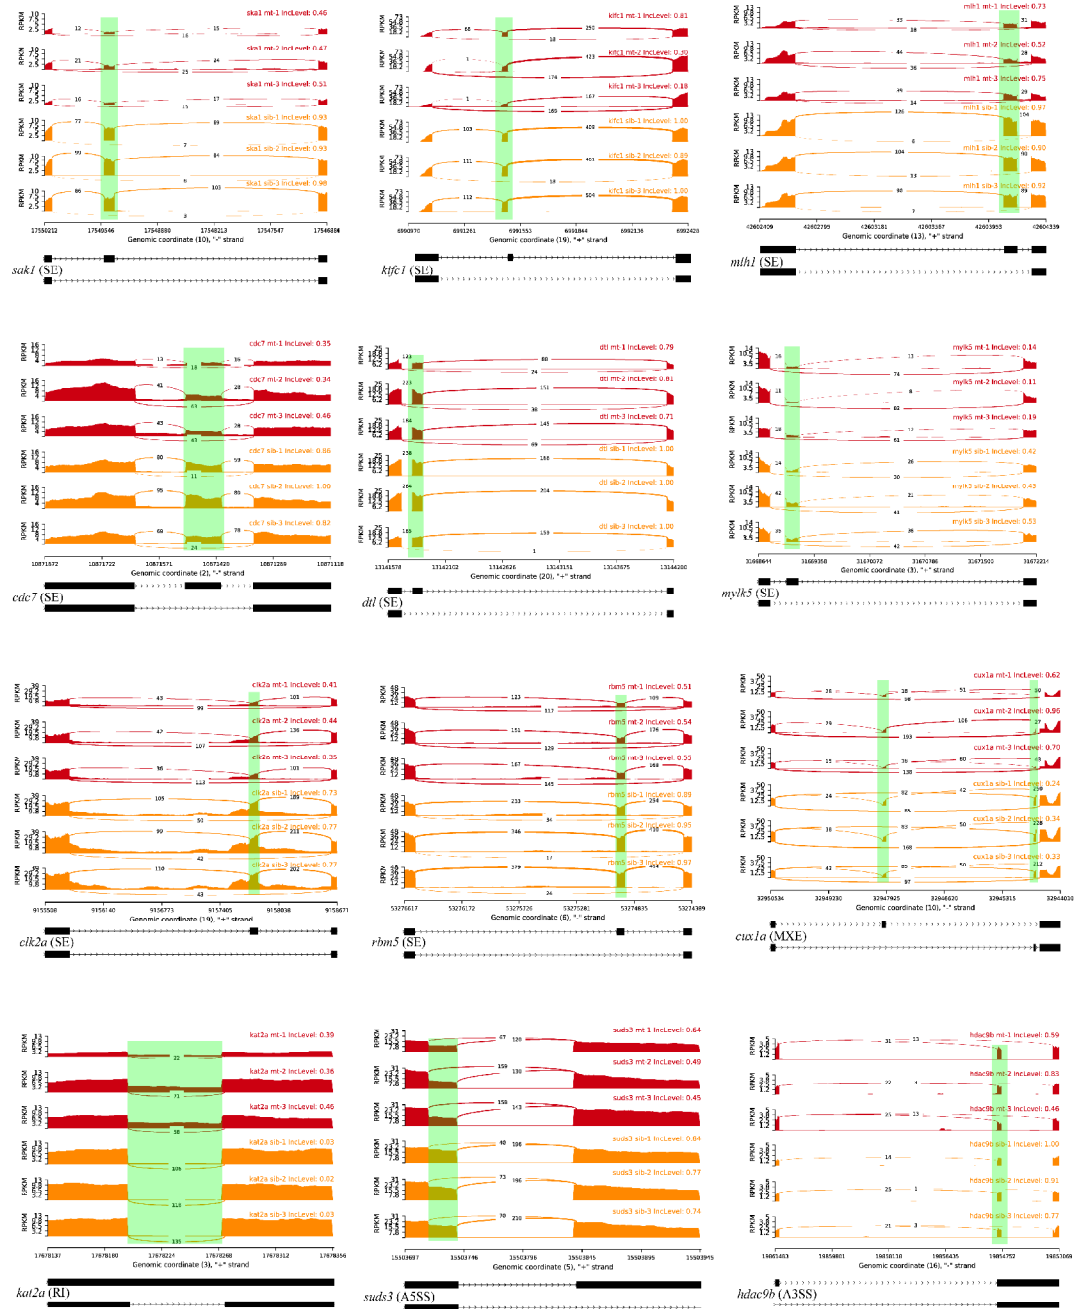

**Supplementary Figure S12. Sahamiplot shown the differences between the five types of alternative splicing in the siblings and mutant types.** Assessing junction reads by IGV further confirmed that there were significant splicing differences between the wild-type and mutants in the screened events. The number of Junction reads marked at the corresponding location of each sequence.

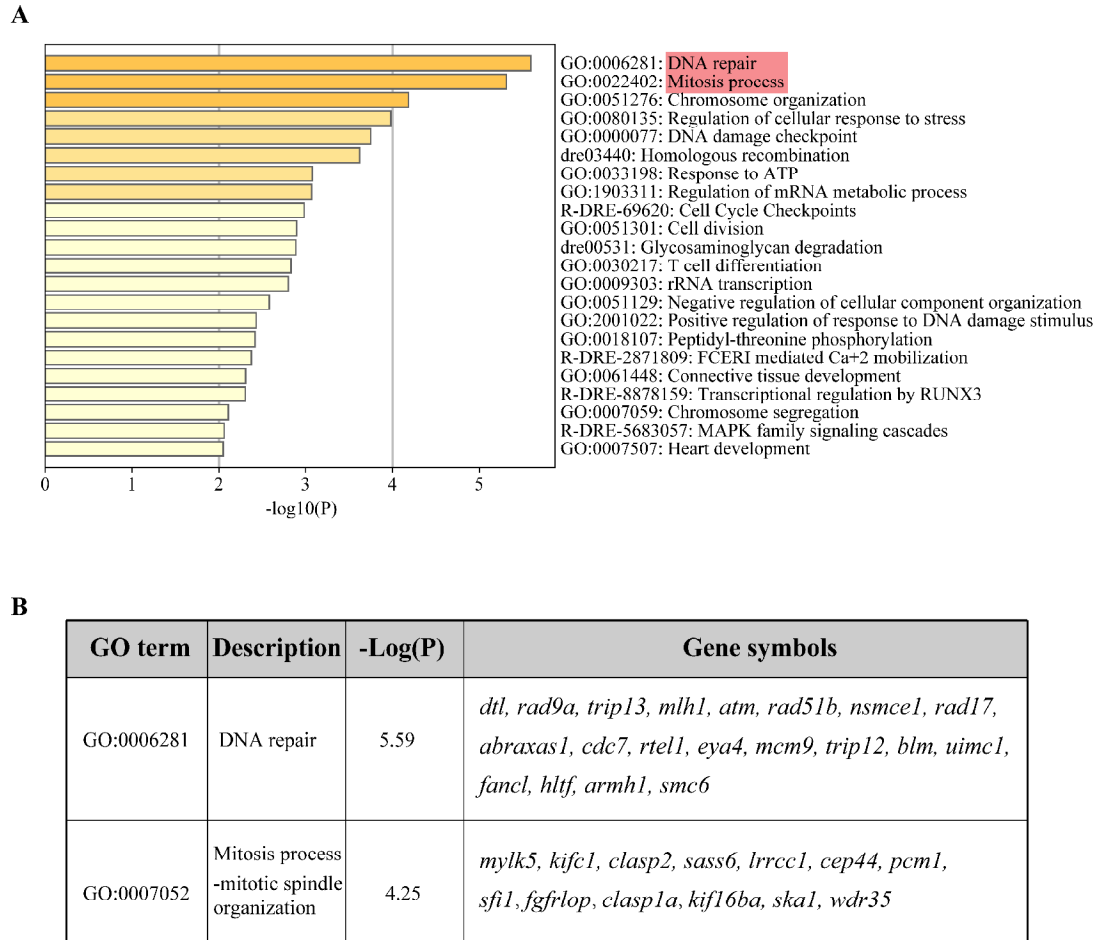

**Figure S13. Prpf31 primary modulates the alternative splicing of genes involved in DNA repair and spindle assembly. (A)** Gene Ontology functional analysis showing top biological processes affected by DS events. Cut-off values,  $FDR \leq 0.05$ ,  $\Delta PSI \geq 20\%$ . The most significant biological processes were highlighted by red. **(B)** Detailed enrichment information of GO term “DNA repair” and “Mitosis process”.

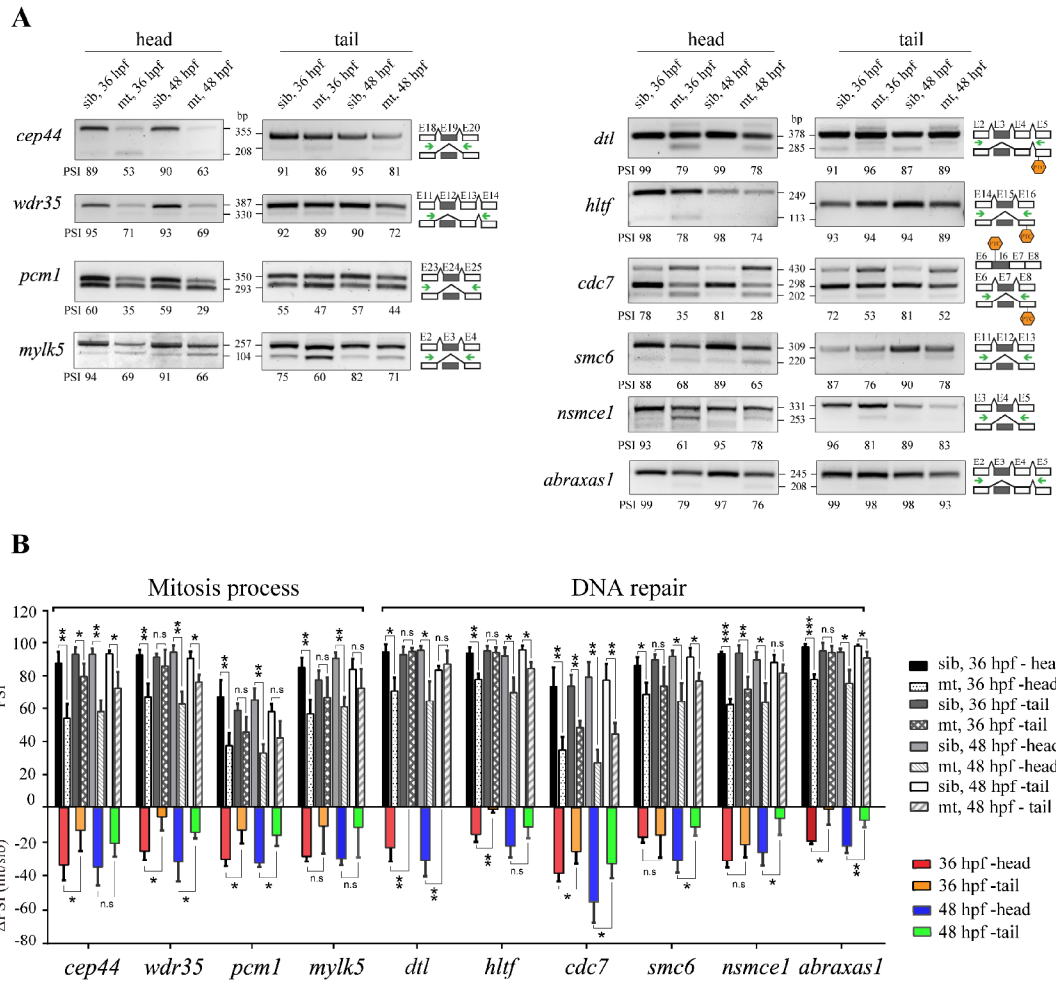

**Supplementary Figure S14. Prpf31 regulates the splicing efficiencies of a subset of genes involved in spindle formation and DNA damage repair. (A)** Gel electrophoresis of semi-RT-PCR showed the deletion of Prpf31 causes a change in the splicing efficiency of a series of genes involve in DNA repair (right panels) and spindle assembly (left panels). Green arrows, primers used in this assay. Orange hexagon, there possess a premature termination codon (PTC) in the corresponding mRNA isoforms. **(B)** Statistical analysis presented as the mean  $\pm$  S.D. of percent spliced in (PSI) values from three biological replicates.

---

**Supplementary Table S1. Differentially expressed genes (in an excel file).**

**Supplementary Table S2. GO enrichment of down- and upregulated genes (in an Excel file).**

**Supplementary Table S3. Differentially spliced events (in an excel file).**

**Supplementary Table S4. GO enrichment of differentially spliced events (in an Excel file).**

**Supplementary Table S5. Differentially spliced events verified in the manuscript (in an Excel file).**

**Supplementary Table S6. the tracks information for the altered splicing events involved in DNA repair and spindle assembly (in a word file)**

**Supplementary Table S7. All primers used in this study.**

| Terms              | Primer names    | Forward                         | Reverse                    |
|--------------------|-----------------|---------------------------------|----------------------------|
| <b>Cas9 target</b> | <i>prpf31</i>   | GATGGAGGACTGGAGGACA             | ---                        |
| <b>ISH Probes</b>  | <i>prpf31</i>   | GGAGAGCGTCACGTCCATAG            | GAGGCTTGACCTGCTTGACT       |
|                    | <i>vsx2</i>     | GTCACCTCAGACACCGACC             | TGATCTATACATGGCTCAT        |
|                    | <i>ccnd1</i>    | CAACTTCATCGCAAGCC               | CGGTCATCAAAGCCACA          |
|                    | <i>atox1</i>    | GCGACGCTGGTAGACAC               | ATGGCAGAATAACATCACG        |
|                    | <i>neurod1</i>  | GGTGGGAATAGGCGTGAC              | ACCCGAATAGTTTGAGCAG        |
|                    | <i>crx1</i>     | CATAACTGGAGGGGAATC              | TTGCCATAATCAACAAGAAGC      |
|                    | <i>tuba1</i>    | ATGCTGCTAATAACTATGCTCGTG        | CCAACCTCCTCATAACTATGCTCG   |
|                    | <i>Pax2a</i>    | CTCCATATCGTACCCGTCTGAA          | CGAACACAAACCATCAGCGAAA     |
|                    | <i>myoD</i>     | CCTACTGTGGGCATGCAAAG            | GGACATGCAGGAGTCTCTGT       |
|                    | <i>vmhc</i>     | GGAGCACGAGGAGGGTA               | CTCCAGGTGAGCACTTGTAT       |
|                    | <i>amhc</i>     | GAGCAAGCGAGGAGAAA               | GCTGGAGAAGATCCGACT         |
|                    | <i>hbae1</i>    | TGCCGTCAAAACCCTGTG              | CAGAGAGTTTGAGCACAGTGA      |
|                    | <i>lyz</i>      | CTGGCGTGGATGTCCTCGT             | TGACGACGCCTGTTTAAAATGT     |
|                    | <i>wt1a</i>     | CTGGCCCAGCACTCCTTCATCA          | CCTGCGACCACAGTCTGTGAAGTCAC |
| <b>RT-PCR</b>      | <i>prpf31</i>   | AGCTGCTTGCGGATTTGGAG            | CTCGTTGTCTATTTCCACCGTCAG   |
|                    | <i>p53</i>      | TTGCCGGGATCGTTTGACC             | ATAGATGGCAGTGGCTCGAA       |
|                    | <i>p21</i>      | TCAGTCATGACAGCTCAGAGGCGCA<br>GA | GTCGCGATGCGTCTCCAGATC      |
|                    | <i>cyclinG1</i> | GCTTTAAACTTACATACTGAGA          | ACGCGGAGTCCACAGAGTTTG      |
|                    | <i>mdm2</i>     | TTGAAAAGCCTGTTAAG               | CACTCCAAGAACAGCAACG        |
|                    | <i>gadd45</i>   | CAACTTCTCAGGCACAG               | TGCAGACTCATAAACGC          |
|                    | <i>puma</i>     | AATGAATTAACACCGCTTT             | AGAGAGTGCTGGTTTGAGTG       |
|                    | <i>baxa</i>     | CCGCCGCCCAATGAAATCTCCA          | TTAAAGAGAACTGCAGATC        |
|                    | <i>bcl2a</i>    | GACGGAGTGAAGTGGGGGCGGAT         | CCAAGCCCAGCGCCGCCAAGC      |
|                    | <i>caspase8</i> | TTAAGAAACTGAAAAGCAACT           | AACGCCTTTTGGAATGAA         |
|                    | <i>skat1</i>    | GGAGCTTCGAGCTGTTG               | AGGTGATAGGCATCTTGTT        |
|                    | <i>kifc1</i>    | TGAAATCTAAACGGCTACG             | ATAACAGGGAGACGAGATGTG      |
|                    | <i>sfi1(E7)</i> | ATGGGTTTGACTGTATGG              | TGCTGGGCCAGTTTGTC          |
|                    | <i>lrrcc1</i>   | AAAGGCAGAGGTGTTGA               | TTCCATTACCCTTTTGTTA        |
|                    | <i>rad51b</i>   | TCGAGGAGGATTCTGGG               | CGGCATTGAGCGTTTAG          |
|                    | <i>rad17</i>    | GTTTGACAAATGTTTCTTG             | CTGGATTATTGCTTCACT         |

|                                                   |                                       |                                   |                                     |
|---------------------------------------------------|---------------------------------------|-----------------------------------|-------------------------------------|
|                                                   | <i>rtel1</i>                          | CACCTCGTTTGACCTCAC                | CTGGATAATATCTGCCACTT                |
|                                                   | <i>mlh1</i>                           | AGGATCTGTTTTATAATGTG              | CTAACTGCGACTCCAAA                   |
|                                                   | <i>rad9a</i>                          | GGTTTACTTGGATTTGCA                | CTTTCTGTTATTGATGGGTT                |
| <b>Geno<br/>type<br/>Identi<br/>ficati<br/>on</b> | <i>prpf31</i>                         | AAGAGGACGGGCTGTAT                 | TCTTGCGTTGATTCCCA                   |
|                                                   | <i>tp53M2<br/>14K(wt)</i>             | GATAGCCTAGTGCGAGCACACTCTT         | AGCTGCATGGGGGGGAT                   |
|                                                   | <i>tp53M2<br/>14K(mt)</i>             | GATAGCCTAGTGCGAGCACACTCTT         | GCTGCATGGGGGGGAA                    |
| <b>Semi-<br/>Quan<br/>titativ<br/>e<br/>PCR</b>   | <i>prpf31</i>                         | AGCAGCACGGAGAGCGTCACG             | TTCCACCGTCAGATTGTT                  |
|                                                   | <i>skl1</i>                           | GGAGCTTCGAGCTGTTG                 | AGGTGATAGGCATCTTGTT                 |
|                                                   | <i>rad51b</i>                         | TCGAGGAGGATTCTGGG                 | CGGCATTGAGCGTTTAG                   |
|                                                   | <i>rad17</i>                          | GTTTGACAAATGTTTCTTG               | CTGGATTATTGCTTCACT                  |
|                                                   | <i>rad9a</i>                          | GGTTTACTTGGATTTGCA                | CTTTCTGTTATTGATGGGTT                |
|                                                   | <i>dtl</i>                            | GCTGGACGGCTATGAATG                | CACAGACGAGCAGTTTGGT                 |
|                                                   | <i>cdc7</i>                           | GGTGGAGGAATCACTGGG                | GACGGAGCGATGTTTGG                   |
|                                                   | <i>rtel1</i>                          | CACCTCGTTTGACCTCAC                | CTGGATAATATCTGCCACTT                |
|                                                   | <i>mlh1</i>                           | AGGATCTGTTTTATAATGTG              | CTAACTGCGACTCCAAA                   |
|                                                   | <i>smc6</i>                           | GAGCAGGAACATCTCACA                | TTTATGTAGAGCTTGTTGTCT               |
|                                                   | <i>abraxas<br/>1</i>                  | GAAGGTCTTATTCTCGG                 | ATTGCTGTCTGGTGT                     |
|                                                   | <i>lrrcc1</i>                         | AAAGGCAGAGGTGTTGA                 | TTCCATTACCCTTTTGTTA                 |
|                                                   | <i>cep44</i>                          | ATCCATCAGCGTGTCTTC                | TACTGTCATCAGAGGGAAT                 |
|                                                   | <i>kifc1</i>                          | TGAAATCTAAACGGCTACG               | ATAACAGGGAGACGAGATGTG               |
|                                                   | <i>sfi1(E7)</i>                       | ATGGGTTTGGACTGTATGG               | TGCTGGGCCAGTTTGTCT                  |
|                                                   | <i>sfi1(I24<br/>)</i>                 | TGTGGCGGATCTGGATT                 | TGTTTGGCTGGGGACTC                   |
|                                                   | <i>wdr35</i>                          | TGGGACACTAAGAATAACG               | CTTGGTGACCTGGTTGA                   |
|                                                   | <i>pcm1</i>                           | GTTTCAAGTGACTCCCATT               | TGGCGTAGATAGTCTGTATTG               |
|                                                   | <i>hltf</i>                           | CGTGCTTTCCTCTGATTT                | CTGCTCCACCACTCTTTC                  |
|                                                   | <i>nsmce1</i>                         | CTTCAGCCCCCTCTTTAT                | GCTCTGCTTCTTCTTCT                   |
|                                                   | <i>mylk5</i>                          | GGAAGTATCACTGGGAGC                | TGAGCGTGGGATTTGT                    |
|                                                   | <i>gapdh</i>                          | TGGAGTGAACCTGATGTGACG             | GGGTCATTGATGGCCACA                  |
|                                                   | <i>PRPF3<br/>1</i>                    | GCAGAAGCAGAGCGTCGTA               | AGTCATTCAAGGTGGACATAAGG             |
|                                                   | <i>GAPD<br/>H</i>                     | GGGGAGCCAAAAGGGTCA                | CAGCGTCAAAGGTGGAGGAGT               |
|                                                   | <i>nsmce1(<br/>minigen<br/>e)</i>     | ACTATAGGGAGACCCAAGCTGGC           | GTGCTGGATATCTGCAGAATTCC             |
|                                                   | <i>prpf31-<br/>wt(zebr<br/>afish)</i> | CGGGATCCATGTCTTTGGCAGACGAG<br>CTG | GCTCTAGATCAGACCTTGTCTCTCTTC<br>TCAC |

|                       |                                                               |                                                                                                                                        |                                                                                                                                          |
|-----------------------|---------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| <b>gene<br/>clone</b> | <i>H2A</i>                                                    | CGCGGATCCATGGCAGGTGGAAAAG<br>CAGGTAA                                                                                                   | GAATGGCCGGCCTGCGGTTTTCTGCT<br>GGCCCT                                                                                                     |
|                       | <i>PRPF3</i><br><i>I-wt</i><br>(human<br>)                    | <i>TCTTTTGCAGGATCCACTAGTATGTCT</i><br><i>CTGGCAGATGAGCTC</i>                                                                           | <i>GCGCCATTAAATTAAAGGCCGGCCGGTG</i><br><i>GACATAAGGCCACTCTT</i>                                                                          |
|                       | <i>PRPF3</i><br><i>I-</i><br><i>c.769-7</i><br><i>70insA</i>  | <i>GGACGAGCTGTACAAGTACATGTCTCT</i><br><i>GGCAGATGAGCTC (F1)</i><br><i>CTGCTCGGGGCCCAGCGCAAAGACG</i><br><i>CTGTCTGGGCTTCTCGTCT (F2)</i> | <i>GCGCTGGGCCCCGAGCAGCATGATGT</i><br><i>TGCAGGCGGGCATCTT(R1)</i><br><i>TATAGTTCTAGAGGCTCGAGTCAGGTG</i><br><i>GACATAAGGCCACTCTT (R2)</i>  |
|                       | <i>PRPF3</i><br><i>I-c.111</i><br><i>5_1125</i><br><i>del</i> | <i>GGACGAGCTGTACAAGTACATGTCTCT</i><br><i>GGCAGATGAGCTC (F1)</i><br><i>CTGGGGCTGACGGAGATCCAACCGTA</i><br><i>TGAGCTTCGGAGAGATC (F2)</i>  | <i>GGATCTCCGTCAGCCCCAGCCGCTCC</i><br><i>TTCATCTTGCGGTACC (R1)</i><br><i>TATAGTTCTAGAGGCTCGAGTCAGGTG</i><br><i>GACATAAGGCCACTCTT (R2)</i> |
|                       | Minige<br>ne- <i>nsmc</i><br><i>e1</i> (wt)                   | CTAGCGTTTTAACTTAAGCTTGGCAA<br>GAAAAAATTGATGATTT                                                                                        | ACACTGGACTAGTGGATCCCTCTTTT<br>AACCATTGTCTTGT                                                                                             |
|                       | Minige<br>ne- <i>nsmc</i><br><i>e1</i> (mt)                   | CTAGCGTTTTAACTTAAGCTTGGCAA<br>GAAAAAATTGATGATTT(F1)<br>ACTTATAATATTGTCAAATACTATTTT<br>ATATATTAATATAC (F2)                              | TATTTGACAAATATTATAAGTACTTAC<br>CTGTTTTCTGAACA (R1)<br>ACACTGGACTAGTGGATCCCTCTTTT<br>AACCATTGTCTTGT (R2)                                  |

**Supplementary Table S8. Information on mitosis-related genes with differentially alternative splicing**

| Gene          | Gene Description                                          | Gene Function                                                         | Related Disease                                                               | reference           |
|---------------|-----------------------------------------------------------|-----------------------------------------------------------------------|-------------------------------------------------------------------------------|---------------------|
| <i>SKA1</i>   | Spindle And Kinetochore-Associated Protein 1              | cell cycle, mitotic progression                                       | Acute Poststreptococcal-Glomerulonephritis, Hypophosphatemic ,Rickets, cancer | (1-3)               |
| <i>KIFC1</i>  | Kinesin Family Member C1                                  | bipolar spindle -formation, cilium formation                          | Ovary Adenocarcinoma Expressive Language Disorder                             | (4,5)               |
| <i>SFI1</i>   | SFI1 Centrin Binding Protein                              | cell cycle, mitotic , cilium formation                                | Unknow                                                                        | (6-9)               |
| <i>LRRCC1</i> | Leucine Rich Repeat And Coiled-Coil Centrosomal Protein 1 | spindle formation, Maintains The -structural integrity of centrosomes | Meckel Syndrome, Type 1                                                       | (10)                |
| <i>CEP44</i>  | Centrosomal Protein 44                                    | microtubule -organizing                                               | Unknow                                                                        | Predicated function |
| <i>WDR35</i>  | WD Repeat Domain 35 .                                     | cell cycle progression, ciliary transport                             | Cranioectodermal Dysplasia 1, Internal Hordeolum                              | (13)                |
| <i>PCM1</i>   | Pericentriolar Material 1                                 | Centrosome assembly, cell cycle, mitotic cilium formation             | Differentiated Thyroid Carcinoma, Atypical Chronic Myeloid Leukemia           | (14-16)             |
| <i>MYLK5</i>  | Titin                                                     | cell cycle, mitotic, cardiac conduction                               | Tibial Muscular Dystrophy, Tardive and Muscular Dystrophy                     | (17,18)             |

**Supplementary Table S9. Information on DNA repair-related genes with differentially alternative splicing**

| Gene            | Gene Description                                 | Gene Function                                                        | Related Disease                                                                         | reference |
|-----------------|--------------------------------------------------|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------|-----------|
| <i>RAD51B</i>   | RAD51 Paralog B                                  | homologous recombination repair                                      | Leiomyoma and Fanconi Anemia, cancer                                                    | (19-21)   |
| <i>RAD17</i>    | RAD17 Checkpoint Clamp Loader Component          | DNA Double Strand Break Repair, DNA Damage Response                  | Seminoma and Warsaw Breakage Syndrome                                                   | (22-24)   |
| <i>RTEL1</i>    | Regulator Of Telomere Elongation Helicase 1      | DNA repair, maintenance of genomic stability                         | dyskeratosis congenita and Hoyerall-Hreidarsson syndrome,                               | (25,26)   |
| <i>MLH1</i>     | DNA Mismatch Repair Protein Mlh1                 | mismatch repair, Tumor suppressor                                    | Colorectal Cancer, Hereditary Nonpolyposis, Type 2 and Mismatch Repair Cancer Syndrome. | (27-29)   |
| <i>RAD9A</i>    | DNA Repair Exonuclease Rad9 Homolog A            | DNA Double Strand Break Repair, mismatch repair                      | Alpha-Thalassemia/Mental Retardation Syndrome                                           | (27,30)   |
| <i>DTL</i>      | Denticleless E3 Ubiquitin Protein Ligase Homolog | DNA Double Strand Break Repair                                       | Myasthenic Syndrome, Congenital, 8, cancer                                              | (31,32)   |
| <i>HLTF</i>     | Helicase Like Transcription Factor               | Damaged DNA repair, maintains genomic stability                      | Colorectal Cancer                                                                       | (33-35)   |
| <i>CDC7</i>     | Cell Division Cycle 7                            | DNA repair, G1/S phase transition DNA replication                    | cancer                                                                                  | (36,37)   |
| <i>SMC6</i>     | Structural Maintenance Of Chromosomes 6          | DNA Double-Strand Break Repair                                       | unknow                                                                                  | (38,39)   |
| <i>NSMCE1</i>   | NSE1 Homolog, SMC5-SMC6 Complex Component        | damaged DNA repair, DNA damage response, maintains genomic stability | unknow                                                                                  | (40,41)   |
| <i>ABRAXAS1</i> | Abraxas 1, BRCA1 A Complex Subunit               | DNA repair cell cycle checkpoint                                     | Breast cancer                                                                           | (42,43)   |

---

## REFERENCES:

1. Welburn, J.P., Grishchuk, E.L., Backer, C.B., Wilson-Kubalek, E.M., Yates, J.R. and Cheeseman, I.M. (2009) The human kinetochore Ska1 complex facilitates microtubule depolymerization-coupled motility. *DEV CELL*, 16, 374-385.
2. Hanisch, A., Sillje, H.H. and Nigg, E.A. (2006) Timely anaphase onset requires a novel spindle and kinetochore complex comprising Ska1 and Ska2. *EMBO J*, 25, 5504-5515.
3. Sivakumar, S., Janczyk, P.L., Qu, Q., Brautigam, C.A., Stukenberg, P.T., Yu, H. and Gorbsky, G.J. (2016) The human SKA complex drives the metaphase-anaphase cell cycle transition by recruiting protein phosphatase 1 to kinetochores. *ELIFE*, 5.
4. Kim, N. and Song, K. (2013) KIFC1 is essential for bipolar spindle formation and genomic stability in the primary human fibroblast IMR-90 cell. *CELL STRUCT FUNCT*, 38, 21-30.
5. Zhu, C., Zhao, J., Bibikova, M., Levenson, J.D., Bossy-Wetzel, E., Fan, J.B., Abraham, R.T. and Jiang, W. (2005) Functional analysis of human microtubule-based motor proteins, the kinesins and dyneins, in mitosis/cytokinesis using RNA interference. *MOL BIOL CELL*, 16, 3187-3199.
6. Bouhrel, I.B., Ohta, M., Mayeux, A., Bordes, N., Dingli, F., Boulanger, J., Velve, C.G., Loew, D., Tran, P.T. and Sato, M. *et al.* (2015) Cell cycle control of spindle pole body duplication and splitting by Sfi1 and Cdc31 in fission yeast. *J CELL SCI*, 128, 1481-1493.
7. Elserafy, M., Saric, M., Neuner, A., Lin, T.C., Zhang, W., Seybold, C., Sivashanmugam, L. and Schiebel, E. (2014) Molecular mechanisms that restrict yeast centrosome duplication to one event per cell cycle. *CURR BIOL*, 24, 1456-1466.
8. Li, S., Sandercock, A.M., Conduit, P., Robinson, C.V., Williams, R.L. and Kilmartin, J.V. (2006) Structural role of Sfi1p-centrin filaments in budding yeast spindle pole body duplication. *J CELL BIOL*, 173, 867-877.
9. Khouj, E.M., Prosser, S.L., Tada, H., Chong, W.M., Liao, J.C., Sugawara, K. and Morrison, C.G. (2019) Differential requirements for the EF-hand domains of human centrin 2 in primary ciliogenesis and nucleotide excision repair. *J CELL SCI*, 132.
10. Muto, Y., Yoshioka, T., Kimura, M., Matsunami, M., Saya, H. and Okano, Y. (2008) An evolutionarily conserved leucine-rich repeat protein CLERC is a centrosomal protein required for spindle pole integrity. *CELL CYCLE*, 7, 2738-2748.
11. Leidel, S., Delattre, M., Cerutti, L., Baumer, K. and Gonczy, P. (2005) SAS-6 defines a protein family required for centrosome duplication in *C. elegans* and in human cells. *NAT CELL BIOL*, 7, 115-125.
12. Xu, X., Huang, S., Zhang, B., Huang, F., Chi, W., Fu, J., Wang, G., Li, S., Jiang, Q. and Zhang, C. (2017) DNA replication licensing factor Cdc6 and Plk4 kinase antagonistically regulate centrosome duplication via Sas-6. *NAT COMMUN*, 8, 15164.
13. Lee, N., Park, J., Bae, Y.C., Lee, J.H., Kim, C.H. and Moon, S.J. (2018) Time-Lapse Live-Cell Imaging Reveals Dual Function of Oseg4, *Drosophila* WDR35, in Ciliary

- 
- Protein Trafficking. *MOL CELLS*, 41, 676-683.
14. Dammermann, A. and Merdes, A. (2002) Assembly of centrosomal proteins and microtubule organization depends on PCM-1. *J CELL BIOL*, 159, 255-266.
  15. Hames, R.S., Crookes, R.E., Straatman, K.R., Merdes, A., Hayes, M.J., Faragher, A.J. and Fry, A.M. (2005) Dynamic recruitment of Nek2 kinase to the centrosome involves microtubules, PCM-1, and localized proteasomal degradation. *MOL BIOL CELL*, 16, 1711-1724.
  16. Hoang-Minh, L.B., Deleyrolle, L.P., Nakamura, N.S., Parker, A.K., Martuscello, R.T., Reynolds, B.A. and Sarkisian, M.R. (2016) PCM1 Depletion Inhibits Glioblastoma Cell Ciliogenesis and Increases Cell Death and Sensitivity to Temozolomide. *TRANSL ONCOL*, 9, 392-402.
  17. Yu, M., Zhu, Y., Xie, Z., Zheng, Y., Xiao, J., Zhang, W., Nishino, I., Yuan, Y. and Wang, Z. (2019) Novel TTN mutations and muscle imaging characteristics in congenital titinopathy. *Ann Clin Transl Neurol*, 6, 1311-1318.
  18. Haggerty, C.M., Damrauer, S.M., Levin, M.G., Birtwell, D., Carey, D.J., Golden, A.M., Hartzel, D.N., Hu, Y., Judy, R. and Kelly, M.A. *et al.* (2019) Genomics-First Evaluation of Heart Disease Associated With Titin-Truncating Variants. *CIRCULATION*, 140, 42-54.
  19. Serra, H., Da, I.O., Degroote, F., Gallego, M.E. and White, C.I. (2013) Roles of XRCC2, RAD51B and RAD51D in RAD51-independent SSA recombination. *PLOS GENET*, 9, e1003971.
  20. Havre, P.A., Rice, M.C., Noe, M. and Kmiec, E.B. (1998) The human REC2/RAD51B gene acts as a DNA damage sensor by inducing G1 delay and hypersensitivity to ultraviolet irradiation. *CANCER RES*, 58, 4733-4739.
  21. Yonetani, Y., Hocheegger, H., Sonoda, E., Shinya, S., Yoshikawa, H., Takeda, S. and Yamazoe, M. (2005) Differential and collaborative actions of Rad51 paralog proteins in cellular response to DNA damage. *NUCLEIC ACIDS RES*, 33, 4544-4552.
  22. Abe, T., Ooka, M., Kawasumi, R., Miyata, K., Takata, M., Hirota, K. and Brnzei, D. (2018) Warsaw breakage syndrome DDX11 helicase acts jointly with RAD17 in the repair of bulky lesions and replication through abasic sites. *Proc Natl Acad Sci U S A*, 115, 8412-8417.
  23. Wang, Q., Goldstein, M., Alexander, P., Wakeman, T.P., Sun, T., Feng, J., Lou, Z., Kastan, M.B. and Wang, X.F. (2014) Rad17 recruits the MRE11-RAD50-NBS1 complex to regulate the cellular response to DNA double-strand breaks. *EMBO J*, 33, 862-877.
  24. Fredebohm, J., Wolf, J., Hoheisel, J.D. and Boettcher, M. (2013) Depletion of RAD17 sensitizes pancreatic cancer cells to gemcitabine. *J CELL SCI*, 126, 3380-3389.
  25. Vannier, J.B., Sarek, G. and Boulton, S.J. (2014) RTEL1: functions of a disease-associated helicase. *TRENDS CELL BIOL*, 24, 416-425.
  26. Deng, Z., Glousker, G., Molczan, A., Fox, A.J., Lamm, N., Dheekollu, J., Weizman, O.E., Schertzer, M., Wang, Z. and Vladimirova, O. *et al.* (2013) Inherited mutations in the helicase RTEL1 cause telomere dysfunction and Hoyeraal-Hreidarsson

- 
- syndrome. *Proc Natl Acad Sci U S A*, 110, E3408-E3416.
27. He, W., Zhao, Y., Zhang, C., An, L., Hu, Z., Liu, Y., Han, L., Bi, L., Xie, Z. and Xue, P. *et al.* (2008) Rad9 plays an important role in DNA mismatch repair through physical interaction with MLH1. *NUCLEIC ACIDS RES*, 36, 6406-6417.
28. Patel, R., Zhang, L., Desai, A., Hoenerhoff, M.J., Kennedy, L.H., Radivoyevitch, T., Ban, Y., Chen, X.S., Gerson, S.L. and Welford, S.M. (2019) Mlh1 deficiency increases the risk of hematopoietic malignancy after simulated space radiation exposure. *LEUKEMIA*, 33, 1135-1147.
29. Qi, Y., Schoene, N.W., Lartey, F.M. and Cheng, W.H. (2010) Selenium compounds activate ATM-dependent DNA damage response via the mismatch repair protein hMLH1 in colorectal cancer cells. *J BIOL CHEM*, 285, 33010-33017.
30. Greer, D.A., Besley, B.D., Kennedy, K.B. and Davey, S. (2003) hRad9 rapidly binds DNA containing double-strand breaks and is required for damage-dependent topoisomerase II beta binding protein 1 focus formation. *CANCER RES*, 63, 4829-4835.
31. Terai, K., Shibata, E., Abbas, T. and Dutta, A. (2013) Degradation of p12 subunit by CRL4Cdt2 E3 ligase inhibits fork progression after DNA damage. *J BIOL CHEM*, 288, 30509-30514.
32. Oda, H., Hubner, M.R., Beck, D.B., Vermeulen, M., Hurwitz, J., Spector, D.L. and Reinberg, D. (2010) Regulation of the histone H4 monomethylase PR-Set7 by CRL4(Cdt2)-mediated PCNA-dependent degradation during DNA damage. *MOL CELL*, 40, 364-376.
33. Blastyak, A., Hajdu, I., Unk, I. and Haracska, L. (2010) Role of double-stranded DNA translocase activity of human HLTF in replication of damaged DNA. *MOL CELL BIOL*, 30, 684-693.
34. Cho, S., Cinghu, S., Yu, J.R. and Park, W.Y. (2011) Helicase-like transcription factor confers radiation resistance in cervical cancer through enhancing the DNA damage repair capacity. *J Cancer Res Clin Oncol*, 137, 629-637.
35. Takaoka, K., Kawazu, M., Koya, J., Yoshimi, A., Masamoto, Y., Maki, H., Toya, T., Kobayashi, T., Nannya, Y. and Arai, S. *et al.* (2019) A germline HLTF mutation in familial MDS induces DNA damage accumulation through impaired PCNA polyubiquitination. *LEUKEMIA*, 33, 1773-1782.
36. Huggett, M.T., Tudzarova, S., Proctor, I., Loddo, M., Keane, M.G., Stoeber, K., Williams, G.H. and Pereira, S.P. (2016) Cdc7 is a potent anti-cancer target in pancreatic cancer due to abrogation of the DNA origin activation checkpoint. *Oncotarget*, 7, 18495-18507.
37. Wang, C., Vegna, S., Jin, H., Benedict, B., Liefink, C., Ramirez, C., de Oliveira, R.L., Morris, B., Gadiot, J. and Wang, W. *et al.* (2019) Inducing and exploiting vulnerabilities for the treatment of liver cancer. *NATURE*.
38. De Piccoli, G., Cortes-Ledesma, F., Ira, G., Torres-Rosell, J., Uhle, S., Farmer, S., Hwang, J.Y., Machin, F., Ceschia, A. and McAleenan, A. *et al.* (2006) Smc5-Smc6 mediate DNA double-strand-break repair by promoting sister-chromatid recombination. *NAT CELL BIOL*, 8, 1032-1034.
39. Roy, M.A. and D'Amours, D. (2011) DNA-binding properties of Smc6, a core

- 
- component of the Smc5-6 DNA repair complex. *Biochem Biophys Res Commun*, 416, 80-85.
40. Weon, J.L., Yang, S.W. and Potts, P.R. (2018) Cytosolic Iron-Sulfur Assembly Is Evolutionarily Tuned by a Cancer-Amplified Ubiquitin Ligase. *MOL CELL*, 69, 113-125.
41. Doyle, J.M., Gao, J., Wang, J., Yang, M. and Potts, P.R. (2010) MAGE-RING protein complexes comprise a family of E3 ubiquitin ligases. *MOL CELL*, 39, 963-974.
42. Castillo, A., Paul, A., Sun, B., Huang, T.H., Wang, Y., Yazinski, S.A., Tyler, J., Li, L., You, M.J. and Zou, L. *et al.* (2014) The BRCA1-interacting protein Abraxas is required for genomic stability and tumor suppression. *CELL REP*, 8, 807-817.
43. Solyom, S., Aressy, B., Pylkas, K., Patterson-Fortin, J., Hartikainen, J.M., Kallioniemi, A., Kauppila, S., Nikkila, J., Kosma, V.M. and Mannermaa, A. *et al.* (2012) Breast cancer-associated Abraxas mutation disrupts nuclear localization and DNA damage response functions. *SCI TRANSL MED*, 4, 122r-123r.

How the deposited data were processed for this re-analysis (not part of the article)

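RNA-seq libraries were examined from zebrafish heads at 36 hpf, 3 from siblings and 3 from *prpf31* mutants, each made from a pool of 35 heads. The groups and replicate numbers were taken from the sample labels. Values of *prpf31* in every library are given at the first result.

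The authors aligned the reads to GRCz11 with Hisat2, and the deposited counts are whole numbers of fragments per gene without normalization. The paper's methods name both featureCounts and HTSeq-count for this step and do not say which one made the deposited counts. The deposited FPKM values were made by the authors from the same counts, with one length per gene: over 16289 genes, dividing each count by its library total and by one length gave the FPKM with a largest relative deviation of 2.9e-09. The annotation and whether the counting used the strand are not stated in the paper's text, so genes that overlap or share reads with a near-identical copy carry that uncertainty. The table holds 34965 genes, of which 32520 have Ensembl identifiers, 2445 have identifiers outside Ensembl, and 3898 have no count in any library.

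The median total count was 61634707 in siblings and 65876968 in mutants. Spearman correlations of the libraries were between 0.986 and 0.988 within siblings, and between 0.962 and 0.988 within mutants. The biological coefficient of variation estimated by edgeR was 0.244, so the spread between pools, more than the counting error, set the precision of genes with many counts.

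From the counts, genes were filtered with filterByExpr, scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without further covariates and with Benjamini-Hochberg adjustment. DE genes had an adjusted p of 0.05 or lower and a fold change of at least 2, the thresholds the paper names. Lists of genes were tested with camera, at a preset correlation of 0.01 between genes, and with fry, both from limma 3.58.1. Their p values were adjusted by Benjamini-Hochberg over all 36 lists of a fit, parts of larger lists included, a step chosen after seeing the data, or over the 11 lists of splicing factors where this is said. Single values in 3 against 3 libraries were compared with exact permutation tests, whose smallest p is 0.1. These tests take the libraries as unpaired, and swaps within pairs of equal replicate number alone could not reach that p. Correlations used 100000 permutations, and lists were also compared with 10000 random lists matched on mean expression. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

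The tests, the named genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0, the paper's own tool, RLE scaling, library sizes alone, no filter, at least 10 counts in every library, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1) with a minimum of 0.5 FPKM, log2(FPKM + 1) without a filter, and each library left out in turn. Camera with the correlation estimated from each list was added after seeing the data. The genes named are those that the paper names in its text, in Figures 1C, 2C, 3B, 7, S2, S10A and S14 and in Table S5, the 5 genes with the smallest adjusted p in each direction among DE genes whose groups did not overlap, ranked by the unadjusted p where the adjusted p was tied, and the highest or lowest member of a list. Some genes within this rule are not reported here. A gene named outside this rule is said to have been chosen after its values were seen.

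There were 28 gene lists, compiled from general knowledge and from the paper after its Table S1 and Supplementary Figure S10A had been read, so none is independent of these libraries. Of their 393 symbols, 367 were matched to genes, 97 through the paper's tables, 113 by the same spelling in the reference table of symbols, 105 in another case and 52 without the letter that marks a paralog. The last group can stand for either copy of a duplicated gene.

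Sibling and mutant libraries share the replicate numbers 1 to 3 in their labels. Over 19590 genes, the deviations from the group means of libraries with the same number had correlations of 0.409, 0.417 and 0.542, and those of libraries with different numbers lay between −0.325 and −0.119. The numbers were therefore taken to pair the libraries. The source of the pairing, such as a clutch or a day of collection, is not stated in the labels.

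The fits of edgeR, DESeq2 and limma, with camera and fry, were tested on simulated counts. These were drawn from the real means and library sizes, with 200 changed genes. Every gene had the same dispersion and was drawn independently, without pairing of libraries. Of the changed genes, edgeR called 191 (95.5%), and 13 of its calls were unchanged genes (6.37%). DESeq2 called as many changed genes with 28 unchanged ones (12.8%), and limma on FPKM called 183 of 190 with 19 unchanged ones (9.41%), shares that are both higher than edgeR's. On a simulated list without change, camera did not pass 0.05 in any tool, and fry did not in edgeR's fit, in DESeq2 or in limma, but fry passed it in the fit with the replicate block, so a fry result of that fit can arise without a change. Since the simulated genes were independent, this cannot show how camera and fry behave on lists of correlated genes. In 200 simulations without effect, the permutation tests of Pearson and Spearman correlations passed 0.05 in 6% and 8.5%.

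The splicing events, ΔPSI values and exon coordinates are the paper's, from its Tables S3 and S5, and were not recomputed, since this needs the reads. GC content was not tested because no genome sequence was used here. A test of the genes that host small nucleolar RNAs is void for the hosts as a set, as 75% of the 96 host genes could be matched and at least 80% were required. Its values describe the matched hosts alone.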

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

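The camera and fry tests of lists and the edgeR tests of single genes were those used throughout. The other tests in this part were chosen after the result was seen, except those on host genes and on microRNA genes.

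The paper discusses proteins of the spliceosome but not the genes that make and modify U6 snRNA, and a part of these was higher in mutants. The 19 genes of this list had a median log2 fold change of 0.34, which was 0.23 without mutant 2, 0.22 with library sizes alone, 0.21 with at least 10 counts in every library, and 0.039, 0.063 and 0.14 in the 3 settings that used FPKM. The members went both ways, 11 higher and 8 lower, with 6 higher and 3 lower at an edgeR adjusted p of 0.05 or lower, and 10 passed when adjusted over the list alone. The lower genes numbered 1 without sibling 1, mutant 2 or mutant 3 and 0 without sibling 2 or sibling 3. The list differed from other genes in camera (adjusted p = 0.00511 over all lists) and fry (adjusted p = 0.0011), not in camera with an estimated correlation (adjusted p = 0.383) or in fry with library sizes alone or FPKM (adjusted p values of 0.084 to 0.144). The highest member was *mettl16*, a log2 fold change of 3.65, and *snapc4* had 3.44. In all, 5 members were upregulated DE genes. There were 5 with library sizes alone and 5 without mutant 1, which argues against the scaling and against the tissue content of mutant 1 as the cause. Of 10000 random lists matched on mean expression, 0 held as many, and the most was 4. A response of U6 biogenesis to the loss of Prpf31 stays open as a hypothesis, since the list was compiled after Table S1 had been read and 5 of its genes are in that table.

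Genes of small nucleolar RNAs, which the paper does not discuss, were higher in mutants. The 29 that could be tested, of 76 in the table, had a median log2 fold change of 3.41, with 28 higher and 24 of them at an edgeR adjusted p of 0.05 or lower. In 12 genes all siblings had 3 counts or fewer. With these genes at their lower bound, the median was 2.98. The counts were low, with a median of 18 per gene, in libraries selected for poly(A) tails, which mature small nucleolar RNAs lack. Of 10000 random lists matched on mean expression, 0 had as high a median, and the highest was 0.74, which argues against low counts alone. The median was 3.30 with library sizes alone and 3.51 without mutant 1, so neither TMM scaling nor that library accounts for it. Box C/D genes had a median of 3.54 and H/ACA genes 3.37. Since Snu13 and Prpf31's relative Nop58 belong to box C/D particles, an effect through these alone is argued against by the H/ACA value. For more transcription of the host genes, the 75 genes matched to 72 of 96 hosts had a median of 0.0669 with quartiles of −0.080 and 0.24, and 0 were upregulated DE genes, so these hosts did not rise with the small nucleolar RNA genes. It stays open for the hosts that were not matched, since the tables do not pair the small nucleolar RNA genes tested with their own hosts. Reads from introns in general also stay open, as the 19 microRNA genes tested, of 332, had a median of −0.27 with quartiles of −1.17 and 0.49. Slower removal or decay of introns that hold these RNAs may be one explanation, which the counts per gene cannot test.

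Among the DE genes, 121 had identifiers outside Ensembl, which Table S1 does not list, 88 higher and 33 lower. The higher ones were 4.14% of the 2128 tested, against a median of 2.21% and a maximum of 3.67% in random lists matched on mean expression, of which 0 of 10000 were as high. The lower ones, 1.55%, were near the 1.36% of matched lists. The share of higher ones was 2.68% with library sizes alone, against at most 2.3% in matched lists, and 5.5% without mutant 1, against at most 4.61%. These values argue against low counts, the scaling and the tissue content of mutant 1 as the whole cause. In 11 of the higher ones all siblings had 3 counts or fewer. How the authors assembled these identifiers is not stated in the paper's text, and where they lie was not examined here. Reads from retained introns or from readthrough past gene ends may be among them, which was not tested.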

How the results depend on the processing

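The DE genes numbered 810 with edgeR on the counts. DESeq2 called 1286, with 836 upregulated, 450 downregulated and 3449 at an adjusted p of 0.05 or lower, and 806 of edgeR's DE genes were among them. With library sizes alone, 333 genes were upregulated and 919 had an adjusted p of 0.05 or lower. The median of all genes was then −0.11, against 0.019 with TMM. With limma on log2(FPKM + 1), 438 DE genes were called, 272 up and 166 down, and 1136 had an adjusted p of 0.05 or lower. With log2(FPKM + 0.1), 330 were upregulated, 303 downregulated and 1022 at that adjusted p, or 52.1% up against 63.5% with edgeR. Without a filter on FPKM the numbers were 299, 198, 101 and 674. Across the 6 fits that each left out one library, the DE genes numbered 318 to 1086, the upregulated 229 to 726, the downregulated 82 to 360 and those at an adjusted p of 0.05 or lower 359 to 4069. The causes were not tested.

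With the replicate block in the fit, 459 genes were downregulated, 3084 had an adjusted p of 0.05 or lower, and 3 of the genes of Figure 7B were called. Among the genes of the paper's figures and Table S5 and those ranked by their p, the block added the calls of *rx2*, *insm1a*, *rad51b*, *rtel1*, *atoh7* and *smc6* (edgeR adjusted p of 0.041 for *smc6*) and changed no other. In the lists, the lower genes went from 6 to 17 for retinal neurons, 1 to 6 for lens, 0 to 6 for erythrocytes and 1 to 5 for SR and hnRNP genes, and the higher genes from 18 to 29 for the differentially spliced genes and 1 to 2 for phototransduction. Adjusted over all lists, fry with the block no longer called the p53 targets outside the qPCR panel (adjusted p = 0.0804) or the differentially spliced genes (0.0868), it called the list of Figure S2 (0.0243), camera called the erythrocyte (0.00102) and macrophage lists (0.015), and no other list changed.

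The log2 fold change of *prpf31* was −0.74 with library sizes alone, −0.73 with log2(FPKM + 1) with or without a filter and −0.76 with log2(FPKM + 0.1), each with an adjusted p above 0.05, and −0.70 to −0.56 with one library left out. Lists are judged here by their unadjusted p, except where an adjusted p is named. The medians of the 89 spliceosome genes (0.67) and the 36 retinal neuron genes (−0.56) did not pass 0.05 in camera with an estimated correlation, and the retinal list did not pass in fry. Adjusted over all lists, fry called the spliceosome genes in every fit with TMM or RLE scaling or DESeq2, and not with library sizes alone (adjusted p = 0.0692) or in the 3 FPKM settings (0.0646 to 0.0724). With one library left out, these medians were 0.63 to 0.73 and −0.82 to −0.39, and that of the p53 pathway genes was 2.51 to 2.89. The 426 genes with a skipped exon of lower PSI had a median of −0.056, which passed 0.05 in fry and against matched lists but not in camera. Camera passed, also after adjustment over all lists, with DESeq2 (−0.050), without a filter (−0.066) and with FPKM without a filter (−0.17). Without sibling 3 (−0.079), camera passed by its unadjusted p but not after adjustment (adjusted p = 0.0541). For ΔPSI of −30 or lower the median was 0.0041, and with one library left out the median of the whole list was −0.089 to −0.063. The correlation of expression with ΔPSI was 0.144 with the paper's RT-PCR values and 0.0573 over all Table S3 genes, and −0.255 to −0.167 with one library left out. DESeq2 called 2 genes of Figure 7B, and fits without one library 0 to 1. The phototransduction genes with a low level numbered 35 by FPKM, against 17 by counts. The causes were not tested.

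Of 86 other results, 47 had the same direction and side of the threshold in every alternative, a threshold set on the adjusted p for single genes and on the unadjusted p of camera for lists. Of their 1288 values, 1147 were the same, 67 weaker, 19 stronger and 55 reversed, in 15 results. With library sizes alone, log2(FPKM + 1), log2(FPKM + 0.1) and FPKM without a filter, in this order, the values were −0.013, −0.065, −0.066 and −0.065 for the U1 genes, −0.020, −0.061, −0.10 and −0.061 for *lrrcc1*, −0.047, −0.052, −0.066 and −0.052 for *rad9a*, −0.021, −0.11, −0.13 and −0.11 for *pax2a*, −0.045, −0.037, −0.057 and −0.037 for *wt1a*, −0.067, −0.082, −0.093 and −0.082 for *dtl* and −0.055, −0.064, −0.081 and −0.064 for *abraxas1*. For *kifc1* the 3 FPKM settings gave −0.0053, −0.0064 and −0.0053. For *myh6*, RLE scaling gave 0.0043 and at least 10 counts in every library 0.0023. With one library left out, the values ranged over −0.024 to 0.24 for U1, 0.019 to 0.32 for *kifc1*, −0.19 to 0.17 for *sfi1*, −0.062 to 0.29 for *lrrcc1*, −0.20 to 0.11 for *rad17*, 0.035 to 0.12 for *rad9a*, −0.13 to 0.31 for *pax2a*, −0.37 to 0.73 for *myod1*, −0.0063 to 0.15 for *wt1a*, −0.21 to 0.24 for *myh6*, −0.052 to 0.15 for *dtl*, −0.14 to 0.15 for *cdc7*, −0.032 to 0.14 for *abraxas1*, −0.26 to 0.020 for *mcm9* and −0.31 to 0.047 for *blm*.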

Differences from the paper's values

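A gap is called closed here where one value was at most 1.5 times the other or they differed by no more than the SD between the mutant libraries, and for log2 fold changes by no more than the larger standard error. Closed does not mean equal. The qPCR values of Figure 3B come from other embryos than the libraries. For *cdkn1a*, the mutant level relative to siblings was 7.31 in the counts against the paper's about 3.9 in Fig. 3B, read by eye, and for *gadd45aa* it was 6.06 against the paper's about 1.7 in Fig. 3B, read by eye. None of the alternatives set before the data were examined closed these gaps. For *bbc3* the value was 7.32 against the paper's about 2.6 in Fig. 3B, read by eye. With log2(FPKM + 1), log2(FPKM + 0.1) and FPKM without a filter it was 3.56, 5.61 and 3.56, which closed the gap, the second only by the SD between the mutant libraries, and no other alternative did.

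For the genes of Figure 7B, *kifc1* was at 1.11 of the sibling level in the counts against the paper's about 0.60 in Fig. 7B, read by eye, and *rad17* at 0.959 against the paper's about 0.50 in Fig. 7B, read by eye, and no alternative closed either gap. For *sfi1*, the value was 0.985 against the paper's about 0.64 in Fig. 7B, read by eye. The gap was closed with library sizes alone (0.922), the 3 FPKM settings (0.915, 0.88 and 0.915), and without sibling 2 (0.952), mutant 2 (0.944) or mutant 3 (0.878), not with the others. For *lrrcc1*, the value was 1.05 against the paper's about 0.70 in Fig. 7B, read by eye. Library sizes alone (0.986), no filter (1.05), the replicate block (1.02), the 3 FPKM settings (0.959, 0.933 and 0.959), and the fits without sibling 1 (0.996), sibling 2 (1.04), mutant 2 (0.965) or mutant 3 (0.958) closed the gap, and the others did not. The value with all libraries lay just above the limit of 1.5 times, and the values without a filter and without sibling 2 lie just below it.

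The log2 fold change of *six7* was −3.21 against the paper's −2.36032 in Table S1, and the gap was closed without sibling 3 (−2.73) and by no other alternative. That of *tubgcp4* was −1.24 against the paper's −1.02071, and it was closed with log2(FPKM + 1) with a filter (−1.17) or without one (−1.17), not with the others. That of *rad51b* was −0.81 against the paper's −1.16247. It was closed with library sizes alone (−0.92), log2(FPKM + 0.1) (−0.92), and without sibling 1 (−0.91), sibling 2 (−0.85) or mutant 3 (−1.06), not with the others.

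The paper gives the genes of Figure 7B as lower in mutants. In the counts, *kifc1*, *lrrcc1* and *rad9a* were slightly higher, with log2 fold changes of 0.15, 0.073 and 0.071, and none had an edgeR adjusted p of 0.05 or lower. The paper lists *rad51b*, *crx*, *rx2* and *insm1a* as differentially expressed, and they had edgeR adjusted p values of 0.0961, 0.162, 0.105 and 0.0656. DESeq2 called *rad51b* (adjusted p = 0.0315), *rx2* (0.0162) and *insm1a* (0.003), not *crx* (0.0583). The replicate block called *rad51b*, *rtel1*, *rx2* and *insm1a* (edgeR adjusted p = 0.0255, 0.0211, 0.0307 and 0.015), and the fit without mutant 1 called *rx2* and *insm1a*.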

Other observations

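The camera and fry tests of lists and the edgeR tests of single genes were those used throughout. The other tests in this part were chosen after the result was seen, except the test on *hox* genes and the test of the depth behind Table S1.

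Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DE genes as siblings against mutants, the real split itself, and the same was true of the upregulated and downregulated genes, the genes with an adjusted p of 0.05 or lower, the medians of the spliceosome, retinal neuron, p53 and differentially spliced genes, and the representative genes. With 10 splits this share cannot fall below 0.1. For the differentially spliced genes the median was −0.0561 in the real split. It was −0.0555 with siblings 1 and 2 and mutant 2 as one group, so the real split hardly stood out in this median. The other 9 splits gave 0 DE genes and 71 to 1298 genes at an unadjusted p under 0.05, against 5883 in the real split. Of the 4 splits that part all 3 pairs of equal number, the real one gave 1135 DE genes with the replicate block and the other 3 gave 0, with 71, 124 and 396 genes at an unadjusted p under 0.05 without the block.

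Mutant 1 differed from mutants 2 and 3 in tissue genes. On the log2 scale, the median difference was −2.0 for 18 lens genes, −0.84 for 18 genes of retinal progenitors, 1.36 for 14 skeletal muscle genes and 0.55 for 14 epidermis genes. Sibling 1 differed from siblings 2 and 3 in these lists by medians of −0.21, −0.15, 0.26 and 0.13. For 10 erythrocyte genes the difference was −0.82 in mutant 1 and −1.04 in sibling 1, so that it was not particular to mutant 1. The total count of mutant 1 was 0.998 times the mean of the other mutants, which argues against library size as the cause. A few abundant genes would lower all other genes alike. Outside the 10 most abundant genes, however, the median of 9 muscle genes was 3.39 above that of the lens genes. In that comparison the lowest muscle gene was at 0.51 and the highest lens gene at −1.34, which argues against abundant genes as the cause. All 14 muscle genes were above both other mutants. A candidate explanation is that the heads of this pool were separated farther back and brought more trunk. In that case *hox* genes of groups 6 to 13, active in the trunk, would be higher in mutant 1. Their median difference was 1.22, with 9 of 10 above both other mutants, while in mutants 2 and 3 their median was −0.34 relative to siblings. Less eye tissue in this pool was not tested apart from this.

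The higher median of spliceosome genes did not come from TMM scaling alone, as it was 0.55 with library sizes alone. It was 0.73 without mutant 1. In the fit with the replicate block it was 0.63 after a trend with gene length was removed, against 0.67 before. The lower level of retinal neuron genes, at −0.39 without mutant 1, did not come from that library alone. Less eye tissue in the mutant pools cannot be told apart from lower expression within the retina. In mutants 2 and 3 against siblings, the median of progenitor genes minus that of neuron genes was 0.35 (permutation p = 0.0862), and that of lens minus neuron genes −0.037 (permutation p = 0.856).

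Over all libraries, the median log2 fold changes of the other tissue lists were −0.27 for retinal progenitors (−0.035 without mutant 1, −0.56 without mutant 2 and −0.42 without mutant 3), −0.91 for lens (−0.43 without mutant 1), 0.40 for muscle (−0.17 without mutant 1, 0.63 without mutant 2 and 0.66 without mutant 3) and 0.39 for epidermis (0.12 without mutant 1). They were −0.80 for erythrocytes (−0.50 without mutant 1), 0.30 for the hatching gland (0.098 without sibling 2, 0.58 without sibling 3, 0.55 without mutant 1 and −0.090 without mutant 3) and 0.097 for the yolk syncytial layer, where the sign changed without sibling 2 (−0.049), without mutant 3 (−0.024), with library sizes alone (−0.016) and in the 3 FPKM settings (−0.018, −0.018 and −0.016), and the median was 0.032 without sibling 1 and 0.29 without sibling 3. These medians also moved with the model and the scaling. With the replicate block, the median was −0.44 for progenitors, −1.14 for lens and 0.26 for muscle. With library sizes alone, where the median of all genes moved from 0.019 to −0.11, it was 0.20 for muscle, 0.24 for epidermis and 0.22 for the hatching gland. In the 3 FPKM settings, where the median of all genes was −0.12 to −0.025, it was −0.59 to −0.56 for progenitors, −1.31 to −1.20 for lens, 0.13 for muscle, 0.24 for epidermis and 0.11 to 0.15 for the hatching gland. In fry, adjusted over all lists, none of these 7 lists was called. In camera, the lens (adjusted p = 0.000341), epidermis (0.0211) and progenitor lists (0.0259) were called, and the last 2 not without mutant 1 (0.341 and 0.963). Camera also did not call the epidermis list without sibling 3 (adjusted p = 0.0559) or the progenitor list with library sizes alone (0.0875) or log2(FPKM + 1) and log2(FPKM + 0.1) with a filter (0.0747 and 0.108). It called the muscle list, in opposite directions, without mutant 1 (adjusted p = 0.0499) and without mutant 2 or mutant 3 (0.035 and 0.0279). It called the erythrocyte list without sibling 1 (0.00259) or mutant 2 (0.00793), with DESeq2 (0.0309), without a filter (0.0292) and with the replicate block (0.00102). The 15 macrophage genes had a median of −0.48 (fry adjusted p = 0.0301, camera adjusted p = 0.0599). Its median was −0.28 without sibling 3 and −0.18 with FPKM without a filter, and fry did not call it without sibling 1 (adjusted p = 0.0944), sibling 3 (0.122) or mutant 1 (0.131), with library sizes alone or FPKM (0.0646 to 0.0724), or with at least 10 counts in every library (0.18). Camera called it without sibling 2 (adjusted p = 0.0309) or mutant 3 (0.0276) and with the replicate block (0.015). It also did so with library sizes alone, FPKM, DESeq2 and no filter (adjusted p values of 0.0174 to 0.0443).

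The paper measured 9 genes of the p53 pathway by qPCR in other embryos of the same age. The gene *bcl2a*, which the paper shows as lower, was kept out of the list for that reason, and its log2 fold change in the libraries was −0.42 (edgeR adjusted p = 0.145). The list therefore holds the genes that the paper shows as higher, and its tests cover these alone. In the libraries the 8 genes of the list were higher in mutants, 8 of them at an edgeR adjusted p of 0.05 or lower, which was also the number adjusted over the list alone, and their median log2 fold change was 2.68 (camera adjusted p = 3.14e-10, fry adjusted p = 0.0011, not called with an estimated correlation, adjusted p = 0.273). The lowest was *baxa*, matched as BAX, at 0.65 (edgeR adjusted p = 0.0124). The adjusted p of *baxa* was between 0.056 and 0.0791 without sibling 1, 2 or 3 or mutant 3, and between 0.113 and 0.152 with library sizes alone and with FPKM. That of *bbc3* was 0.0505 without sibling 3 and 0.0839 with FPKM without a filter. Of 20 p53 targets outside that panel, 7 were higher at an edgeR adjusted p of 0.05 or lower, with a median of 0.27 (camera adjusted p = 0.00134, fry adjusted p = 0.00635, or 0.114 to 0.162 in fry with library sizes alone and FPKM). The median was 0.16 with library sizes alone and 0.099 to 0.11 in the 3 FPKM settings. The number of higher genes was 4 with library sizes alone and with FPKM with a filter, 2 with FPKM without one, 3 without sibling 1 and 2 without sibling 2, sibling 3 or mutant 3. With the replicate block, 7 were higher and 1 was lower.

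The genes that the paper examined by in situ hybridization in Figure 2C had a median log2 fold change of −0.76 (camera adjusted p = 0.0819, fry adjusted p = 0.249, and camera adjusted p = 0.0181 without mutant 2, 0.0487 with DESeq2 and 0.0478 without a filter), with 1 of 6 lower at an edgeR adjusted p of 0.05 or lower and 4 adjusted over the list alone. For *atoh7* the log2 fold change was −1.95 (edgeR adjusted p = 0.0949, 0.0166 with the replicate block and 0.00334 without mutant 1). For *ccnd1* it was 0.62 (edgeR adjusted p = 0.134, 0.000789 without mutant 1). Those of Figure S2 had a median of −0.0049 (fry adjusted p = 0.139), which changed sign with RLE scaling (0.0043), with at least 10 counts in every library (0.0023) and without sibling 2 (0.021) or sibling 3 (0.015). It was −0.055 without sibling 1, −0.066 with the replicate block, −0.092 with library sizes alone, −0.20 to −0.13 with FPKM, and −0.35, −0.13 and −0.21 without mutants 1, 2 and 3. Of these 7, 1 was called, *tuba1a*, at −0.96 (edgeR adjusted p = 0.0174). Its adjusted p was between 0.0562 and 0.0915 without sibling 1, 2 or 3 or mutant 3, and 0.0839 with limma on FPKM without a filter.

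DESeq2 called 1286 DE genes on the deposited counts, against the paper's 701 in Table S1. Mean counts in that table were 0.266 times those of the deposited counts, as a median over 697 genes, with quartiles of 0.255 and 0.288. With the deposited counts thinned at random to that depth, DESeq2 called a median of 864 DE genes over 5 draws, between 837 and 868, and 708 to 738 of them had Ensembl identifiers. Of the genes in Table S1, the thinned calls held 532 to 554, against 596 at full depth. A lower depth is consistent with the smaller number of genes in Table S1, but the thinned calls held fewer of the genes in that table. Which counts went into that table is not stated in the paper's text.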
